# A Predictive Model of the Oxygen and Heme Regulatory Network in Yeast

**DOI:** 10.1371/journal.pcbi.1000224

**Published:** 2008-11-14

**Authors:** Anshul Kundaje, Xiantong Xin, Changgui Lan, Steve Lianoglou, Mei Zhou, Li Zhang, Christina Leslie

## Abstract

Deciphering gene regulatory mechanisms through the analysis of high-throughput expression data is a challenging computational problem. Previous computational studies have used large expression datasets in order to resolve fine patterns of coexpression, producing clusters or modules of potentially coregulated genes. These methods typically examine promoter sequence information, such as DNA motifs or transcription factor occupancy data, in a separate step after clustering. We needed an alternative and more integrative approach to study the oxygen regulatory network in *Saccharomyces cerevisiae* using a small dataset of perturbation experiments. Mechanisms of oxygen sensing and regulation underlie many physiological and pathological processes, and only a handful of oxygen regulators have been identified in previous studies. We used a new machine learning algorithm called MEDUSA to uncover detailed information about the oxygen regulatory network using genome-wide expression changes in response to perturbations in the levels of oxygen, heme, Hap1, and Co^2+^. MEDUSA integrates mRNA expression, promoter sequence, and ChIP-chip occupancy data to learn a model that accurately predicts the differential expression of target genes in held-out data. We used a novel margin-based score to extract significant condition-specific regulators and assemble a global map of the oxygen sensing and regulatory network. This network includes both known oxygen and heme regulators, such as Hap1, Mga2, Hap4, and Upc2, as well as many new candidate regulators. MEDUSA also identified many DNA motifs that are consistent with previous experimentally identified transcription factor binding sites. Because MEDUSA's regulatory program associates regulators to target genes through their promoter sequences, we directly tested the predicted regulators for *OLE1*, a gene specifically induced under hypoxia, by experimental analysis of the activity of its promoter. In each case, deletion of the candidate regulator resulted in the predicted effect on promoter activity, confirming that several novel regulators identified by MEDUSA are indeed involved in oxygen regulation. MEDUSA can reveal important information from a small dataset and generate testable hypotheses for further experimental analysis. Supplemental data are included.

## Author Summary

The cell uses complex regulatory networks to modulate the expression of genes in response to changes in cellular and environmental conditions. The transcript level of a gene is directly affected by the binding of transcriptional regulators to DNA motifs in its promoter sequence. Therefore, both expression levels of transcription factors and other regulatory proteins as well as sequence information in the promoters contribute to transcriptional gene regulation. In this study, we describe a new computational strategy for learning gene regulatory programs from gene expression data based on the MEDUSA algorithm. We learn a model that predicts differential expression of target genes from the expression levels of regulators, the presence of DNA motifs in promoter sequences, and binding data for transcription factors. Unlike many previous approaches, we do not assume that genes are regulated in clusters, and we learn DNA motifs de novo from promoter sequences as an integrated part of our algorithm. We use MEDUSA to produce a global map of the yeast oxygen and heme regulatory network. To demonstrate that MEDUSA can reveal detailed information about regulatory mechanisms, we perform biochemical experiments to confirm the predicted regulators for an important hypoxia gene.

## Introduction

Oxygen is critical for the survival and development of virtually all living organisms. As such, living organisms ranging from yeast to humans have developed sophisticated mechanisms to respond to changes of oxygen level in the environment [1]. Several microarray gene expression studies have been performed in the yeast model eukaryote *Saccharomyces cerevisiae* to understand oxygen sensing and regulation at a genome-wide level [2]–[6]. However, most of these studies mainly identified genes responding to low levels of oxygen [2]–[6] or determined the DNA-binding sites for several known oxygen regulators, such as Rox1 [3]. Recently, there has also been a cluster analysis of expression profiles under hypoxia and reoxygenation in glucose versus galactose media [6],[7], where the authors looked for enrichment of functional annotations and known transcription factor binding sites within gene clusters and also applied existing motif discovery algorithms to the clusters. These previous microarray studies have provided further evidence of the role of known regulators such as Hap1, Rox1, and Upc2, but they have had limited success in identifying novel components of the oxygen and heme regulatory network.

In this study, we apply an integrative computational approach to analyze genome-wide changes in expression in response to perturbations of the oxygen regulatory network. Our approach is based on a new machine learning algorithm called MEDUSA that combines information from promoter sequences and gene expression profiling to learn a quantitative and statistically robust global model for the oxygen regulatory system. (A mathematical description of MEDUSA has appeared as an extended abstract in a conference proceedings [8]). Numerous computational approaches for inferring gene regulatory networks from gene expression data have been developed to date [9]–[20]. We were motivated by two recent computational approaches in particular: one algorithm aimed at predicting a gene's cluster membership based on the motifs in its promoter [21], and another for partitioning genes into regulatory modules, i.e., clusters of genes with shared regulatory logic [22]. Both these previous methods depend on clustering genes and describing regulatory logic at the level of clusters. However, genes with similar expression patterns are not necessarily regulated by the same regulators and mechanisms. Thus, in our work, we do not assume that clusters reflect the full complexity and condition-specific nature of gene regulation. Indeed, given that virtually all yeast RNA polymerase II promoters are distinct, it remains to be demonstrated that any two promoters are regulated identically by the same regulators across all possible experimental conditions.

In contrast to these previous approaches, the MEDUSA algorithm aims to predict the condition-specific differential expression of individual genes, not clusters of genes, by using a single global model. It integrates promoter sequence, promoter occupancy data from ChIP-chip experiments, and the expression levels of potential regulators, including those that do not bind to DNA, to learn a regulatory program controlling target genes. Notably, MEDUSA identifies motifs directly from promoter sequences; no prior knowledge of any DNA-binding motifs is used. MEDUSA trains on differentially expressed target genes from multiple experiments to discover both the motifs in promoters and the condition-specific regulators that together define a global regulatory control program. This regulatory program predicts whether a gene will be up- or downregulated, given its promoter sequence and the condition-specific expression level of the regulators. MEDUSA uses a modern statistical learning technique called boosting [23] to avoid over-fitting as it searches through the large space of possible regulators and sequence motifs [24]. As a result, it achieved high prediction accuracy in cross-validation results using held out gene-experiment examples for the oxygen regulation dataset, where we compare up/down prediction to experimentally measured differential expression, despite the fact that the number of gene expression experiments (6 conditions with 3 replicates) was much smaller than in previous computational approaches for learning regulatory networks. We then used a novel margin-based score to extract the condition-specific regulators and putative DNA binding site motifs that are most significant for predicting the expression of particular sets of target genes. We summarized this information with a global map of the oxygen regulatory network, which includes both known and novel regulators. Since MEDUSA associates regulators to target genes via motifs in the promoter sequence, we directly tested the predicted regulators for the *OLE1* gene by experimental analysis of its promoter activity under deletion of each of these regulators. In each case, the change in *OLE1*'s promoter activity under hypoxia was consistent with MEDUSA's predictions. These results confirm that several novel regulators are indeed involved in oxygen regulation. Finally, we performed a comprehensive comparison of the motif discovery results of MEDUSA with a conventional cluster-first motif discovery algorithm, and we found that MEDUSA identified many DNA binding site motifs that are relevant to hypoxia and missed by the traditional approach.

## Results

### Perturbations of the Oxygen Regulatory Network Reveal Diverse Expression Signatures

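Strain L51 of *Saccharomyces cerevisiae*, whose chromosomal *HAP1* gene is disrupted, carried either a *HAP1* expression plasmid (*HAP1* cells) or the empty vector (*Δhap1* cells). Its RNA was hybridized to 18 Affymetrix arrays, 3 for each of 6 conditions. *HAP1* cells were grown in air, without oxygen for 1.5 or 6 h, or in air with 400 µM cobalt chloride for 6 h, and *Δhap1* cells were grown in air or without oxygen for 6 h. *HAP1* (YLR256W), which encodes the heme-responsive activator, had a log2 intensity of 9.96 ± 0.31 (SD, n = 3 arrays) in aerobic *HAP1* cells, 11.33 ± 0.96 at 1.5 h, 11.22 ± 0.29 at 6 h and 10.56 ± 0.38 with cobalt. In *Δhap1* cells its log2 intensity was 6.01 ± 0.18 in air and 6.12 ± 0.42 at 6 h, below every array of *HAP1* cells. For the cobalt arrays the paper names the *HAP1* plasmid, whereas part of the sample labels name the empty vector; the paper's assignment was used. According to the paper, each condition was repeated on 3 batches of independently grown cells.
The authors converted the array images to probe intensities with GCOS and summarized the probes with RMA across arrays, and they deposited linear intensity values, of which the log2 was taken here. Of the 10928 probe sets, 5498 carried the name of a single *S. cerevisiae* gene; the brightest probe set on average stood for each of 5449 genes. All 18 arrays entered a limma fit with the condition and, as a block, the replicate number, because the study's table of fold changes sets each array against the aerobic *HAP1* array of the same number. Changes are log2 differences from aerobic *HAP1* cells unless another reference is named, with a standard error (SE) and a Benjamini-Hochberg adjusted p. The number of arrays limits the precision. Each replicate number was hybridized on a day of its own in 2 rounds, and no 6 h array shared a round with an aerobic array. A fit with the round as the block therefore compares 6 h with air only through the 1.5 h and cobalt arrays. A call lost in that fit does not show that the round caused the change. The share of *S. cerevisiae* probe sets brighter than 95% of the *S. pombe* probe sets on the same array ranged from 66.2% (*Δhap1*, 6 h, replicate 3) and 67.6% (aerobic *HAP1*, replicate 2) to 94.1% (aerobic *HAP1*, replicate 1). The ratio of the 3′ to the 5′ *ACT1* probe set was between 1.29 and 1.6. In the replicate 3 array labelled 1.5 h the log2 intensity of the hypoxic gene *ANB1* was 9.02, against 14.14 and 13.41 in replicates 1 and 2, and that of *DAN1* was 8.01 against 14.15 and 13.57. In the replicate 3 array labelled cobalt *ANB1* stood at 12.22 and *CYC1* at 9.41, against 9.64 and 13.51 in replicate 1. Counts are therefore also given without the replicate 3 arrays of 1.5 h, cobalt and 6 h *HAP1* cells, an alternative chosen after the data were seen and called below the fit without 3 arrays. As *ANB1*, *DAN1* and *CYC1* prompted it, their smaller errors in that fit are not independent evidence. Any other gene on which these arrays stood apart gains a smaller error by the same choice. Other arrays stood apart too and were kept: cobalt replicate 2 had 958 genes 4-fold from its aerobic array, against 14 and 23 in replicates 1 and 3. On the first principal component (51.1% of the variance over the L51 arrays) that aerobic array had the highest value, 67.9. Cobalt replicate 2 lay at -28.3, near cobalt replicate 1 (-30.6) and away from the other replicate 2 arrays (22 to 67.9). The 958 genes therefore do not show which of the 2 arrays stood apart. Limma array weights were 0.176 for cobalt replicate 2 and 0.163 for aerobic *HAP1* replicate 2, against 0.16, 0.606 and 0.309 for the 3 arrays left out. The 6 h *Δhap1* array of replicate 3, also kept, had 0.321.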

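Heme was varied in strain MHY100, which lacks a working *HEM1* gene (5-aminolevulinate synthase, the first enzyme of heme synthesis) and therefore makes heme only from 5-aminolevulinate in the medium. RNA from cells given 250 µg/ml (heme-sufficient) or 2.5 µg/ml (heme-deficient) was hybridized to 6 arrays of another Affymetrix type, 3 for each dose. The log2 intensity of *HEM1* (YDR232W) was 8.11 ± 0.46 (SD, n = 3) in heme-deficient and 7.74 ± 0.23 in heme-sufficient cells, a difference that did not pass the test (adjusted p = 0.43). *HEM1* thus gives no check on the dose labels, since the same strain was used for both doses. One heme-sufficient array carries 1 as its replicate number in its title and 3 in its source name, and the title was used. These arrays were normalized on their own, so levels from them are not compared with those of strain L51. Of 9335 probe sets, 6504 named a single gene, which gave 5656 genes, and 5240 genes were measured on both array types. The limma fit had no block, a choice made because 1 array carries 2 replicate numbers. The study's fold changes set arrays with the same number in their titles against each other (a median absolute difference of 0.003 for each pair). The study thus used the title's number for that array, and the count with that block is given beside the count without it. The 5 arrays with a known day were hybridized on 1 day in 2 rounds, with both doses in each round, and heme-deficient replicate 3, for which neither day nor round is known here, is left out wherever the round is a block or a round's own value is given. The ratio of the 3′ to the 5′ *ACT1* probe set was between 2.05 and 2.54. The paper reports replacing arrays with a ratio over 2, but does not say from which intensities it was computed. The ratios here come from the deposited values.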

We used microarray gene expression profiling data from triplicate RNA samples, prepared from cells grown under eight different experimental conditions (see Methods) to observe perturbations of the oxygen sensing and regulatory network and study its behavior. We identified several classes of genes: Hap1-dependent or -independent oxygen-regulated, heme-regulated, and Co^2+^-inducible genes (see Figures S6 and S7). These results were consistent with previous studies identifying differentially expressed target genes. For example, we identified previously known oxygen- and heme-induced genes, such as *COXs*, *CYC7* and *CYT1* [25]–[29]; and previously known hypoxia-induced genes, such as *ANB1*, *MGA2*, *OLE1*, *PAU2-5*, *PAU7*, *DAN1-4* and *HSPs* genes [30]–[39].

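After 6 h without oxygen 72 genes were higher and 45 were lower in *HAP1* cells at an adjusted p under 0.05 from limma, and 133 were higher and 251 lower in *Δhap1* cells (n = 3 arrays per condition). Among the largest rises in *HAP1* cells was that of *DAN1* (YJR150C), a cell wall mannoprotein gene, with a log2 fold change of 5.97 (SE 1.00, adjusted p = 0.017). *HES1*, an oxysterol-binding protein gene, rose by 5.27 (SE 0.67, adjusted p = 0.011), followed by *PAU3* (4.34, SE 0.99), *PAU8* (3.43, SE 0.55) and *PAU4* (3.39, SE 0.54), which belong to a family of near-identical genes and are uncertain as single genes. In aerobic *HAP1* cells *DAN1* and *PAU3* lay under 95% of the *S. pombe* probe sets on all 3 arrays, *HES1* on 2 and *PAU8* on 1, so their rises start from the background and have no firm size or order. The largest fall was that of *CYC1* (YJR048W), which encodes cytochrome *c*, with a log2 fold change of -3.50 (SE 0.79, adjusted p = 0.037). Next came *FET3*, a multicopper oxidase of iron uptake (-3.19), the heme oxygenase gene *HMX1* (-2.98), the acyl-CoA synthetase gene *FAA1* (-2.71) and *QCR6*, a subunit of the cytochrome *bc1* complex (-2.11); *FAA1* lay under the background on 2 of the 3 arrays at 6 h, so its fall has no firm size or place in the order. In *Δhap1* cells *DAN1* rose by 6.57 and *HES1* by 5.62 (adjusted p = 0.0051 and 0.0014), *PAU2* by 4.77 and *PAU5* by 4.01, while *YGR035C* (-3.52) and the proline permease gene *PUT4* (-3.31) fell. *PUT4* lay under the background on 1 of the 3 *Δhap1* arrays at 6 h, so its fall has no firm size. Against aerobic *Δhap1* cells 298 of the 384 genes also passed in the same direction (86 higher, 212 lower), and *PUT4* (-0.83, adjusted p = 0.42) did not.
In *HAP1* cells at 1.5 h 2 genes passed, *IZH4* (log2 fold change 2.80, SE 0.37, adjusted p = 0.019), a membrane protein gene linked to zinc, and the regulator gene *MGA2*. Cobalt raised 1 gene and lowered 7, and in aerobic *Δhap1* cells *HAP1* itself passed (-3.95 from aerobic *HAP1* cells, SE 0.39, adjusted p = 5.6e-04) and no other gene did, with 76 genes at an unadjusted p under 0.05. *HAP1* lay under 95% of the *S. pombe* probe sets on all 3 of these *Δhap1* arrays, so its fall has no firm size. *CYC1* and *ANB1* did not pass in aerobic *Δhap1* cells although they differed by 3.51 to 3.97 and by 2.12 to 3.82 in the 3 replicates. *CYC1* passed with only the 2 groups fitted (adjusted p = 0.032). Both passed in the fit without 3 arrays (5.7e-04 and 9.1e-04), which these 2 genes had helped to prompt. In the fit without 3 arrays the higher and lower counts were 195 and 267 at 1.5 h, 196 and 192 at 6 h in *HAP1* cells, 226 and 384 at 6 h in *Δhap1* cells, 0 and 4 with cobalt and 2 and 6 in aerobic *Δhap1* cells. Limma without the replicate block called 9 genes at 6 h in *HAP1* cells, 72 in *Δhap1* cells, and 0 both at 1.5 h and with cobalt (437 and 167 at an unadjusted p under 0.05). With the hybridization round as the block, also chosen after the data were seen, the counts were 0 at 6 h in *HAP1* cells, 27 in *Δhap1* cells, 0 at 1.5 h and 0 with cobalt (731, 1029, 310 and 295 at an unadjusted p under 0.05). Without replicate 1 no gene passed limma in any of the 5 comparisons: the smallest adjusted p was 0.63 at 6 h in *HAP1* cells, 0.13 in *Δhap1* cells, 0.81 at 1.5 h, 0.55 with cobalt and 0.69 in aerobic *Δhap1* cells (275, 706, 247, 376 and 28 genes at an unadjusted p under 0.05). Without replicate 2 the counts were 0 (smallest adjusted p = 0.11) at 6 h in *HAP1* cells, 680 in *Δhap1* cells, and 0 at 1.5 h, with cobalt and in aerobic *Δhap1* cells (0.16, 0.35 and 0.12). Without replicate 3 they were 316, 205, 343, 4 and 3 in the same order, and without the *Δhap1* 6 h array of replicate 3 alone, an alternative added after the data were seen, 31 genes were higher and 26 lower in *Δhap1* cells. A noise model built after the study's methods labelled each gene in each replicate at an unadjusted p under 0.05. A gene was called with at least 2 labels in the same direction and none in the opposite direction. The paper states no such rule of 2 labels and voted over a gene's probes, so this is not an exact repeat of its procedure. The noise model called 72 genes at 6 h in *HAP1* cells, 81 in *Δhap1* cells, 26 at 1.5 h, 3 with cobalt and 8 in aerobic *Δhap1* cells. The median gene lay at -0.10 at 6 h in *HAP1* cells, -0.16 in *Δhap1* cells and 0.14 at 1.5 h, and near 0 after quantile scaling over *S. cerevisiae* probe sets alone, which turned the *Δhap1* counts into 215 higher and 167 lower and the *HAP1* counts into 119 and 49.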

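Heme deficiency raised 23 genes and lowered 70 of 5656 at an adjusted p under 0.05 from limma (n = 3 arrays per dose). *DAN1* rose by 6.94 on the log2 scale (SE 0.42, adjusted p = 3.4e-04), from 6.01 ± 0.17 to 12.95 ± 0.97 (SD). *ANB1* (YJR047C), a hypoxic form of the translation factor eIF5A, rose by 5.00 (SE 0.28, adjusted p = 3.4e-04), and the cell wall mannoprotein genes *TIR4*, *TIR2* and *TIR1* rose by 3.86, 3.11 and 2.53. *CYC1* fell by 5.01 (SE 0.29, adjusted p = 3.4e-04), and the cytochrome *c* oxidase subunit genes *COX7* (-3.47) and *COX12* (-3.33), the lipid droplet protein gene *PLN1* (-3.19) and *MRA1* (YPR010C-A, -3.03) fell as well. The count was 408 with the replicate number as a block. On the 5 arrays with a known round it was 67 without a block and 981 (237 higher, 744 lower) with the hybridization round as the block. Leaving out 1 array at a time gave 18 genes without heme-sufficient replicate 3, 34 and 45 without heme-sufficient replicates 1 and 2, and 91 and 132 without heme-deficient replicates 1 and 2. *COX12*, *TIR1*, *TIR4*, *PLN1* and *MRA1* no longer passed without heme-sufficient replicate 3 (adjusted p = 0.065, 0.058, 0.079, 0.1 and 0.058).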

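Genes of cytochrome *c* oxidase went different ways after 6 h without oxygen in *HAP1* cells: *COX5B*, the hypoxic form of subunit 5, rose by 2.66 on the log2 scale (SE 0.43, adjusted p = 0.014 from limma, n = 3) and *COX5A*, the aerobic form, fell by 1.53 (SE 0.36, adjusted p = 0.048). *COX4* and *COX6* had log2 fold changes of -1.80 and -1.37 at 6 h (adjusted p = 0.21 and 0.31) and fell under heme deficiency (-2.45 and -1.88, adjusted p = 0.014 and 0.023), where *COX5A* fell by 2.07 (adjusted p = 0.0048). *CYT1*, which encodes cytochrome *c*1, had a log2 fold change of -2.44 at 6 h (SE 0.62, adjusted p = 0.061) and fell by 1.72 under heme deficiency (SE 0.3, adjusted p = 0.033). In the fit without 3 arrays *CYT1* and *COX4* fell at 6 h in *HAP1* cells (-3.05 and -2.35, adjusted p = 1.7e-04 and 0.025). *CYC7*, which encodes the second form of cytochrome *c*, had values of -1.52 (SE 0.98, adjusted p = 0.45) and -1.43 (SE 0.3, adjusted p = 0.065), the latter passing with the replicate number as a block (adjusted p = 0.022).
*ANB1* stood at a log2 intensity of 9.91 ± 0.48 (SD, n = 3) in aerobic *HAP1* cells and 13.89 ± 0.75 at 6 h (adjusted p = 0.061), and at 14.03 ± 0.22 in *Δhap1* cells at 6 h, 4.12 above aerobic *HAP1* cells (SE 1.01, adjusted p = 0.028). In aerobic *Δhap1* cells *ANB1* already stood at 13.02 ± 0.43, and against these its 6 h change was 1.00 (adjusted p = 0.51); in the fit without 3 arrays it rose by 4.33 at 6 h in *HAP1* cells (adjusted p = 3.4e-05). Of 13 mannoprotein genes of the *DAN*, *TIR* and *PAU* families, 9 rose and none fell at 6 h in *HAP1* cells (13 rose when adjusted over the list alone), and 11 rose in *Δhap1* cells (12 when adjusted over the list alone). *DAN4*, *PAU7* and *DAN3* (named *PAU24* in the present annotation) rose by 1.73, 2.61 and 2.71 in *HAP1* cells (adjusted p = 0.023, 0.043 and 0.043), *PAU2* and *PAU5* rose by 3.27 and 3.23 (adjusted p = 0.043 and 0.037), and *DAN2* (now *PAU23*) had a value of 0.43 (adjusted p = 0.23). *TIR4*, *TIR2* and *TIR1* rose by 3.60, 3.41 and 3.30 in *Δhap1* cells, *TIR1* by 1.04 and no longer past the threshold against aerobic *Δhap1* cells (adjusted p = 0.33). The list's median log2 fold change was 2.85 in *HAP1* cells (camera, adjusted p = 1.4e-17, and adjusted p = 0.089 with an estimated correlation) and 3.25 in *Δhap1* cells (adjusted p = 1.5e-16, and adjusted p = 0.11 with an estimated correlation). Under heme deficiency 6 of its 10 measured genes rose (10 when adjusted over the list alone), *PAU4* by 1.47 (SE 0.25, adjusted p = 0.033), with a median of 1.71 (adjusted p = 8.8e-16, and adjusted p = 0.26 with an estimated correlation). At 1.5 h the list's median was 0.22, with cobalt -0.21 and in aerobic *Δhap1* cells 0.18 (adjusted p = 0.25, 0.47 and 0.19).
Of 12 other hypoxic genes, 4 rose at 6 h in *HAP1* cells (10 when adjusted over the list alone), among them the sterol importer gene *AUS1* by 1.67 (SE 0.33, adjusted p = 0.026), and 8 rose in *Δhap1* cells (9 higher and 1 lower when adjusted over the list alone). Their median was 1.56 in *HAP1* cells (adjusted p = 4.6e-11, and adjusted p = 0.063 with an estimated correlation) and 1.41 in *Δhap1* cells (adjusted p = 1.1e-09, and adjusted p = 0.10 with an estimated correlation). Heme deficiency raised 4 of them (10 higher and 1 lower when adjusted over the list alone), *AAC3*, a mitochondrial ADP/ATP carrier gene, by 2.29 and *FET4*, a low-affinity iron transporter gene, by 1.94 (median 1.42, adjusted p = 4.2e-10, and adjusted p = 0.26 with an estimated correlation). In aerobic *Δhap1* cells their median was 0.68 with no gene past the threshold (adjusted p = 6.5e-04, and adjusted p = 0.25 with an estimated correlation), at 1.5 h it was 0.55 (adjusted p = 0.045, and adjusted p = 0.62 with an estimated correlation, and 0.49 without replicate 1), and with cobalt 0.44 (adjusted p = 0.24). Of 16 heat shock protein and chaperone genes, 1 rose at 6 h in *HAP1* cells, the Hsp70 gene *SSA1* by 1.29 (SE 0.31, adjusted p = 0.048; 2 higher and 1 lower when adjusted over the list alone). In *Δhap1* cells 2 rose, *HSP26* by 2.86 (SE 0.68, adjusted p = 0.025, and 0.079 against aerobic *Δhap1* cells) being one, and *HSP30* fell by 1.04 (adjusted p = 0.02); the same numbers passed when adjusted over the list alone. Their median was 0.10 in both genotypes (adjusted p = 0.068 in *HAP1* cells and 0.044 in *Δhap1* cells, the latter 0.39 with an estimated correlation as an adjusted p, 0.12 without replicate 3 and 0.45, with a median of -0.13, against aerobic *Δhap1* cells), 0.32 in aerobic *Δhap1* cells (adjusted p = 0.015, and adjusted p = 0.62 with an estimated correlation, and 0.17 without replicate 3), 0.19 at 1.5 h (adjusted p = 0.91) and 0.10 under heme deficiency (adjusted p = 0.13). Without replicate 1 the adjusted p at 6 h in *HAP1* cells was 0.93 for *COX5A* and 0.87 for *DAN1*, and with the hybridization round as the block 0.51 and 0.26; in *Δhap1* cells *ANB1* had 0.3 without replicate 1 and 0.069 without replicate 2.

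**Figure D1:**
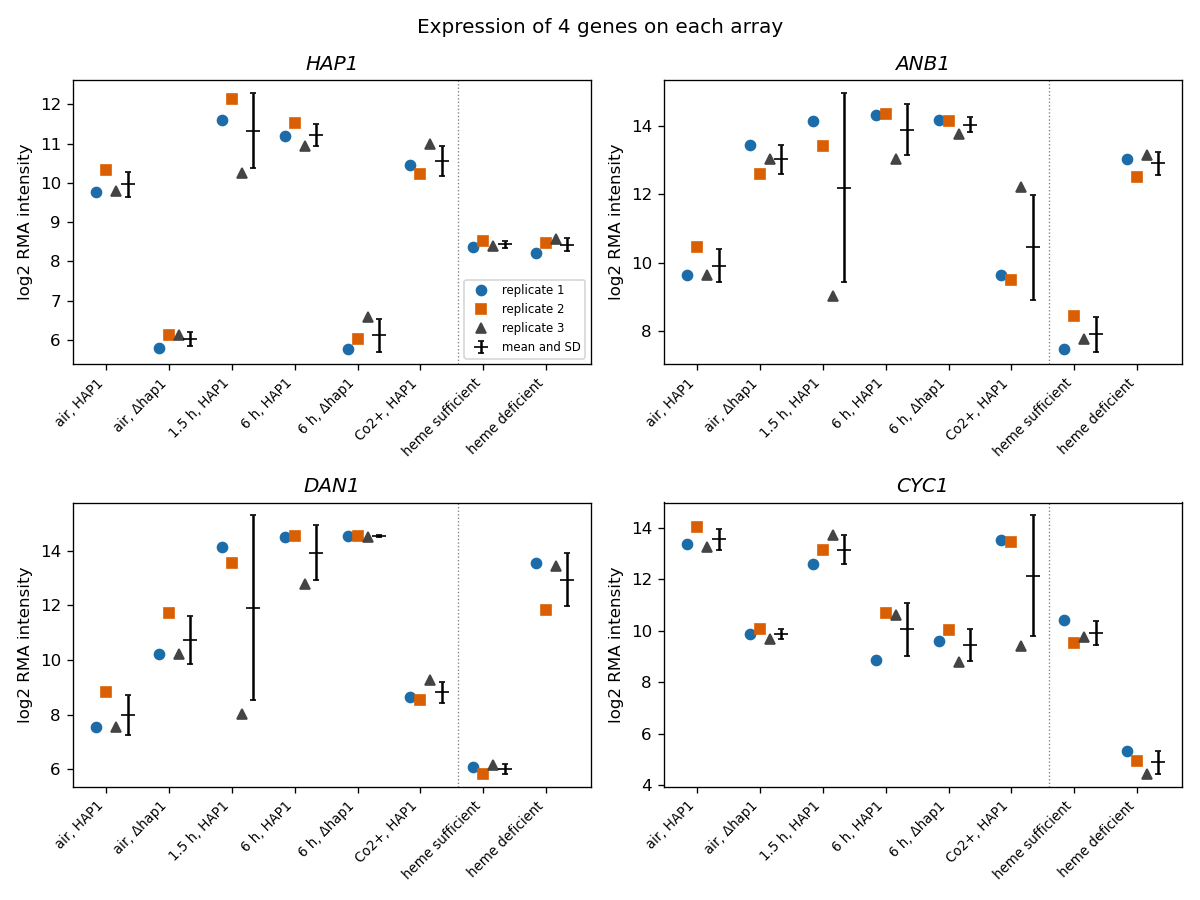
Log2 RMA intensity (vertical axis) of *HAP1*, *ANB1*, *DAN1* and *CYC1* on each of the 24 arrays, by condition (horizontal axis); points are the 3 replicates, horizontal bars the mean and error bars the SD, and a dotted line parts the strain L51 arrays from the strain MHY100 arrays, which were normalized separately. *DAN1* lies at 7.97 ± 0.73 in aerobic *HAP1* cells and at 14.54 ± 0.03 in *Δhap1* cells at 6 h, while its replicates at 1.5 h spread by an SD of 3.39.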

Prior to performing more integrative computational analysis, we also examined the broad patterns of gene expression in our dataset. We identified 16 distinct discretized co-expression signatures (see Methods) to which we assigned the differentially expressed genes, including 5 pairs of antagonistic signatures whose patterns of expression are nearly the same but opposite in direction (Figure 1). For example, we found a pair of expression signatures consisting of genes that are exclusively induced by heme deletion (signature 11) or exclusively suppressed in this condition (signature 14). Signature 14 contains the ergosterol biosynthesis genes, which are known to be heme regulated, while most of the genes in signature 11 (354 out of 500) are functionally uncharacterized and may include novel heme-regulated genes. 

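Of 24 measured ergosterol genes, 3 fell and none rose under heme deficiency at an adjusted p under 0.05 from limma (13 lower and 1 higher when adjusted over the list alone, n = 3 arrays per dose). They were *ERG5*, the C-22 sterol desaturase (log2 fold change -2.56, SE 0.31, adjusted p = 0.0081), *HMG1*, an HMG-CoA reductase gene (-1.99, SE 0.19, adjusted p = 0.0034), and *ERG13*, the HMG-CoA synthase gene (-0.88, SE 0.15, adjusted p = 0.033). The median of the list was -0.51 (camera, adjusted p = 4.4e-06, and adjusted p = 0.26 with an estimated correlation), with -0.57 in hybridization round 1 and -0.34 in round 2. After 6 h without oxygen 1 ergosterol gene rose in each genotype, *HMG2*, a hypoxic HMG-CoA reductase gene, by 1.25 in *HAP1* cells and 1.33 in *Δhap1* cells (adjusted p = 0.014 and 0.0051). The list's median there was 0.08 (adjusted p = 0.048, and adjusted p = 0.54 with an estimated correlation, 0.057, 0.058 and 0.16 without replicates 1, 2 and 3) and 0.28 (adjusted p = 1.5e-05, and adjusted p = 0.27 with an estimated correlation), and 1 gene passed in each when adjusted over the list alone. At 1.5 h the median was 0.33 (adjusted p = 0.013, and adjusted p = 0.62 with an estimated correlation, and 0.19 without replicate 1), with cobalt 0.10 (adjusted p = 0.24), and in aerobic *Δhap1* cells -0.25 (adjusted p = 4.5e-10, and adjusted p = 0.20 with an estimated correlation), with no gene past the threshold over all genes and 2 lower when adjusted over the list alone. Among the 5240 genes measured on both array types, 7 were higher and 54 lower under heme deficiency and past the threshold in none of the oxygen, cobalt or *HAP1* comparisons; whether their changes differed between comparisons was not tested. Without heme-sufficient replicate 3 *ERG5* and *ERG13* no longer passed (adjusted p = 0.058 and 0.17). From the membership of its heme-specific signatures, the paper states that ergosterol genes are among those exclusively suppressed by loss of heme.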

While most of these expression signatures contain several hundred genes, a few sets are smaller and functionally more coherent. In particular, signature 16 consists of 34 Hap1-dependent genes that are strongly suppressed in all conditions including the *Δhap1* experiment. These genes include the *COX* and *QCR* genes and are involved in aerobic respiratory processes, electron transport, and heme-dependent oxidoreducatase activity. 

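The list of subunits of the cytochrome *bc1* complex and cytochrome *c* oxidase left out *COX5B*, which rose at 6 h (2.66 in *HAP1* and 2.83 in *Δhap1* cells). The list also held *CYC1*, which encodes cytochrome *c* and is a subunit of neither complex. *CYC1* is counted below among the genes that fell at 6 h in each genotype and under heme deficiency. With the values as deposited, all 18 measured genes of the list had negative log2 fold changes at 6 h in *HAP1* and *Δhap1* cells and under heme deficiency. Heme deficiency lowered 13 of them at an adjusted p under 0.05 from limma (18 when adjusted over the list alone), among them *QCR10* (-2.79, SE 0.31, adjusted p = 0.0056), *QCR6* (-2.45, SE 0.28, adjusted p = 0.006) and the Rieske iron-sulfur protein gene *RIP1* (-2.11, SE 0.22, adjusted p = 0.0042; n = 3). The list's median was -2.11 (camera, adjusted p = 4.2e-20, and adjusted p = 0.26 with an estimated correlation), and -1.36 and -2.82 in the 2 hybridization rounds. At 6 h 3 fell in *HAP1* cells (9 when adjusted over the list alone; median -1.53, adjusted p = 1.5e-08, and adjusted p = 0.33 with an estimated correlation) and 2 in *Δhap1* cells (4 when adjusted over the list alone; median -1.20, adjusted p = 2.0e-04, and adjusted p = 0.39 with an estimated correlation; against aerobic *Δhap1* cells none fell and the median was -0.78, adjusted p = 0.31). The median was -0.41 in aerobic *Δhap1* cells (adjusted p = 3.2e-09, and adjusted p = 0.33 with an estimated correlation), where no gene passed over all genes and 1 fell when adjusted over the list alone, and -0.79 at 1.5 h (adjusted p = 4.0e-05, and adjusted p = 0.62 with an estimated correlation), where none passed. With cobalt it was -0.13 (adjusted p = 0.13), at -0.31, 1.24 and -1.39 in replicates 1, 2 and 3. With the hybridization round as the block, the shifts at 6 h did not pass (adjusted p = 0.072 in *HAP1* cells and 0.54 in *Δhap1* cells). That block compares 6 h with air only through the 1.5 h and cobalt arrays. At 6 h *QCR6* in *HAP1* cells had an adjusted p of 0.93 without replicate 1 and 0.14 without replicate 2. Against aerobic *HAP1* cells 6 genes were lower at 6 h in both genotypes and also under heme deficiency.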

In most cases, the expression signatures could be assigned significant functional terms, though in general only a smaller subset of the genes in a signature belong to the enriched category (see Text S1 for details).

**Figure 1:**
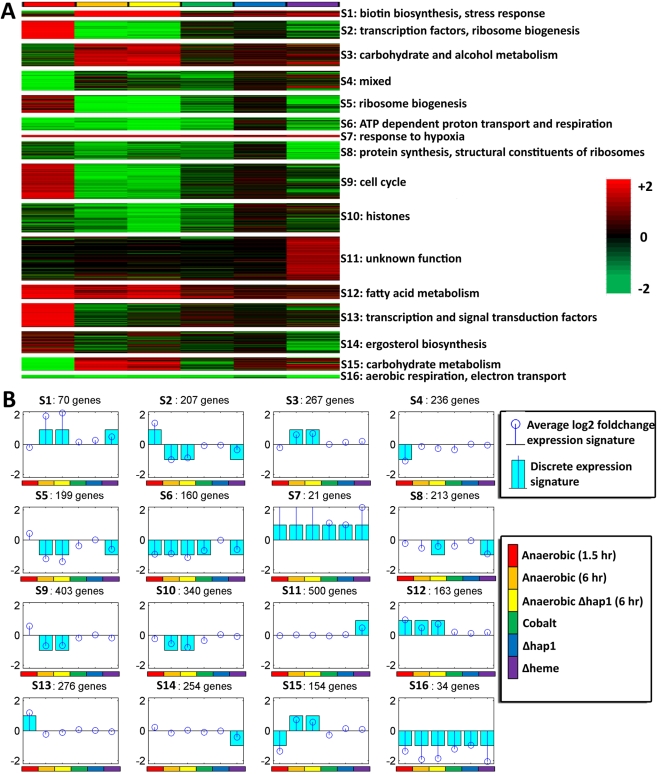
Expression signatures identified by perturbation of the oxygen regulatory network. (A) Heat maps showing real-valued expression profiles of genes that are members of the 16 signatures identified. The expression values are in log_2_. The rows represent genes and the columns represent the 6 experimental conditions. Bright red indicates strong upregulation, bright green indicates strong downregulation, and black indicates no change in expression. Each signature is labeled with statistically significant functional annotations. (B) Each block displays the average real-valued expression (stem plot in dark blue) and discrete expression profile (bar plot in light blue) for each signature over the 6 experimental conditions. The real-valued expression values are in log_2_.

### MEDUSA Deciphers Regulatory Networks without Clustering Genes

While these signatures consist of genes that are coexpressed, for the most part they are large and functionally heterogeneous gene sets and do not represent true functional regulons. In general, small expression datasets may not contain enough resolution to decipher fine context-specific coexpression patterns, and analysis of coexpressed gene sets can provide only limited insight into regulation in this case. Applying typical motif discovery algorithms to broadly coexpressed gene sets also leads to problems (see results below), since the gene “clusters” are in fact likely to be mixtures of differently regulated gene sets. However, the strength of our dataset is that it measures key perturbations related to oxygen and heme regulation; it should contain rich information about the commonalities and differences in regulation of the genes that respond to these perturbations. Therefore, instead of using coexpressed gene sets as independent inputs for subsequent computational analysis, we used MEDUSA to learn a gene regulatory program from the entirety of the perturbation data.

MEDUSA does not depend only on the correlation of the mRNA level of regulators and targets to infer a regulatory relationship. Instead, the algorithm requires that regulators control their targets through the presence of shared sequence motifs in the promoters of target genes, and it learns these motifs as it builds a regulatory program. MEDUSA integrates a number of ideas that have been used previously in computational modeling of regulatory programs but also implements a conceptually different approach. For example, like the module networks algorithm of Segal et al. [22], we used the expression levels of a known set of transcriptional regulators, which include both transcription factors and signaling transducers, to learn a context-specific model of regulation. However, while the module networks approach uses only expression data, MEDUSA also incorporates promoter sequence data to learn DNA motifs as part of the regulatory program. As in recent work of Beer and Tavazoie [21], we wish to predict expression from promoter sequences without reference to a target gene's identity. However, rather than predicting the cluster membership of genes, our model predicts up and down regulation of individual target genes, based on promoter sequence and regulator expression, across multiple experimental conditions.

MEDUSA also differs from these previous studies and most other work by implementing a number of key algorithmic features: (1) it integrates promoter sequence, expression and ChIP-chip data to predict a global regulatory program; (2) it avoids over-fitting when training in a high dimensional feature space by use of a machine learning technique called boosting; (3) it learns functional contributions of both regulators and motifs; (4) it learns binding site motifs directly from sequence without seeding the algorithm with known motifs; (5) it automatically learns the threshold for deciding the presence of motifs. We note that in our previous work [40],[41], we used boosting to learn regulatory models based on a library of known motifs, while MEDUSA learns motifs de novo. In an earlier work, Segal et al. [42] used a probabilistic relational model framework to learn transcriptional modules, i.e., gene sets whose shared expression patterns are supported by the shared motifs in their promoter sequences. Unlike our approach, this algorithm relies on assigning genes to static clusters and is seeded with database motifs, though motifs are re-estimated over training iterations. More recently, for the special case of time series expression data, Ernst et al. [43] presented a probabilistic approach that learns a temporally-organized hierarchical clustering of genes, where bifurcations of genes that go up or down at specific time points are explained by shared motifs or ChIP chip occupancy data. This algorithm uses static occupancy and database motif data rather than learning motifs at the same time as the regulation model.

Figure 2 illustrates the major steps and data used in the MEDUSA learning algorithm. In preprocessing, mRNA expression data is discretized by binning expression values into three states (up, down, and baseline) and partitioning genes into regulators and targets (Figure 2A). In the first stage of training (Figure 2B and 2C), MEDUSA uses the promoter sequences of target genes and the mRNA levels of regulators as inputs to learn a prediction function for the differential expression of targets. MEDUSA uses boosting to iteratively discover motifs whose presence in the promoters of target genes, together with the mRNA levels of regulators across experimental conditions, helps to predict the differential expression of the targets in those conditions. It builds a global regulatory program based on these motifs and regulators (Figure 2D). In order to produce a regulatory program that is more consistent under variations of the training data, a second pass of the regulatory program building algorithm is performed using a stabilized variant of boosting (see Methods). This second pass integrates the motifs discovered in the first training stage, promoter occupancy data from ChIP-chip analysis, and expression data of regulators and targets, to build a final regulatory program that predicts the up or down regulation of target genes. The regulatory program asks questions such as, “Is the mRNA level of regulator *ρ* up (or down) in the experiment, and is the motif *μ* present in the upstream region of the gene (or is a transcriptional regulator bound to the promoter, when ChIP-chip data are available)?” The control logic of the regulatory program is described by an alternating decision tree (Figure 2D and Figure 3), which encodes how the overall up or down prediction score for a target gene in a given experimental condition results from the contribution and interaction of multiple regulators and motifs.

**Figure 2:**
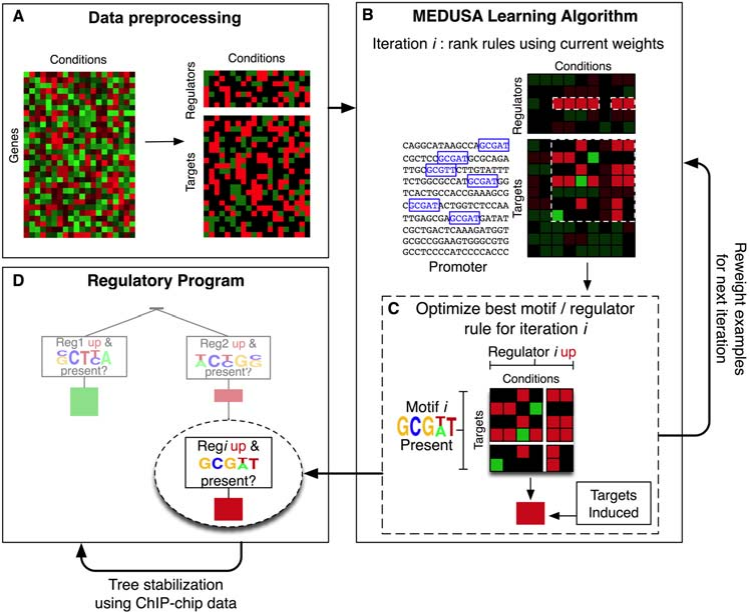
A schematic flow chart showing the algorithmic steps for learning the oxygen regulatory program with MEDUSA. (A) The mRNA expression data is discretized into three states, up (over-expressed), down (under-expressed), and baseline (not significantly differentially expressed), and genes are partitioned into potential regulators (transcription factors and signal transducers) and targets. The regulators are also included in the list of target genes so that their transcriptional regulation can be modeled. (B) The MEDUSA learning algorithm is presented with the promoter sequences of target genes, the discretized expression profiles of the regulators across multiple conditions, and the differentially expressed (up and down) target gene examples from these experiments. Baseline examples are not used to train MEDUSA. In the first stage of training, MEDUSA considers rules based on promoter sequence data and regulator expression states. MEDUSA uses a boosting strategy to avoid overfitting over many rounds of the algorithm. At each iteration *i*, a motif/regulator rule is chosen based on the current weights on the training examples; this rule predict that targets whose promoters contain the motif will go up (or down) in experiments where the regulator is over- (or under-) expressed. Before the next iteration, the examples are reweighted to emphasize the ones that are difficult to predict. (C) To learn the sequence motif, the algorithm agglomerates predictive *k*-mer sequences to produce candidate PSSMs, and it optimizes both the choice of PSSM and the probabilistic threshold used to determine where the hits of the motif occur. (D) At the end of each round of training, motif /regulator rules are placed into an alternating decision tree, building a global regulatory program. This regulatory program can be used to predict target gene up/down regulation for gene-experiment examples that were not seen in training. In order to produce a more stable decision tree, we perform a second pass of the tree-learning algorithm using a stabilized variant of boosting that gives more consistent models over different subsets of the training data. At this stage, both the motifs learned previously by MEDUSA and TF occupancies from ChIP-chip experiments are used as sequence features for the final regulatory program.

**Figure 3:**
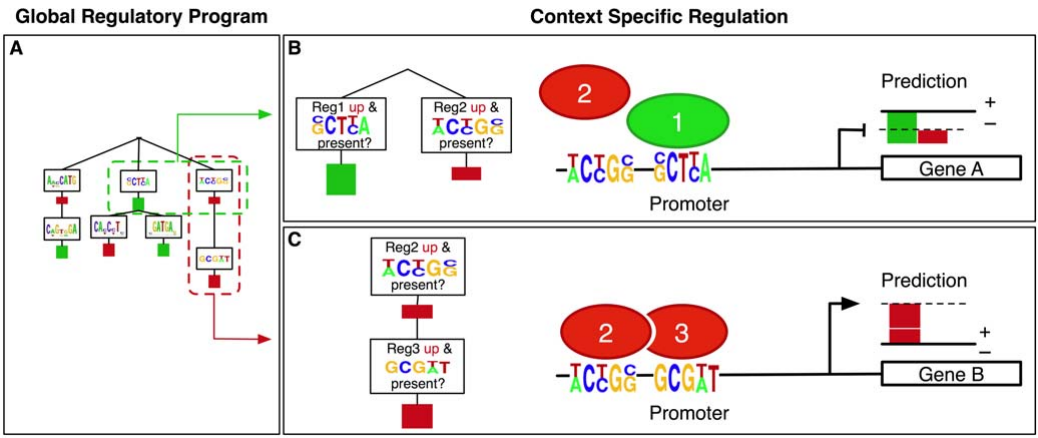
Simplified example showing how the regulatory program learned by MEDUSA predicts context-specific up/down gene expression. MEDUSA learns a global regulatory program described by an alternating decision tree. A simple regulatory program is shown in part A of the figure, along with the prediction it makes in two contexts, indicated as context B (top right) and context C (bottom right). The interaction between a regulator and a motif and the effect on targets is described by a decision node, which contains a logical condition to be tested, e.g., “Is regulator *i* up in the experiment and is motif *i* present in the promoter?”, and by the contribution that this motif/regulator pair makes to the up/down prediction of target gene expression if the logical condition is true, which is indicated by a colored bar. Contributions to upregulation of targets are shown in red and downregulation of targets in green. Combinatorial regulation is encoded by the tree structure: we obtain a prediction score for the up/down regulation of a target gene in a given experimental condition by starting at the root and recursively working downwards in the tree, seeing which prediction nodes are reachable by answering “yes” to logical conditions and summing all score contributions for the nodes visited. (Context B) In the first context, both Reg 2, a transcriptional activator, and Reg 1, a repressor, are expressed, and the promoter of gene *A* contains the motifs associated by the regulatory program to both these regulators. The regulatory program computes the prediction score by summing the larger contribution of the repressor (green bar) with the smaller contribution of the activator (red bar) to obtain a negative prediction score (indicated by the dashed line on the far right), i.e., gene *A* is predicted to be downregulated. (Context C) In the second context, both the activator Reg 2 and a co-factor, Reg 3, are expressed and can bind to the promoter of gene *B* based on the presence of the associated motifs in the regulatory program. The logic of the tree requires that the condition involving Reg 2 must hold before the contribution of the node containing Reg 3, at the next level of the tree, can be counted. Here, both conditions hold, and the regulatory program adds two positive contributions to obtain a confident prediction that gene *B* will be upregulated.

Figure 3 presents a simplified example to illustrate how a regulatory program generated by MEDUSA computes a context-specific prediction score to predict the up/down regulation of target genes. The size of the score can be interpreted as our confidence in the up/down prediction. In context B (Figure 3, top right), the promoter of gene *A* contains a pair of sequence motifs associated by the regulatory program to a weak activator and a stronger repressor that are both expressed in the experimental condition. The regulatory program makes a moderately confident prediction that gene *A* will be downregulated (depicted by the dashed line on the extreme right), based on the sum of scores from the relevant pair of nodes in the tree. In context C (Figure 3, bottom right), the promoter of target gene *B* contains binding sites for the weak activator but also for a co-factor, placed in a node below the weak activator in the tree. Both the activator and the co-factor are expressed in the condition shown, and the regulatory program computes a confident up prediction for gene *B* in this condition. In this way, MEDUSA encapsulates a genome-wide and context-specific regulatory program, learned directly from promoter sequence and expression data and without the introduction of additional prior assumptions.

### MEDUSA Achieves High Prediction Accuracy in Cross-Validation

We first performed a statistical analysis to verify that MEDUSA could achieve good prediction performance on held-out data, i.e., correctly predict up or down expression for examples not included in the training data. In our cross-validation experiments, we used 90% of the gene-condition experiments as the training set to identify statistically significant regulators and motifs. Then, we used these regulators and motifs to predict the expression of the 10% held-out examples, as illustrated in Figure 3 (see also Text S1). We achieved 92% accuracy across 10-fold cross-validation experiments in the prediction of the up or down expression of held-out examples (Table 1). MEDUSA is trained to solve the binary prediction problem of discriminating between upregulated and downregulated examples. Such differentially expressed examples constitute about 12% of our dataset, and a total of 3482 genes were differentially expressed in at least one condition. However, by thresholding the positive and negative real-valued prediction scores, we can make three-class predictions of up, down, or baseline across all held-out examples, not just the differentially expressed ones. 

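Over the 5240 genes measured on both array types, 435 (8.3%) changed in at least 1 of the 6 comparisons at an adjusted p under 0.05 from limma, and 1.8% of all pairs of a gene and a comparison passed. Over all genes of each array type, most calls were made at 6 h without oxygen in *Δhap1* cells (384) and fewest in aerobic *Δhap1* cells, where *HAP1* alone passed. That order depends on the fits, since heme deficiency had more calls than *Δhap1* cells at 6 h with the replicate number as a block for both (408), for neither (93 against 72), with the round block (981 against 27) and with the noise model (669 against 81). Among the genes that passed in both genotypes at 6 h and under heme deficiency, 8 were higher (*DAN1*, *HES1*, *PAU4*, *TIR2*, *RTA1*, *RNR3*, *EUG1* and *YGL039W*) and 6 were lower (*CYC1*, *QCR6*, *HAP4*, *HMX1*, *FRE1* and *JID1*), all against aerobic *HAP1* cells. Against aerobic *Δhap1* cells 7 of these 14 did not pass at 6 h in *Δhap1* cells: *CYC1* (-0.41, adjusted p = 0.75), *HMX1* (-0.58), *QCR6* (-1.16), *FRE1* (-1.20), *EUG1* (0.37), *RNR3* (0.72) and *RTA1* (2.25). *RNR3*, a ribonucleotide reductase gene, rose by 1.81 at 6 h in *HAP1* cells and 1.94 under heme deficiency, and *RTA1* by 3.00 and 1.25; both were chosen after their values were seen. In the fit without 3 arrays 1027 genes (19.6%) changed in at least 1 comparison, and 4.8% of pairs passed. The total was 144 without the replicate block in the L51 fit and 653 with a replicate block in the heme fit. Leaving out 1 replicate number or array at a time moved it between 88 and 734.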

We found that MEDUSA's accuracy on the three-class prediction problem was still high; in particular, true baseline examples were most often predicted to be baseline, even though no baseline examples were seen during training (see Text S1, Figure S1, and Figure S2).

**Table 1:** Tenfold cross-validation accuracy for nearest-regulator method and MEDUSA, with and without grouping replicate examples within a fold.

Prediction Method	Tenfold c.v Accuracy (held-out examples)	Tenfold c.v Accuracy (replicates in same fold)
Nearest regulator	59.8%	31.0%
Majority vote of *k* = 10 nearest regulators	88.9%	55.0%
MEDUSA	92.0%	76.1%

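Spread between replicates differed by gene and condition. *ANB1* had an SD of 2.77 on the log2 scale at 1.5 h and 0.22 in *Δhap1* cells at 6 h, and the SD of *CYC1* was 2.35 with cobalt and 0.19 in aerobic *Δhap1* cells (n = 3 each). Over 33 genes with a log2 change of at least 2 in the same direction in replicates 1 and 2 at 1.5 h, the replicate 3 array labelled 1.5 h reached a median of -0.05 of their change, and the replicate 3 array labelled cobalt reached 0.35, with 30 of the 33 on the same side, beside 0.26 and 0.48 in cobalt replicates 1 and 2. Over 68 genes chosen the same way at 6 h in *HAP1* cells, the replicate 3 array reached 0.29 of the change and the *Δhap1* array of replicate 3 reached 0.65. Across strain L51 arrays of different conditions, deviations from the condition means had a median correlation across genes of 0.56 for replicate 1, 0.71 for replicate 2 and 0.25 for replicate 3 (15 pairs each; genes are not independent replicates). In replicate 2 all pairs with the cobalt array were negative (-0.38 to -0.03), in replicate 1 they lay between -0.09 and 0.28, and in replicate 3 4 of 5 lay between 0.14 and 0.28; with the 1.5 h array the 3 values were -0.09, -0.38 and -0.44. The paper's text does not name which replicate came from another strain. Genes with all 6 L51 arrays of 1 replicate number apart from the other 12 numbered 31, 3 and 24 for replicates 1, 2 and 3, with largest gaps of 0.29, 0.15 and 0.35 on the log2 scale.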

We then investigated whether MEDUSA's high accuracy was simply an indication that the prediction task itself was easy, perhaps due to the presence of replicate experiments in the dataset; note, however, that one of the three replicates was performed on a different yeast strain (see Methods), so that the variation was higher than in technical replicates. We conducted a series of additional experiments (Table 1) to address this issue. We first compared MEDUSA's results to a simple correlation-based method, where we identified the regulator that best correlated with each target gene across the training examples (using a Hamming distance metric, see Methods) and used this regulator's expression state to predict the target's expression level on the test examples. This approach necessarily uses the target gene's identity rather than learning a single model that can be applied to all genes. We found that using a single “nearest regulator” for each target gave poor prediction results (similar or worse than random guessing, see Methods). Taking the majority vote over a set of 10 nearest regulators gave good test accuracy, but the regulators most frequently chosen as nearest regulators did not include any of the key known regulators; in fact, every regulator was chosen at least once, and key regulators like Hap1, Rox1, and Mga2 ranked low in terms of frequency. We then prepared a much more difficult cross-validation experiment, where all replicate examples of each gene in an experimental condition were grouped together in a fold. In this way, for any particular target gene, the training and test examples came from completely different conditions. In this setting, MEDUSA still achieved significant accuracy given that there were only 6 experimental conditions (76%), while the nearest regulator methods were no better than random guessing (Table 1). Finally, we ran MEDUSA using ChIP-chip occupancy features alone, without including promoter sequence data for motif discovery. We found that cross-validation accuracy deteriorated considerably (from 92% to 74%), indicating that motif discovery, or at least the use of sequence motifs, is crucial to MEDUSA's success (see Text S1). These experimental results strongly suggest that MEDUSA has learned regulatory information that generalizes to new data rather than over-fitting the training data.

Ideally, one would like to compare MEDUSA's cross-validation accuracy and predicted regulators to previous computational methods. Here, however, the relatively small size of our dataset precludes a reasonable comparison. Neither classical Bayesian network approaches [15] nor more recent module-oriented algorithms [21],[22] were designed to be trained on a small number of conditions, and indeed they have only been tested when very large expression datasets (>100 experiments) are available. Other motif discovery approaches such as REDUCE [44] use single microarray experiments as input but are designed to extract a small number of strong motifs that account for a statistically significant percentage of the within-experiment variance. Such methods are not optimized to accurately predict up/down expression, nor do they directly identify regulators, so it is difficult to set up a meaningful comparison. However, we do perform a comparison with standard cluster-based analysis and motif discovery below, where we show that both at a global level and when restricting attention to particular functional regulons, MEDUSA finds more detailed motif information (see below).

### MEDUSA Identifies a Network of Condition-Specific Regulators Mediating Global Gene Regulation

MEDUSA's high accuracy on held-out examples gives us confidence that the decision tree contains statistically significant and biologically relevant regulators and motifs. In order to identify the most significant regulators and motifs controlling specific sets of differentially expressed target genes under specific experimental conditions, we ranked these features using a novel margin-based score (see Methods). The score assesses how significantly an individual feature contributes to the confidence of predictions over the specific set of target genes and experiments.

We first used margin scoring to identify statistically significant regulators that may mediate the regulation of various target genes in the dataset. Figure 4 provides an example of the condition-specific regulators and motifs identified by MEDUSA. To clarify the roles of Hap1 and heme in oxygen regulation, we identified and compared the potential regulators (Figure 4A) and motifs (Figure 4B) that may mediate the regulation of hypoxically suppressed (oxygen-induced) genes in wild type *HAP1* or *Δhap1* cells, and heme-induced (heme deficiency-suppressed) genes. Note that intracellular heme levels are low under hypoxic growth conditions [45], so hypoxically suppressed (oxygen-induced) genes correlate with heme deficiency-suppressed (heme-induced) genes. 

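After 6 h without oxygen and under heme deficiency, 8 genes rose and 7 fell in both, with none in opposite directions, among the 5240 genes measured in *HAP1* cells of strain L51 and in strain MHY100. Independent lists of these sizes would share 0.2 and 0.6 genes. *TIR2* rose by 2.88 at 6 h in *HAP1* cells (adjusted p = 0.028 from limma, n = 3), and *HES1* rose by 2.30 under heme deficiency (SE 0.37, adjusted p = 0.025). The heme oxygenase gene *HMX1* fell by 1.27 under heme deficiency (SE 0.22, adjusted p = 0.033), and the chaperone gene *JID1* fell at 6 h (-1.64) and under heme deficiency (-1.05). For *Δhap1* cells at 6 h, 13 genes rose and 11 fell in both, against 0.5 and 3.2 for independent lists, and 1 moved in opposite directions. With aerobic *Δhap1* cells as the reference 6 rose and 5 fell in both, against 0.4 and 6 for independent lists, and 2 moved in opposite directions. Pearson's r of the log2 fold changes across genes was 0.46 for *HAP1* cells and 0.48 for *Δhap1* cells, and 0.08 for *HAP1* cells at 1.5 h; genes are not independent replicates, and the 2 strains share no control arrays. The overlap was 41 genes in the fit without 3 arrays and 2 without the replicate block in the L51 fit, and 0 without replicate 1, where no L51 gene passed. The paper reasons that heme levels are low when oxygen is low and that genes suppressed by hypoxia therefore go with genes suppressed by heme deficiency.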

The expression levels of identified regulators and target genes are indicated in Figure 4C and 4D, respectively.

**Figure 4:**
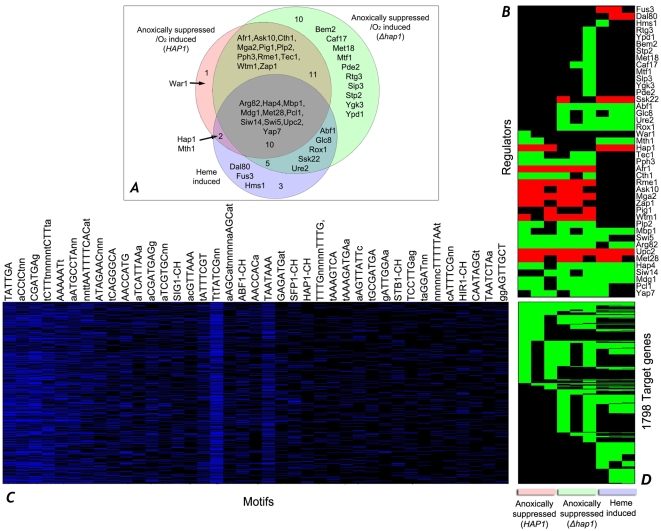
Heat maps showing predictive regulators, predictive motifs, and targets induced by oxygen and heme. (A) A Venn diagram illustrating the regulators involved in controlling hypoxically suppressed (oxygen-induced) genes in *HAP1* and *Δhap1* cells, and heme-induced genes. For each experiment, the statistically significant regulators associated with the set of downregulated target genes are determined by use of a margin-based score (see Methods). (B) Patterns of up (red), down (green), and baseline (black) expression levels for the statistically significant regulators controlling downregulated target genes across the three experimental conditions. (C) The top-ranked sequence features learned by MEDUSA, as determined by a margin-based score, and their hits across the set of target gene promoters. The PSSMs learned by MEDUSA are represented by their consensus patterns. ChIP-chip occupancy features also occur in the list of most significant features. For example, SIG1-CH refers to ChIP-chip occupancy by the transcription factor *SIG1* and appears as a highly-ranked promoter sequence feature. The presence or absence of a sequence feature in a gene's promoter is represented by blue or black blocks respectively. (D) Discretized gene expression levels for the full set of target genes represented in the Venn diagram (total of 1798 genes), given by combining the down-regulated target gene list from each of the three experimental conditions. Note that the expression patterns include only down and baseline expression levels across all three conditions.

MEDUSA analysis identified a number of known regulators whose predicted condition-specific role is consistent with previous knowledge of oxygen and heme regulation. For example, consistent with existing knowledge [33],[34],[46], Hap1 is important for the regulation of oxygen-induced genes in cells bearing the Hap1 expression plasmid and for heme induction of target genes (see Figure 4A and 4C). Likewise, Hap4 is important for heme induction and for the regulation of oxygen-induced genes in both cells bearing the Hap1 expression plasmid (*HAP1*) and the empty vector (*Δhap1*, Figure 4A and 4C). 

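Aerobic *Δhap1* cells had the cytochrome *c* gene *CYC1* at a log2 intensity of 9.87 ± 0.19 against 13.55 ± 0.42 (SD, n = 3) in aerobic *HAP1* cells, a log2 fold change of -3.69 (SE 0.79, adjusted p = 0.71 from limma), with -3.51, -3.97 and -3.58 in the 3 replicates. The SE is shared with the other conditions; it was 0.17 with only the 2 groups fitted (adjusted p = 0.032) and 0.32 in the fit without 3 arrays (adjusted p = 5.7e-04), and without replicate 3 the adjusted p was 0.035. At 6 h its level was 10.05 ± 1.02 in *HAP1* cells and 9.45 ± 0.63 in *Δhap1* cells. The difference between *Δhap1* and *HAP1* cells in the 6 h change of *CYC1* was 3.09 and did not pass (adjusted p = 0.93); in the fit without 3 arrays it was 3.56 (adjusted p = 0.019). *CYT1* had a log2 fold change of -1.41 in aerobic *Δhap1* cells (adjusted p = 1) and *FRE1* of -1.05 (adjusted p = 1). *HAP1* itself had log2 fold changes of 1.38 at 1.5 h, 1.26 at 6 h and 0.60 with cobalt in *HAP1* cells (adjusted p = 0.25, 0.12 and 0.53), and -0.01 under heme deficiency (SE 0.16, adjusted p = 0.98). Without the 3 replicate 3 arrays the values at 1.5 and 6 h were 1.98 and 1.46 (adjusted p = 0.0038 and 0.0079). The lower *HAP1* level of aerobic *Δhap1* cells did not pass without replicate 1 (adjusted p = 0.69) or replicate 2 (0.12) and passed without replicate 3 (6.9e-04) and with the hybridization round as the block (0.0023).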

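*HAP4* (YKL109W), the activator subunit of the Hap2/3/4/5 complex, fell at 6 h in *HAP1* cells (log2 fold change -2.06, SE 0.44, adjusted p = 0.033 from limma, n = 3), at 6 h in *Δhap1* cells (-2.19, adjusted p = 0.013) and under heme deficiency (-1.43, SE 0.22, adjusted p = 0.022). Its log2 intensity was 11.32 ± 0.53 (SD) in aerobic *HAP1* cells, 9.25 ± 0.65 and 9.12 ± 0.32 at 6 h in *HAP1* and *Δhap1* cells, and 6.27 ± 0.40 against 7.70 ± 0.18 in heme-deficient and heme-sufficient cells. At 1.5 h its log2 fold change was 0.15, and in aerobic *Δhap1* cells -0.53 (adjusted p = 1). The 6 h change did not differ by genotype past the threshold (difference 0.40, adjusted p = 0.94). At 6 h in *HAP1* cells the adjusted p was 0.93 without replicate 1, 0.19 without replicate 2 and 0.32 with the hybridization round as the block, and in *Δhap1* cells 0.24 and 0.061 without replicates 1 and 2; under heme deficiency it was 0.14 without heme-sufficient replicate 3.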

Rox1 appears to be important for the regulation of oxygen-induced genes only in *Δhap1* cells. This is not surprising because Rox1 expression is known to be under the control of Hap1 33,34. 

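*ROX1* (YPR065W), which encodes the repressor of hypoxic genes, had a log2 intensity of 11.48 ± 0.98 (SD, n = 3) in aerobic *HAP1* cells and 10.38 ± 0.51 in aerobic *Δhap1* cells, a log2 fold change of -1.10 (SE 0.78, adjusted p = 1 from limma). At 6 h it stood at 10.06 ± 1.82 in *HAP1* cells and 9.39 ± 0.19 in *Δhap1* cells, log2 fold changes of -1.42 and -2.09 that did not pass (adjusted p = 0.38 and 0.12). The difference between the genotypes in the 6 h change was 0.44 (adjusted p = 0.96). *ROX1* was at 12.53 ± 1.08 at 1.5 h and was lower at 6 h than at 1.5 h (log2 fold change -2.47, adjusted p = 0.048, with 0.51 without replicate 1, 0.28 without replicate 2 and 0.2 with the hybridization round as the block). Without the 3 replicate 3 arrays *ROX1* fell by 2.35 at 6 h in *HAP1* cells (adjusted p = 0.012). Under heme deficiency its log2 fold change was -1.32 (SE 0.3, adjusted p = 0.085), which passed with the replicate number as a block (adjusted p = 0.049).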

In cells bearing the Hap1 expression plasmid (*HAP1*), Hap1 would be the dominant regulator. Another notable case is Mga2, which has been shown to be important for oxygen regulation of certain genes, such as *OLE1* [31],[47]. Here we found that it is indeed important for oxygen induction of genes in both cells bearing the Hap1 expression plasmid (*HAP1*) and the empty vector, but it is not important for heme regulation, as expected.

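*MGA2* (YIR033W), an activator of *OLE1*, rose without oxygen against aerobic *HAP1* cells: by 2.48 at 1.5 h (SE 0.37, adjusted p = 0.036 from limma, n = 3), by 1.87 at 6 h in *HAP1* cells (adjusted p = 0.026) and by 1.70 at 6 h in *Δhap1* cells (adjusted p = 0.019) on the log2 scale. Against aerobic *Δhap1* cells, in which it stood 0.99 above aerobic *HAP1* cells, its 6 h change was 0.71 and did not pass (adjusted p = 0.21). Its log2 intensity went from 8.22 ± 1.02 (SD) in aerobic *HAP1* cells to 10.71 ± 0.60 at 1.5 h, and was 10.28 ± 0.46 with cobalt, a log2 fold change of 2.06 that did not pass (adjusted p = 0.053). Under heme deficiency its log2 intensity was 4.85 ± 0.53 against 4.90 ± 0.49, a log2 fold change of -0.05 (SE 0.32, adjusted p = 0.94). Both levels lie under the median of every heme array (6.69 to 6.92), so a change of this dim signal could be missed. On 1 aerobic *HAP1* array *MGA2* lay under 95% of the *S. pombe* probe sets, so its rises without oxygen have no firm size. *OLE1*, the fatty acid desaturase gene, had log2 fold changes of 0.82 at 1.5 h and 0.84 at 6 h in *HAP1* cells (SE 0.25, adjusted p = 0.25 and 0.1), rose by 0.99 at 6 h in *Δhap1* cells (adjusted p = 0.031), and had 0.00 under heme deficiency (SE 0.14, adjusted p = 0.99). Without replicate 1 the adjusted p of *MGA2* was 0.81 at 1.5 h, 0.87 at 6 h in *HAP1* cells and 0.29 in *Δhap1* cells, and without replicate 2 it was 0.67, 0.13 and 0.055; with the hybridization round as the block it was 0.14 at 1.5 h and 0.26 at 6 h in *HAP1* cells. *OLE1* in *Δhap1* cells had an adjusted p of 0.095 without replicate 2.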

We also identified and compared statistically significant regulators that may mediate the regulation of hypoxically induced genes in cells bearing the Hap1 expression plasmid (*HAP1*) and the empty vector (*Δhap1*) and those that mediate heme deficiency-induced (heme-suppressed) genes (Figure 5A and Figure S3). Likewise, we identified and compared regulators that may mediate the regulation of Co^2+^-inducible genes with those mediating the regulation of hypoxically induced genes (Figure 5B and Figure S4). The comparison of these regulators mediating oxygen regulation, heme regulation, and Co^2+^-inducible regulation provides several important insights into the regulatory network mediating oxygen sensing and regulation. First, more than half of the MEDUSA-identified regulators mediating heme regulation may also be involved in mediating oxygen regulation both in *HAP1* cells (12 out of 20 regulators) and in *Δhap1* cells (15 out of 20 regulators) (Figure 4A). Many regulators predicted to be involved in heme suppression of target genes may also be involved in oxygen induction in wild type *HAP1* cells (13 out of 18) and in *Δhap1* cells (11 out of 18) (Figure 5A). These results are consistent with the previous idea that heme serves as a secondary messenger of oxygen and plays a major role in mediating oxygen regulation of target genes. Second, Hap1 plays a major role in oxygen regulation. 

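Many of the same genes moved in both genotypes at 6 h: against aerobic *HAP1* cells 69 genes rose and 39 fell in both *HAP1* and *Δhap1* cells, and none moved in opposite directions. Independent lists of these sizes would share 1.8 and 2.1 genes, a figure that leaves the shared aerobic arrays out of account. Pearson's r of the log2 fold changes across genes was 0.91 and their covariance 0.38, against an r of 0.49 and covariance of 0.065 in 20 simulations without any effect, which come from the shared aerobic arrays alone. Within each replicate number the 6 h arrays of both genotypes also shared a hybridization round, which held no aerobic array. The simulations leave that out, so these values cannot separate a shared response from an effect of the round. Set against aerobic *Δhap1* cells, the 6 h *Δhap1* arrays had 122 genes higher and 471 lower (255 and 175 after quantile scaling), of which 46 and 35 were also higher and lower in *HAP1* cells. No gene passed limma's test of the difference between the genotypes in the 6 h change (95 at an unadjusted p under 0.05). The largest values in that test, not past the threshold, included *PLN1*, a lipid droplet protein gene, at 4.09 (SE 1.02, adjusted p = 0.93) and *HMX1* at 2.39 (SE 0.77, adjusted p = 0.93), both chosen after their values were seen. In the fit without 3 arrays 6 genes passed: *PLN1* (4.97), *CYC1*, *HMX1* (2.73) and the NADH dehydrogenase gene *NDE1* (1.95) were above 0, with a fall of the *HAP1* cells not seen to the same size in *Δhap1* cells, and *PAU3* (-3.96) and *ANB1* (-3.32) below 0 (adjusted p = 0.007 for *HMX1* and 0.019 for the others). *CYC1* and *ANB1* had helped to prompt that fit, so their calls in it are not independent evidence. The calls of the other genes there also rest on a choice of arrays made after the data were seen. The test with array weights called 51 genes. Against aerobic *Δhap1* cells the count of 593 fell to 47 without the replicate block, 36 with the hybridization round as the block and 0 without replicate 1 (smallest adjusted p = 0.16), and was 119 without replicate 3. From the larger number of regulators found without Hap1, the paper concludes that Hap1 plays a major role in oxygen regulation.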

In the absence of Hap1, the number of regulators mediating oxygen regulation may be significantly increased both for oxygen-induced genes (Figure 4A) and hypoxically induced genes (Figure 5A).

**Figure 5:**
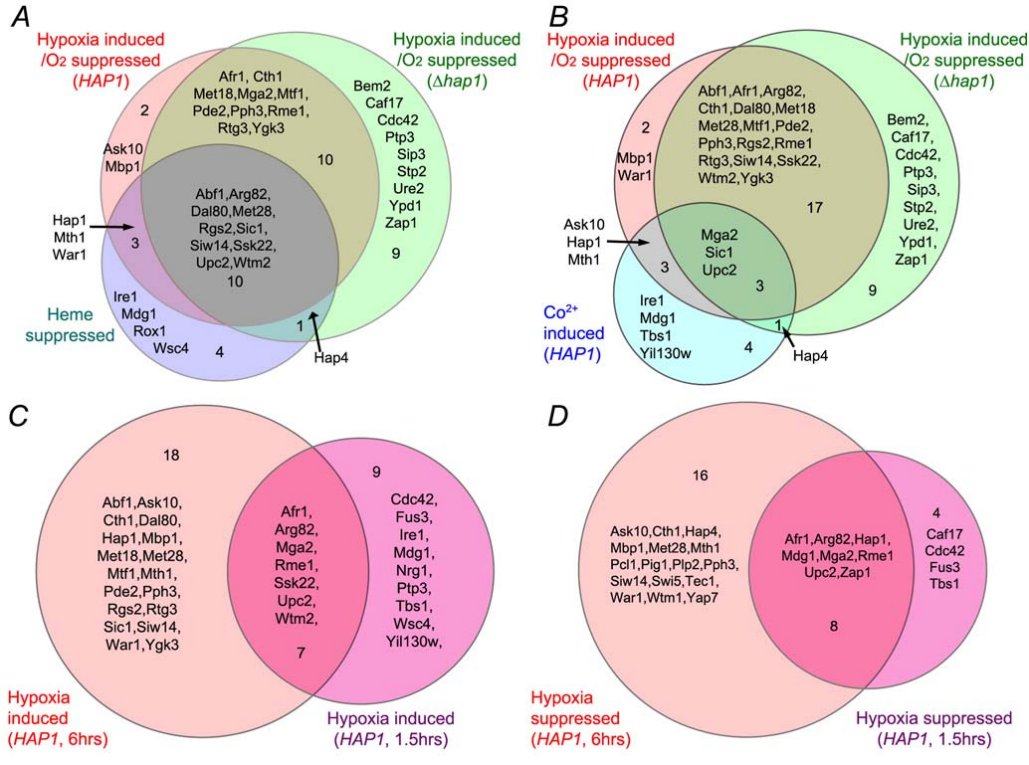
Venn diagrams showing the statistically significant, high ranking regulators mediating the regulation of oxygen-regulated, heme-regulated, and Co^2+^-inducible genes in *HAP1* and *Δhap1* cells. (A) A Venn diagram illustrating the regulators involved in controlling hypoxically induced (oxygen-suppressed) genes in *HAP1* and *Δhap1* cells, and heme-suppressed genes. (B) A Venn diagram illustrating the regulators involved in controlling hypoxically induced (oxygen-suppressed) genes in *HAP1 and Δhap1* cells, and Co^2+^-inducible genes. (C) A Venn diagram illustrating the regulators involved in controlling hypoxically induced (oxygen-suppressed) genes in *HAP1* cells at 1.5 or 6 hours after shifting to anaerobic growth conditions. (D) A Venn diagram illustrating the regulators involved in controlling hypoxically suppressed (oxygen-induced) genes in *HAP1* cells at 1.5 or 6 hours after shifting to anaerobic growth conditions.

Third, relatively few regulators may be involved in mediating the regulation of hypoxically induced and Co^2+^-inducible genes (Figure 5B). These results suggest that the Co^2+^-inducible oxygen regulatory pathway plays only a minor role in mediating oxygen sensing and regulation.

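Cobalt raised *IZH4* in *HAP1* cells by 2.28 on the log2 scale (SE 0.37, adjusted p = 0.036 from limma, n = 3), and 7 genes fell: *YGR035C* (-2.33) and *YKR075C* (-2.23, both adjusted p = 0.036), 4 genes of J-domain chaperones, and *DAL7*, a malate synthase gene (-1.14, adjusted p = 0.039), the last named after its values were seen. The grouping of the 4 chaperone genes was also made after their values were seen and was not tested as a list. The chaperone genes were *APJ1* (-1.96, SE 0.30), *JID1* (-1.95, SE 0.32), *MDJ1* (-1.38, SE 0.24) and *SIS1* (-1.17, SE 0.20). With cobalt *JID1* lay under 95% of the *S. pombe* probe sets on all 3 arrays and *APJ1* on 2, so the falls of these 2 genes have no firm size. *IZH4* also rose at 1.5 and 6 h without oxygen in *HAP1* cells, and 3 of the 7 lowered genes, *YGR035C*, *JID1* and *APJ1*, fell at 6 h (log2 fold changes of -2.09, -1.64 and -1.29). Independent lists would share 0 and 0.1 genes, a figure that leaves the shared aerobic arrays out of account. Across genes the cobalt changes had a Pearson's r of 0.25 with those at 6 h (covariance 0.074) and 0.52 with those at 1.5 h (covariance 0.13), against a simulated 0.49 (covariance 0.065) from the shared aerobic arrays alone. Of the 16 heat shock protein and chaperone genes 1 fell (4 when adjusted over the list alone; median -0.14, camera adjusted p = 0.0074, and adjusted p = 0.76 with an estimated correlation, 0.09 without replicate 1 and 0.11 with the hybridization round as the block). The hypoxic marker *ANB1* had a log2 fold change of 0.54, *DAN1* of 0.84 and *CYC1* of -1.43 with cobalt, none past the threshold. Genes 4-fold from the aerobic array of the same number were 14, 958 and 23 in cobalt replicates 1, 2 and 3. The 958 need not come from the cobalt array. On the first principal component cobalt replicates 1 and 2 lay close together (-30.6 and -28.3), and aerobic *HAP1* replicate 2 had the highest value (67.9). All 8 genes failed the test without replicate 1 (adjusted p = 0.55 for the 7 other than *DAL7*), and with the hybridization round as the block the adjusted p of *APJ1* and *YKR075C* was 0.054 and that of *IZH4* 0.26. With the 3 arrays left out 4 genes fell, *APJ1* (-2.39, adjusted p = 0.0049), *YKR075C* (-2.60, adjusted p = 0.0045), *MDJ1* (-1.61, adjusted p = 0.040) and *MDH2*, a malate dehydrogenase gene (-1.97, adjusted p = 0.0050), and none rose. From the few regulators shared between cobalt-inducible and hypoxically induced genes, the paper proposes that the cobalt-inducible pathway plays a minor role in oxygen sensing.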

MEDUSA identified the regulators that may mediate the regulation of oxygen-regulated genes that were affected at the early stage (1.5 hours) of anaerobic growth (Figure 5C and 5D) in cells bearing the Hap1 expression plasmid (*HAP1*), finding some regulators common to both time points and some specific to early or late stages. 

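In *HAP1* cells without oxygen, 194 genes were higher and 638 lower at 6 h than at 1.5 h at an adjusted p under 0.05 from limma (n = 3; 299 and 227 after quantile scaling, since the median gene lay at -0.23). Of 56 ribosome biogenesis genes 33 were lower at 6 h than at 1.5 h (52 when adjusted over the list alone), among them *EBP2* by -2.42 (SE 0.47, adjusted p = 0.018), *NOP4* by -2.27 and *RRP5* by -2.25 (log2 fold changes), with a median of -1.27 (camera, adjusted p = 3.4e-13, and adjusted p = 0.30 with an estimated correlation). Of 22 general stress response genes 5 were higher at 6 h (11 when adjusted over the list alone), among them the glycogen phosphorylase gene *GPH1* by 2.78 (adjusted p = 0.018), the hexokinase gene *HXK1* by 2.43 and the cell wall protein gene *SPI1* by 2.30, with a median of 1.02 (adjusted p = 2.3e-09, and adjusted p = 0.30 with an estimated correlation). In 15 genes of glycogen and trehalose metabolism 5 were higher (7 when adjusted over the list alone), *GLC3*, the glycogen branching enzyme, by 2.27 (SE 0.57, adjusted p = 0.027) and the glycogen synthase gene *GSY1* by 1.77 (SE 0.40, adjusted p = 0.022), with a median of 0.77 (adjusted p = 1.1e-07, and adjusted p = 0.30 with an estimated correlation). Between the times, 8 of 21 cell cycle genes were lower (13 when adjusted over the list alone; median -0.90, adjusted p = 3.3e-04, and adjusted p = 0.30 with an estimated correlation), among them the cyclin gene *CLB2* by -1.68 and the inhibitory kinase gene *SWE1* by -1.29. *COX5B* and *PAU3* were higher at 6 h than at 1.5 h by 2.60 and 4.49 (adjusted p = 0.018 and 0.02), in 7 of 13 mannoprotein genes (10 when adjusted over the list alone; median 1.79, adjusted p = 1.8e-10, and adjusted p = 0.28 with an estimated correlation), and *CYC1* and *HAP4* were lower, at -3.10 and -2.21 (adjusted p = 0.027 and 0.018).
Relative to aerobic cells at 1.5 h, the median of the ribosome biogenesis genes was 0.52 (adjusted p = 6.2e-04, and adjusted p = 0.65 with an estimated correlation), at 0.64, 1.40 and -0.40 in replicates 1, 2 and 3, and no member passed. The stress response genes had a median of -0.30 (adjusted p = 0.0023, and adjusted p = 0.63 with an estimated correlation), at -0.89, -0.93 and 1.08 in the 3 replicates, and the glycogen and trehalose genes -0.23 (adjusted p = 0.021, and adjusted p = 0.65 with an estimated correlation), with 0 members past the threshold in each. The shift of the ribosome biogenesis genes at 1.5 h did not pass without replicate 2 (adjusted p = 0.95) or with the hybridization round as the block (0.59), and that of the stress response genes without replicate 1 or 2 (0.26 and 0.52) or with the round block (0.59); the glycogen and trehalose shift had 0.55, 0.34 and 0.74. Genes that rose or fell at both times numbered 2 and 0, with an r of 0.16 across genes (simulated 0.49), and in the fit without 3 arrays 29 and 30, with 27 in opposite directions (independent lists would share 7 and 9.4). The count of 832 genes between the times was 168 with the hybridization round as the block, 0 without the replicate block (smallest adjusted p = 0.056, 1166 at an unadjusted p under 0.05), 0 without replicate 1 (0.47) and 0 without replicate 2 (0.088), and 1410 without replicate 3. The paper proposes a switch in the regulatory and expression programs as anaerobic growth went on.

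**Figure D2:**
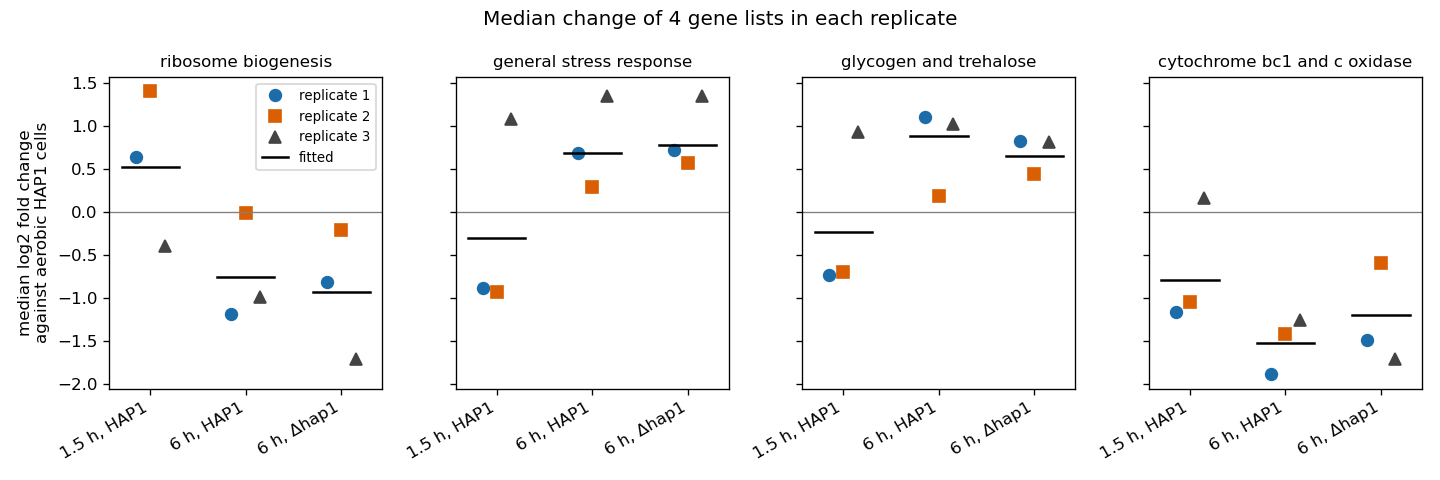
Median log2 fold change against aerobic *HAP1* cells (vertical axis) of the ribosome biogenesis, general stress response, glycogen and trehalose, and cytochrome *bc1* and *c* oxidase lists at 1.5 h and 6 h in *HAP1* cells and 6 h in *Δhap1* cells (horizontal axis); points are the 3 replicates, each against the aerobic *HAP1* array of its number, and black lines the medians of the fitted changes. Ribosome biogenesis lies at 0.52, -0.76 and -0.93, and at 1.5 h its replicate 3 lies at -0.40, on the other side of 0 from replicates 1 and 2.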

The results from analysis of both target genes (Figure S7) and regulators (Figure 5C and 5D and Figure S5) suggest that there was a significant switch in the regulatory and expression programs in the cells as anaerobic condition prolonged.

To display the statistical importance of various regulators in the global oxygen and heme regulatory network, we summarized our results by using a global regulatory map (Figure 6). Figure 6 illustrates the significance of the regulators for predicting the up or down regulation of target genes under the tested six different experimental conditions, ranked by margin score. Several previously characterized regulators that are known to be important for oxygen and/or heme regulation, including Upc2, Rox1, Mga2, Hap4, and Hap1 [2], [27], [31]–[34], [46]–[51], ranked highly in this global regulatory map. Among the most significant regulators, six were previously known to be important for hypoxia response or oxygen regulation (Figure 6). Seven regulators known to be involved in cell cycle were identified by MEDUSA in this network. Intriguingly, six regulators known to be involved in pheromone response were identified (Figure 6). Likewise, several regulators known to regulate osmotic, salt and pseudohyphal growth were also identified. These results suggest that oxygen and heme regulation may share many regulators with pheromone and other signaling pathways. However, the regulators that are involved in general stress responses, such as Msn2, Msn4, and Hsf1 [52]–[55], were not identified by MEDUSA as significant regulators.

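Genes of the general stress regulators measured here did not pass limma's test in any of the 6 comparisons (n = 3 arrays per condition). *MSN2* had a log2 fold change of -0.11 at 6 h in *HAP1* cells (adjusted p = 0.86), *MSN4* of 0.74 at 1.5 h (SE 0.26, adjusted p = 0.27), *HSF1* of 0.06 at 6 h (SE 0.33, adjusted p = 0.94), *YAP1* of 0.73 at 1.5 h (SE 0.3, adjusted p = 0.28) and *USV1* of -0.01 at 6 h. None of these 5 genes passed when adjusted over the list alone. Their median was 0.53 at 1.5 h, 0.06 at 6 h in *HAP1* cells, 0.34 at 6 h in *Δhap1* cells and 0.10 under heme deficiency (camera, adjusted p = 0.11, 0.42, 0.21 and 0.37).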

**Figure 6:**
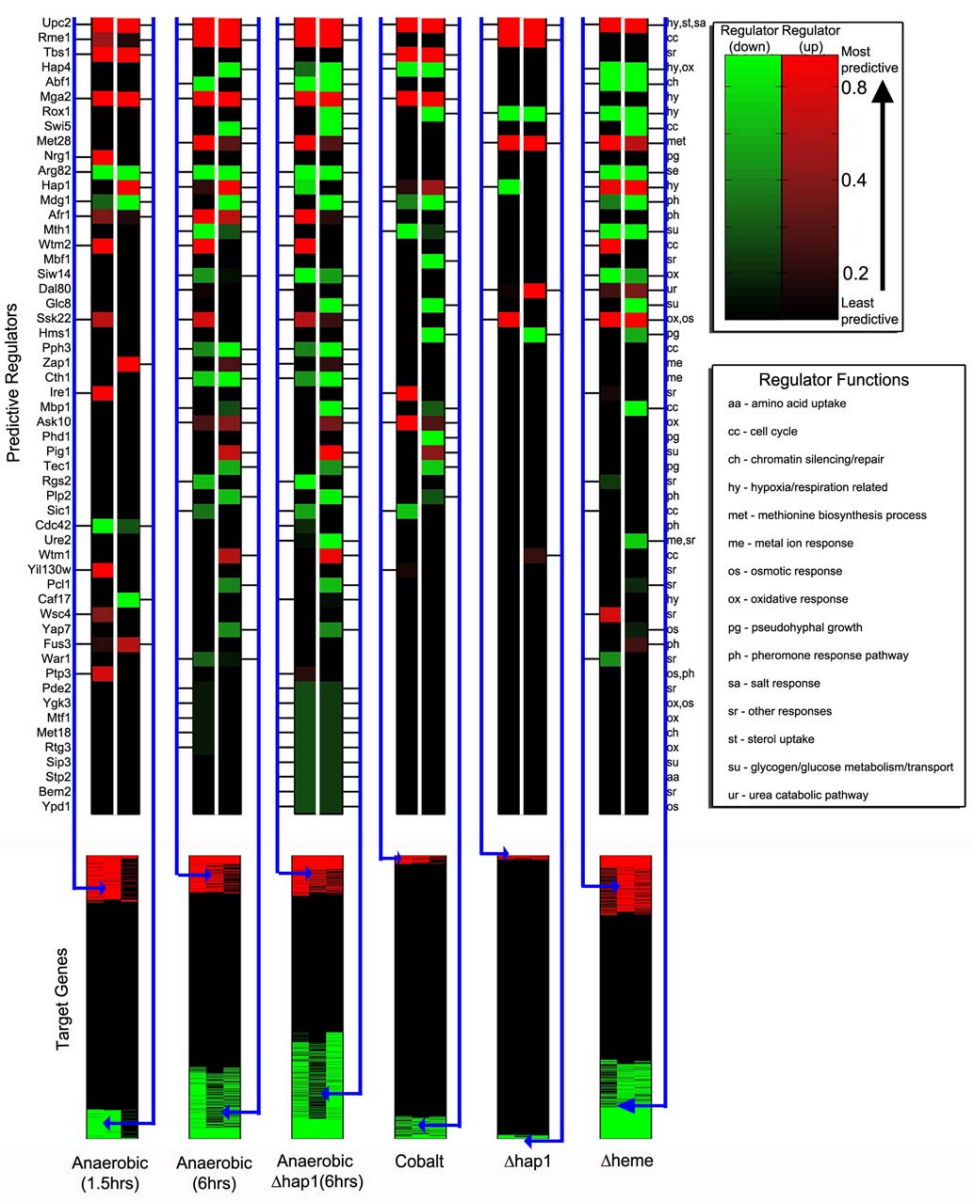
A global read-out of the oxygen regulatory network learned by MEDUSA. By applying margin-based scoring to the full list of potential regulators for the up- and downregulated target genes in each experimental condition, we identified 54 predictive regulators in the oxygen regulatory network. For each condition, we show the state of the regulator in red (upregulated) or green (downregulated), where the brightness of the color indicates the significance of its contribution to up or down predictions for the targets, based on normalized margin score. Significance of the regulators to the up-regulated targets is shown in the left half of the column, while contribution to the down-regulated targets is shown in the right half. Some regulators contribute significantly to the prediction of both up- and down-regulated targets within a condition due to indirect regulation (e.g., a transcriptional activator that controls a repressor), combinatorial effects, and promoter sequence information. Regulators are ranked from top to bottom in order of overall predictive significance across experiments, computed by taking the larger of the normalized margin scores for up and down targets in each experiment and then averaging across experiments. The functional category for each regulator is indicated by an annotation given at the right of the figure and explained in the legend.

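Among the paper's 54 regulators, all of which were measured on both array types, 2 rose and 2 fell at 6 h in *HAP1* cells at an adjusted p under 0.05 from limma (8 and 9 when adjusted over the list alone, n = 3). *UPC2*, a regulator of sterol genes, rose by 2.69 in *HAP1* cells (adjusted p = 0.023) and by 2.86 in *Δhap1* cells (adjusted p = 0.0072), and *PPH3*, a protein phosphatase gene, fell by 1.54 in *HAP1* cells (SE 0.35, adjusted p = 0.037) on the log2 scale. In *Δhap1* cells at 6 h 5 rose and 9 fell (7 and 16 when adjusted over the list alone), the deleted gene *HAP1* being 1 of the 9 (-3.84, and 0.11 against aerobic *Δhap1* cells). *HAP1* lay under the background on all 3 of these 6 h arrays, so its fall has no firm size. From aerobic *Δhap1* cells 2 rose and 8 fell (2 and 13 when adjusted over the list alone), and *MGA2* did not pass (0.71, adjusted p = 0.21). One regulator, *MGA2*, passed at 1.5 h (6 when adjusted over the list alone), none with cobalt (1 higher and 2 lower when adjusted over the list alone) and 1 under heme deficiency, *HAP4*, which fell (3 higher and 7 lower when adjusted over the list alone). Because the study chose these regulators on the same samples, the counts adjusted over the list alone are not independent evidence. The regulators had a median of 0.29 at 1.5 h (camera, adjusted p = 0.024, and adjusted p = 0.62 with an estimated correlation, 0.12 without replicate 1 and 0.052 without replicate 3), -0.19 and -0.44 at 6 h in *HAP1* and *Δhap1* cells (adjusted p = 0.81 and 0.21) and -0.29 under heme deficiency (adjusted p = 0.072). At 6 h in *HAP1* cells *UPC2* had an adjusted p of 0.87 without replicate 1, 0.16 without replicate 2 and 0.33 with the hybridization round as the block.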

Figure 6 includes a total of 54 regulators identified by margin score for up/down regulated gene sets. We quantified the statistical significance of these regulators by computing an empirical null distribution for the margin score and then estimating *p*-values for each regulator/gene set (see Figure S10 and Figure S11 for details). We then used a Benjamini-Hochberg procedure [56] to estimate the false discovery rate (FDR) associated with various *p*-value thresholds (Figure S12). We find that if we set the *p*-value threshold so that all 54 regulators satisfy the significance threshold for at least one gene set, then our estimated FDR is less than .04.

### Experimental Data Measuring the OLE1 Promoter Activity Confirms Novel MEDUSA Regulators

To experimentally test specific regulators identified by using MEDUSA, we examined the *OLE1* promoter, because this promoter has been well characterized previously [31],[39],[57]. The full-length *OLE1* promoter-*lacZ* reporter activity is strongly induced by hypoxia [39]. By applying margin-based scoring to a set of previously identified *OLE1*-like genes [31],[39],[57], we extracted significant *OLE1*-specific motifs and regulators under hypoxia. Among the significant motifs, we found LORE (low oxygen response element), which has been experimentally determined [39] and is known to be the Mga2 binding site [31], as well as the binding sites for Hap1 and Aft1/2, which are also known to bind *OLE1* [58].

We then used margin-based scoring for regulators to identify Mdg1, Met28, Upc2, Pig1 and Rme1 as potential regulators for the *OLE1* promoter. Only Upc2 was previously known to be involved in oxygen regulation. The expression of all these regulators but Mdg1 was upregulated by hypoxia. 

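Of the 5 regulators, *UPC2* rose at 6 h in both genotypes; at 1.5 h its log2 fold change was 1.76 (SE 0.5, adjusted p = 0.25 from limma, n = 3) and under heme deficiency 1.10 (SE 0.24, adjusted p = 0.077; 0.037 with the replicate number as a block). *RME1*, a repressor of meiosis, had a log2 fold change of 1.63 at 6 h in *HAP1* cells (SE 0.47, adjusted p = 0.092) and 1.34 in *Δhap1* cells (adjusted p = 0.097), and was higher at 6 h than at 1.5 h by 1.69 (adjusted p = 0.033; 0.48 without replicate 1 and 0.18 without replicate 2). *MET28*, a regulator of sulfur metabolism, had 0.63 in *HAP1* cells (SE 0.44, adjusted p = 0.49) and 0.47 in *Δhap1* cells (adjusted p = 0.54). *PIG1*, which encodes a subunit of a glycogen-related phosphatase, had 0.31 in both genotypes (SE 0.27, adjusted p = 0.6 and 0.51). *MDG1* had -2.74 in *HAP1* cells (SE 0.7, adjusted p = 0.062) and fell by 2.51 in *Δhap1* cells (adjusted p = 0.048; 0.29 without replicate 1, 0.16 without replicate 2 and 0.066 against aerobic *Δhap1* cells); with cobalt it had -2.25 (adjusted p = 0.44). In the fit without 3 arrays *RME1* rose by 1.79 (adjusted p = 0.011) and *MDG1* fell by 3.95 (adjusted p = 3.2e-04) at 6 h in *HAP1* cells.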

Note that the MEDUSA model does not assert that these regulators directly bind the *OLE1* promoter but does predict that they regulate *OLE1* expression, perhaps through indirect interactions. Conceptually, the margin score for a regulator is similar to “knocking out” the regulator from the regulatory program and computing whether the effect is predicted to be significant for specific targets and conditions (see Methods). This connection suggests a direct approach for validation of these regulators using the corresponding deletion mutants. Namely, to determine the effects of these regulators on the *OLE1* promoter-*lacZ* reporter activity, we measured β-galactosidase activities in wild type and mutant cells with one of the regulator genes deleted (Figure 7). Except for *Δmdg1* cells, the reporter activity in the hypoxic mutant cells were all reduced, compared to that in wild type cells (Figure 7). Because hypoxia suppressed Mdg1 expression, indicating its negative role in *OLE1* induction, it is conceivable that its deletion would not affect the reporter activity in hypoxic cells. In contrast, because hypoxia induced the expression of other regulators, indicating their positive role in *OLE1* induction, their deletion would cause the reporter activity to decrease in hypoxic cells. Deletion of *MET28*, *UPC2*, and *PIG1* also significantly reduced the fold induction of the *OLE1* reporter activity by hypoxia (Figure 7). These experimental results strongly support the power of the MEDUSA analysis to predict regulators for specific targets.

**Figure 7:**
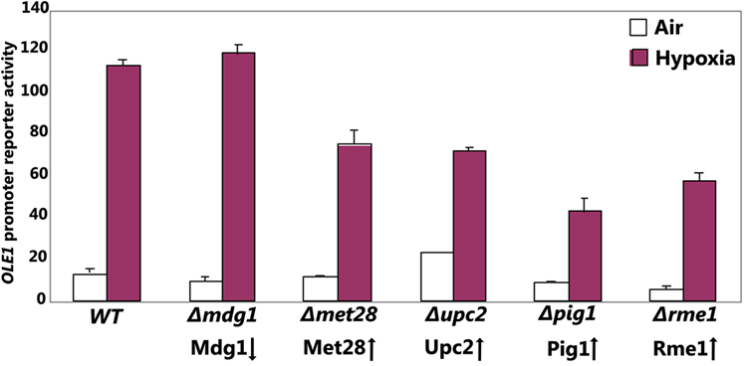
Experimental confirmation of the oxygen regulators identified by MEDUSA. MEDUSA identified Mdg1, Met28, Upc2, Pig1 and Rme1 as specific regulators of the hypoxia-inducible *OLE1* gene. To detect the effects of these regulators on the *OLE1* gene, the full-length *OLE1* promoter*-lacZ* reporter [39] was transformed into the wild type or mutant cells with one of the indicated genes deleted. β-galactosidase activities were measured in cells grown in air or in hypoxic chamber. Data plotted here are averages from at least three independent transformants. The arrows indicate the effects of hypoxia on the expression levels of Mdg1, Met28, Upc2, Pig1 and Rme1. That is, Mdg1 was downregulated whereas the rest were upregulated in hypoxic cells.

### MEDUSA Reveals More Detailed Regulatory Information Than Standard Computational Analysis

We further analyzed whether MEDUSA could correctly extract regulatory information about a known functional regulon, and we compared the results of MEDUSA analysis with AlignACE [59],[60], a standard motif algorithm. We then did a global comparison of transcription factor binding motifs attributed by MEDUSA and AlignACE to the 16 expression signatures in our dataset.

The functional regulon we examined was signature 16, one of the smaller expression patterns consisting of a set of 34 *HAP1*-dependent genes that are strongly suppressed in all conditions including the *Δhap1* experiment. These genes (such as the *COX* and *QCR* genes) are involved in aerobic respiratory processes (1e-14), electron transport (4.37e-14) and heme-dependent oxidoreducatase activity (5.77e-14). Starting with the global MEDUSA regulatory program, we extracted all sequence motifs and regulators with positive margin score for this set of genes and further ranked them based on the number of target genes they were predicted to regulate.

We first considered transcription factors that were high ranking by both regulator and motif criteria. Namely, they were high scoring regulators based on their mRNA expression states and their binding site motifs were discovered by MEDUSA and ranked as significant and frequent for the 34 genes in the signature. This set of transcriptional regulators consisted of Hap1, Mot3, Ace2, Mac1, Msn2, Ste12, Gcn4, Pho4 and Hap2/3/4. MEDUSA also ranks the Hap1 and Hap4 ChIP-chip occupancy profiles as highly significant features for these genes. By examining the literature, we found support for many of these transcription factors regulating at least several of the target genes in this set. For example, *CYC1*, *CYC7* and *CYT1* are known to be directly regulated by Hap1 [61]. Hap2/3/4 is known to directly affect expression of *COX4*, *COX5*, *COX6*, *CYC1* and *CYT1* [61]. Mot3 is known to directly regulate *CYC1* expression [62]. *FRE1* and *CTR3* are known to be regulated by Mac1 [61],[63]. 

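*FRE1*, a surface metalloreductase gene, fell at 6 h in *HAP1* cells (log2 fold change -1.96, SE 0.45, adjusted p = 0.04 from limma, n = 3), at 6 h in *Δhap1* cells (-2.25, adjusted p = 0.013, and -1.20, adjusted p = 0.097, against aerobic *Δhap1* cells) and under heme deficiency (-1.50, SE 0.22, adjusted p = 0.018). *CTR3*, a copper transporter gene, fell by 2.24 under heme deficiency (SE 0.28, adjusted p = 0.0087), from 7.95 ± 0.29 to 5.71 ± 0.54 (SD), and had log2 fold changes of -1.81 at 1.5 h (SE 0.76, adjusted p = 0.28) and -0.98 at 6 h in *HAP1* cells (adjusted p = 0.55). *MOT3*, which encodes a repressor, had 0.73 at 1.5 h (adjusted p = 0.33) and was lower at 6 h than at 1.5 h, at -1.19 (adjusted p = 0.038). Of 4 copper uptake genes 2 fell under heme deficiency, also when adjusted over the list alone, with a median of -0.87 (camera, adjusted p = 0.032, and adjusted p = 0.67 with an estimated correlation and 0.31 with the hybridization round as the block). At 6 h 1 fell in *HAP1* cells (2 when adjusted over the list alone; median -0.85, adjusted p = 0.048, and adjusted p = 0.27 with an estimated correlation, 0.092, 0.053 and 0.084 without replicates 1, 2 and 3), and 1 in *Δhap1* cells (2 when adjusted over the list alone; median -0.54, adjusted p = 0.26). With no member past the threshold over all genes, the median was -1.03 at 1.5 h (1 lower when adjusted over the list alone, adjusted p = 6.4e-04, and adjusted p = 0.12 with an estimated correlation), -0.74 with cobalt (1 lower when adjusted over the list alone, adjusted p = 0.028, and adjusted p = 0.67 with an estimated correlation, and 0.3 and 0.17 without replicates 1 and 3) and -0.38 in aerobic *Δhap1* cells (adjusted p = 0.0049, and adjusted p = 0.16 with an estimated correlation, and 0.064 and 0.17 without replicates 1 and 3). At 6 h in *HAP1* cells *FRE1* had an adjusted p of 0.96 without replicate 1, 0.11 without replicate 2 and 0.37 with the hybridization round as the block, and under heme deficiency 0.08 without heme-sufficient replicate 3, where *CTR3* had 0.065.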

Upc2 and Mga2 are also important hypoxia regulators, and MEDUSA identified their binding sites as high scoring motifs for smaller subsets of genes within the signature. MEDUSA also identifies Abf1 as a significant regulator through its mRNA expression, but the sequence motif corresponding to the Abf1 binding site and the Abf1 ChIP-chip data have low margin scores. Some of the *COX* genes are known to be regulated by Abf1 in other conditions [61], and the Abf1 binding site is present in several of the genes. In this case, our MEDUSA analysis suggests mixed evidence for Abf1 as a transcriptional regulator of the regulon, and it is possible that under hypoxia other regulators dominate.

As a comparison, we also used AlignACE to find overrepresented sequence motifs in the promoter regions of this gene set. Since the signature is small and represents a true functional regulon, it provides an ideal case for traditional motif discovery algorithms. Using the motif discovery program in the most permissive way (that is, without enforcing any significance threshold on the motifs), AlignACE was only able to find significant hits for the binding sites of Cha4, Hap1, Ace2 and Gcn4. For Hap2/3/4, the MAP score (3.4) had very low statistical significance, even though the motif is very abundant in this gene set (46.1%) and is known to regulate most of these genes [61]. Also, AlignACE was not able to identify more subtle context-specific regulators such as Mot3, Mac1, and Mga2, which are known to regulate these genes.

Figure 8 shows a comprehensive comparison of MEDUSA to AlignACE motif discovery results across all 16 signatures. We used AlignACE with default settings on 1000 base pair promoter sequences of genes belonging to each signature and used AlignACE's maximum a posteriori (MAP) scores to rank their statistical significance. We also defined the abundance score for each motif as the fraction of promoters that were found to have the motif. Similarly, we used margin scoring to identify significant MEDUSA motifs for each of the signatures, reporting only those motifs with a positive margin score. For MEDUSA, we defined the abundance score for a motif as the fraction of promoters in the signature set that were found to have the motif based on the tree structure of the learned model. In order to compare the two methods, we report in Figure 8 only those motifs that matched known transcription factor binding sites PSSMs in TRANSFAC, SCPD or YPD (using Kullback-Leibler divergence to compare motifs [8]) or matched consensus sequences found by MacIsaac et al. [64]. (A separate comparison of MEDUSA motifs to MacIsaac et al. motifs alone appears in Figure S9.) If multiple motifs were found to be strong matches to the same known binding site, we reported the one with the highest statistical score. In total, we matched 111 motifs found by either or both methods to known binding sites, and we sorted these motifs into 3 categories based on the difference between the cumulative margin score and cumulative MAP score across all the signatures. The first set consists of 67 motifs identified by MEDUSA but not by AlignACE; the second set consists of 22 motifs that are identified by both MEDUSA and AlignACE; and the third set consists of 22 motifs that are identified by AlignACE but not MEDUSA. In Figure 8, the motifs highlighted in red are binding sites of transcription factors known to play a key role in hypoxia-related conditions. MEDUSA is able to identify a number important hypoxia-related transcription factor binding sites, including Hap1 (CGGnnTAnCGG), Hap2/3/4 (CCAAT), Mga2 (ACTCAACAA), Upc2/Ecm22 (TCGTATA), Ace2 (TGCTGGT), Mot3 (TTGCCT), Mac1 (TGCGCAAA), Aft2 (RVACCCTD), Msn2/4 (AAGGGGc), Rox1 (AAAGACAAAAAA) and Abf1 (RTCRnnnnnACG). Among these, AlignACE is able to identify Rox1, Msn4 and Abf1, and it finds the Hap1 and Hap2/3/4 binding sites only for a single signature (signature 16). Moreover, none of the motifs exclusively identified by AlignACE are known to have any role in the hypoxia-related conditions. In particular, the top scoring AlignACE motif is a low complexity motif (AAAAAAAA) that matches the Azf1 binding site. These results show that MEDUSA outperforms AlignACE in finding relevant sequence motifs for our dataset.

**Figure 8:**
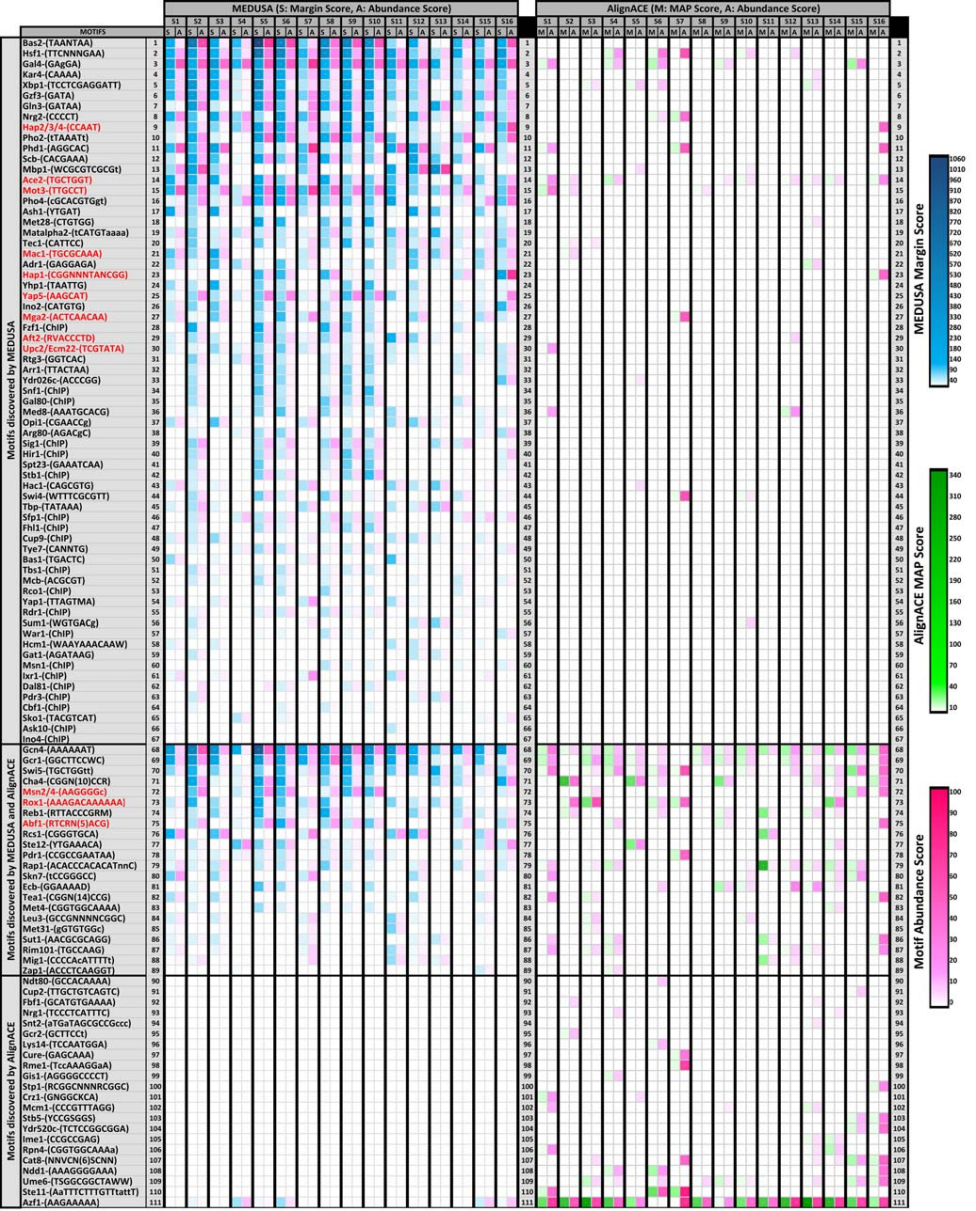
Comparison of significance and abundance of motifs learned by MEDUSA and AlignACE for the 16 expression signatures identified in the dataset. Each row in the table represents a motif found by MEDUSA only (top section), by both MEDUSA and AlignACE (middle section), or by AlignACE only (bottom section). The first column describes the motif by the name of the corresponding transcription factor followed by the consensus motif sequence. Some transcription factor names are followed by ‘ChIP’, indicating that these are significant ChIP-chip occupancy features identified by MEDUSA. Motif descriptions highlighted in red indicate transcription factors that are specifically known to have an important function in hypoxia. The remainder of the table shows MEDUSA (left section) and AlignACE (right section) results for each signature (S1 to S16), represented by a pair of columns scoring motifs by statistical significance (left column in each pair) and abundance within the set of genes making up the signature (right column in each pair). For statistical significance scores, columns labeled ‘S’ represent the margin scores (in shades of blue) assigned by MEDUSA, and columns labeled ‘M’ represent the maximum a posteriori (MAP) scores (in shades of green) assigned by AlignACE. In both cases, dark shades indicate higher statistical significance. The columns labeled ‘A’ show the percentage abundance scores of the motifs in each of the signatures. For AlignACE, the abundance score of a motif simply reflects the ratio of the number of genes in each cluster whose promoters contain the motif, to the cluster size. For MEDUSA, it refers to the ratio of the number of genes in each cluster for which the motif contributes positively to the margin score, to the size of the cluster. A motif could be present in the promoter of a gene but not identified as significant by MEDUSA. In such cases, the motif does not contribute to the MEDUSA abundance score. Dark shades of pink indicate strong abundance scores.

## Discussion

In this study, we applied a novel machine learning algorithm to learn regulatory programs underlying oxygen regulation and heme regulation. This algorithm uses experimental data, including microarray gene expression data, promoter sequence, and ChIP-chip data, without introducing prior assumptions such as presuming a cluster structure in gene expression data. The results from our analysis show that the MEDUSA algorithm can provide important, unbiased information about global regulatory programs. MEDUSA identifies many DNA sequence motifs important for oxygen and heme regulation (Figure 8). Further, experimental data from measuring *OLE1* promoter activity confirms the specific predictions made by MEDUSA (Figure 7).

Finally, a comprehensive comparison with a traditional “cluster-first” motif discovery approach demonstrated that MEDUSA is more successful at identifying binding site motifs relevant to oxygen regulation (Figure 8).

MEDUSA identifies many regulators previously known to be involved in this system. For example, MEDUSA identifies Upc2, Mga2, and Hap1 [2],[32],[33],[37],[46],[48],[65] as important regulators in oxygen regulation (Figure 5). Further, MEDUSA predicts many new regulators of oxygen and heme regulation, such as Pph3, Bem2, and Pcl1. In support of the regulatory network identified by MEDUSA, several identified regulators are known to interact with each other. For example, Mbp1 and Ure2 are known to coexist in one complex, and the MAP kinase kinase kinase Ssk22 acts upstream of Mbp1. Pph3 and Bem2 are known to coexist in one complex, and both likely mediate the regulation of both hypoxically induced genes and oxygen-induced genes in *Δhap1* cells (Figures 4A, 5A, and 6). Wtm1 and Afr1, which are known to coexist in one complex, act in concert to promote oxygen regulation in wild type *HAP1* cells (Figures 4A and 6). Likewise, Ire1, which acts upstream of Rgs2, may act with Rgs2 to mediate the regulation of heme-suppressed genes (Figures 5A and 6).

The purpose of achieving high prediction accuracy on the test data is to confirm that the identified regulators are statistically important predictors for the regulation of target genes. The number of significant regulators identified by MEDUSA is much smaller than the number of regulators whose expression is changed in a specific experiment. For example, in cells bearing the Hap1 expression plasmid (*HAP1*), we identified 18 significant regulators that may mediate the regulation of the oxygen-induced genes (Figure 4A), out of 98 regulators whose mRNA levels were significantly altered in the experiment. This dramatic filtering is achieved by three aspects of our computational approach. First, we require that regulators control their putative targets through shared motifs in the promoter sequences. Second, we train on examples from multiple experimental conditions. If a regulator cannot be associated with a binding site motif through which it contributes to target gene regulation in a consistent way across multiple conditions, it will not be selected by the algorithm. Finally, we use a novel margin-based score to identify the most significant regulators for specific conditional and gene sets. This filtering represents an important improvement over simply correlating expression levels of regulators with those of target genes.

It is important to note that the MEDUSA analysis did not identify the regulators that mediate stress responses, such as Msn2, Msn4, Tpk1, Usv1, Yap1, and Hsf1 [22], [52]–[55],[66],[67], although motifs for some of these regulators are identified in the promoters of target genes. In some aspects, anaerobic and heme-deficient conditions exhibit certain characteristics of stress responses. As such, certain genes induced by stress, such as genes involved in ribosome synthesis, were induced by anaerobic and heme-deficient conditions (see Figure S8). However, the regulatory network mediating oxygen and heme regulation is clearly different from the general stress response network. 

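Of 56 ribosome biogenesis genes, 2 fell after 6 h without oxygen in *HAP1* cells at an adjusted p under 0.05 from limma (12 when adjusted over the list alone) and 11 in *Δhap1* cells (26 when adjusted over the list alone, n = 3), and none rose. *NOP16* fell in *HAP1* cells (log2 fold change -1.95, SE 0.44, adjusted p = 0.037) and *Δhap1* cells (-2.68, adjusted p = 0.0058), and *ENP2*, *EBP2* and *NOP7* fell in *Δhap1* cells (-2.05, -1.81 and -1.75, adjusted p = 0.021, 0.035 and 0.025). The biogenesis genes had a median of -0.76 in *HAP1* cells (camera, adjusted p = 1.7e-10, and adjusted p = 0.33 with an estimated correlation), at -1.19, -0.01 and -0.99 in the 3 replicates, and -0.93 in *Δhap1* cells (adjusted p = 8.0e-11, and adjusted p = 0.33 with an estimated correlation). Under heme deficiency no member passed and the median was -0.32 (adjusted p = 2.2e-04, and adjusted p = 0.67 with an estimated correlation), with 17 lower when the hybridization round was the block. With cobalt the median was 0.34 (adjusted p = 0.0074, and adjusted p = 0.84 with an estimated correlation), at -0.13, 1.15 and 0.01 in the 3 replicates. That shift did not pass without replicate 2 (adjusted p = 0.19) or replicate 3 (0.083), and it took the other direction with the hybridization round as the block (0.026). Of 22 targets of the general stress regulators Msn2 and Msn4, 1 rose at 6 h in *HAP1* cells, *GPH1* by 2.50 (SE 0.54, adjusted p = 0.034; 6 when adjusted over the list alone; median 0.68, adjusted p = 3.0e-06, and adjusted p = 0.33 with an estimated correlation). In *Δhap1* cells 5 rose, among them *TFS1* by 2.21 (SE 0.48, adjusted p = 0.019) and *SPI1* by 1.68 (SE 0.42, adjusted p = 0.032; 7 when adjusted over the list alone; median 0.77, adjusted p = 1.7e-08, and adjusted p = 0.27 with an estimated correlation). Under heme deficiency 1 fell, the catalase gene *CTT1* by 1.88 (SE 0.18, adjusted p = 0.0034), with 1 higher and 1 lower when adjusted over the list alone, and the median was -0.05 (adjusted p = 0.88); with cobalt it was -0.49 (adjusted p = 0.002, and adjusted p = 0.78 with an estimated correlation, and 1 with the hybridization round as the block). At 6 h in *HAP1* cells *NOP16* and *GPH1* had an adjusted p of 0.87 and 0.87 without replicate 1, 0.14 and 0.11 without replicate 2, and 0.13 and 0.18 with the hybridization round as the block; in *Δhap1* cells *NOP7* had 0.25 without replicate 3.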

The most significant regulators in the oxygen and heme regulatory network are not those involved in general stress responses. Interestingly, however, this oxygen and heme regulatory network shares many regulators with other signaling pathways, such as pheromone signaling and osmotic responses.

Our analyses suggest a remarkable flexibility of the oxygen and heme regulatory network. For example, in the absence of Hap1, certain new regulators, such as Glc8 and Mbp1 and Ure2, along with some of the regulators acting in wild type *HAP1* cells, appear to be recruited to mediate oxygen regulation to substitute Hap1 (Figure 6). Another feature of the oxygen and heme regulation network is its complexity. Although several previously known oxygen and heme regulators, including Hap1 and Mga2 [32],[46], are confirmed to be important in oxygen and heme regulation by our analysis, many other regulators appear to play important roles in global oxygen and heme regulation. Through biochemical validation of the predicted regulators for the *OLE1* promoter, we have taken the first step in confirming the novel components of the oxygen regulatory network as predicted by MEDUSA. While much experimental work remains to be done, we are encouraged by MEDUSA's success in generating condition- and target-specific hypotheses that we were able to validate experimentally.

MEDUSA's “cluster-free” approach has the advantage that it can still be effective for small expression datasets, where clustering may only generate large and functionally heterogeneous gene sets. Moreover, clustering and most “module” learning approaches rely on the static assignment of genes to clusters across all experiments in a dataset, which may oversimplify coregulation relationships between genes. MEDUSA models condition-specific regulation in a more flexible way that avoids the cluster assumption. However, methods that produce sets of clusters or modules are more familiar and easier to visualize than MEDUSA's gene regulatory programs, and MEDUSA analysis requires an interpretation step to reveal detailed information for specific conditions or sets of genes. In the present work, we used margin scoring to extract significant regulators for the set of induced/suppressed target genes in each condition and significant motifs associated with genes belonging to expression signatures. This analysis gave a convenient summarization of our results, but more general kinds of statistical post-processing are possible and could be more informative. MEDUSA is well suited to a perturbation dataset, where the set of regulators exhibit diverse expression signatures across conditions. In a dataset where many of the regulators are highly correlated, such as in a short time series, there may not be enough information in the discretized regulator expression profiles for MEDUSA to resolve condition-specific regulators. More generally, MEDUSA incurs some loss of information by discretizing gene expression data prior to training. Extending MEDUSA to handle real-valued regulator and target gene expression levels, for example through a regression formulation, might address this limitation, but it could also introduce too much noise and lead to over-fitting. Further investigation is needed to determine whether such extensions to the MEDUSA algorithm will lead to greater biological insight.

## Methods

### Yeast Cell Growth and Treatment

Yeast strains used were L51 (MATa, *ura3-52*, *leu2-3*, *112*, *his4-519*, *ade1-100*, *trp1::HisG*, *hap1::LEU2*) and MHY100 (MATa, *ura3-52*, *leu2-3*, *112*, *his4-519*, *ade1-100*, *hem1-Δ100*) [68]. L51 was used for studies of oxygen regulation, and MHY100 was used for studies of heme regulation. To avoid variations from the differences accumulated after many generations of growth of strains, we transformed the L51 strain with the *HAP1* gene deleted for studies of Hap1 function. Hap1 protein was expressed in L51 cells by transforming an ARS-CEN plasmid bearing the complete *HAP1* genomic sequence [69]. For comparison with cells without Hap1 expressed, an empty vector was transformed into L51 cells. The use of Hap1 expression plasmid generated much more reproducible results than the use of different strains. Yeast cells with or without Hap1 expressed grew at similar rates under both anaerobic and aerobic conditions.

We chose to use a low oxygen level (∼10 ppb) in this study, in order to identify oxygen-regulated genes. Previous studies have shown that most, if not all, oxygen-regulated genes are affected at low concentrations, but some genes are not affected at higher oxygen levels (for example, >1 ppm) [26],[45]. Anaerobic (∼10 ppb O2, measured by using an oxygen monitor and confirmed by CHEMetrics oxygen kits) growth condition was created by using an anaerobic chamber (Coy Laboratory, Inc.) and by filling the chamber with a mixture of 5% H_2_ and 95% N_2_ in the presence of palladium catalyst [45]. The oxygen level in the chamber was monitored by using the Model 10 gas analyzer (COY laboratory Inc). H_2_ was filled to keep the measured oxygen level at zero. The precise level of oxygen was further measured by using rhodazine kit (K-7511) with MDL at 1 ppb, and a range of 0–20 ppb (http://www.envco.info/prod.php?product_id=469). L51 cells bearing the Hap1 expression or empty vector were grown under normoxic or anaerobic conditions for 1.5 or 6 hours. The UAS1/*CYC1-lacZ* reporter plasmid [70] was transformed into yeast cells to confirm the expression of Hap1 and the oxygen levels. Cells were grown in yeast synthetic complete media. Co^2+^-induced cells were grown in the presence of 400 µM cobalt chloride for 6 hours, as described previously [31],[32]. MHY100 cells were grown in medium containing 2.5 µg/ml (heme-deficient) or 250 µg/ml (heme-sufficient) 5-aminolevulinic acid [68]. For RNA preparations, yeast cells were inoculated so that the optical density of yeast cells was in the range of 0.8–1.0 immediately before the collection of cells.

### RNA Preparation and Microarray Gene Expression Profiling

RNA was extracted from yeast cells exactly as previously described [71]. RNA samples were prepared from 8 different experimental conditions: (1) L51 yeast cells bearing the Hap1 expression plasmid maintained under aerobic conditions, (2) L51 yeast cells bearing the empty expression plasmid maintained under aerobic conditions, (3) L51 yeast cells bearing the Hap1 expression plasmid maintained under anaerobic conditions for 1.5 hours, (4) L51 yeast cells bearing the Hap1 expression plasmid maintained under anaerobic conditions for 6 hours, (5) L51 yeast cells bearing the empty expression plasmid maintained under anaerobic conditions for 6 hours, (6) L51 yeast cells bearing the Hap1 expression plasmid in the presence of 400 µM cobalt chloride for 6 hours, (7) MHY100 cells grown in medium containing 250 µg/ml (heme-sufficient) 5-aminolevulinic acid, and (8) MHY100 cells grown in medium containing 2.5 µg/ml (heme-deficient) 5-aminolevulinic acid. For each condition, three replicates were generated by preparing RNA samples from three batches of independently grown cells. Microarray expression analyses were performed by using three batches of replicate RNA samples. The quality of RNA was high as assessed by measuring absorbance at 260 and 280 nm, by gel electrophoresis, and by the quality of microarray data (see below).

The synthesis of cDNA and biotin-labeled cRNA were carried out exactly as described in the Affymetrix GeneChip Expression Analysis Technical Manual (2000). The yeast Saccharomyces cerevisiae genome 2.0 arrays were purchased from Affymetrix, Inc. Probe hybridization and data collection were carried out by the Columbia University Affymetrix GeneChip processing center. Specifically, the Affymetrix GeneChip Hybridization Oven 640 and the next generation GeneChip Fluidics Station 450 were used for hybridization and chip processing. Chip scanning was performed by using the GeneChip scanner 3000. Initial data acquisition analysis was performed by using the Affymetrix Microarray suite. By using GCOS1.2 with the advanced PLIER (probe logarithmic intensity error) algorithm, we calculated and examined the parameters reflecting the image quality of the arrays. Arrays with a high background level in any region were discarded and replaced. The average noise or background level was limited to less than 5%. The average intensity for those genes judged to be present was at least 10-fold higher than those judged to be absent. Also, arrays that deviated considerably in the percentage of present and absent genes from the majority of the arrays were replaced. Arrays with a β-actin 3′/5′ ratio greater than 2 were replaced.

### Normalization of Microarray Data

For each microarray, we converted the .DAT image files into .CEL files using the Affymetrix GCOS software. These raw .CEL files were further processed into expression values using the RMA express software by Bolstad [72] (Dataset S1). This software uses the robust multiarray average method by Irrizary et al. [73], which involves a background correction and a quantile-based normalization scheme.

### Discretization of Microarray Data

Each of the knockout, stress, or perturbation microarray experiments was compared to a corresponding reference microarray as shown in Figure 2B. The expression fold-changes (Dataset S3) were converted to *p*-values using an intensity-specific noise model obtained from replicate data. We used the methodology outlined in Stolovitzky et al. [74] to generate separate empirical noise models for each of the reference conditions. The fold-changes were then discretized into +1, 0 or −1 labels using a *p*-value threshold of 0.05. A label of +1 (−1) indicates up-regulation (down-regulation) beyond the threshold level of noise.

Several genes have multiple probes on the microarrays. In such cases, we discretized each probe reading independently and used a majority vote over the +1 and −1 discretized values to obtain a final label for the gene. In cases where a majority vote was not possible (due to equal number of probes with +1 and −1 values), we used the label corresponding to the reading with the lowest *p*-value. All the replicate experiments were used as input to MEDUSA. However, in order to remove inconsistency, for each gene, we further filtered out expression values that did not agree with the consensus label (+1 or −1) across replicates of a particular experimental condition. The discretized gene expression data is presented in Dataset S2. Dataset S4 lists the sets of differentially expressed genes in each of the experimental conditions.

### Database Annotations

We obtained gene annotations and functional associations from Saccharomyces Genome Database (SGD, ftp://ftp.yeastgenome.org/yeast/, Jan 2006). The gene ontology tree structure was downloaded from the Gene Ontology Consortium [75]. To identify statistically enriched terms associated with sets of genes, we calculated *p*-values using the cumulative hypergeometric null distribution on the basis of the number of genes in the set, the number of genes in that set that are annotated with each GO term, and the number of genes in the genome that are annotated with that GO term. We then filtered terms using 1e-5 as a threshold.

### Candidate Regulators

We used a set of 507 regulators consisting of 240 known and putative transcription factors and 267 known and putative signaling molecules such as kinases, phosphatases and receptors. This set includes 466 regulators from Segal et al. [22] and 9 generic (global) regulators from Lee et al. [76].

### Promoter Sequences

For the motif discovery phase in MEDUSA, we used 1000 bp nucleotide sequences upstream of the TSS of all *S. cerevisiae* genes that we obtained from the Saccharomyces genome database (SGD, ftp://ftp.yeastgenome.org/yeast/, Jan 2006). We scanned these sequences for all occurring *k*-mer motifs (*k* = 2, 3, … , 7) as well as 3-3 and 4-4 dimer motifs allowing a middle gap of up to 8 bp. We restricted the set of all dimers to those whose two components have specific relationships, consistent with most known dimer motifs: equal, reversed, complements, or reverse complements. The MEDUSA algorithm uses an information-theoretic, hierarchical agglomeration scheme to learn position-specific scoring matrices (PSSMs) from *k*-mers and dimers occurring in the promoter sequences. We generated a set of 450 PSSMs in the first pass of MEDUSA on our dataset.

### Chromatin Immunoprecipitation Microarray Data

Harbison et al. [77] use genome-wide location analysis, based on modified chromatin immunoprecipitation (ChIP), to identify genomic binding sites for 203 transcription factors in living yeast cells under 13 diverse environmental conditions, using upstream regions of approximately 6000 genes. For each genomic region, the transcription factor occupancy is reported as the log intensity ratio of the IP-enriched channel versus the genomic DNA channel, and a single array error model [76] is used to assign *p*-values to these measurements. In the second pass of the MEDUSA algorithm, we used the ChIP data to obtain additional binary features by thresholding the *p*-values, augmenting each target gene's motif vector by ChIP occupancy features corresponding to set of transcription factors. We tried different thresholds of 0.001, 0.05 and 0.1 (results not shown) and found the best prediction accuracy with a *p*-value threshold of 0.1. Although Harbison et al. [77] suggest a stricter *p*-value threshold, their suggestion is based on minimizing false positives, while in MEDUSA, we use these binary features to define abstaining weak rules for boosting (see below). Theoretically, weak rules need only give a small advantage over random guessing to satisfy the assumptions of boosting. In this context, false negatives are more of a concern, since rules with very sparse hits lead to slow and modest improvement in prediction accuracy. Moreover, other studies suggest that low affinity binding in ChIP experiments may indeed be functional, based on sequence conservation evidence [78].

### Expression Signatures

We used a two-phase procedure to partition the genes into expression signatures for an initial qualitative view of the dataset.

The first phase was used to identify the number of unique signatures. We first averaged the expression data for each gene in each experimental condition over all replicates. We then discretized this expression data into 2 levels (+1/−1) based on the sign of the foldchange in expression. We grouped genes into sets of unique patterns across all experiments. We then averaged the real-valued expression data for all genes belonging to each pattern to obtain a “mean expression signature”. Patterns with small support (<10 genes) were hierarchically merged with their nearest pattern until there were no patterns with <10 genes. The nearest neighbor was determined using a square-euclidean distance metric over the mean expression signatures for each pattern. This procedure grouped the 3358 significantly expressed genes to be grouped into 16 sets.

The second phase was used to refine the clustering. We reclustered the genes into 16 expression signatures using the *k*-means clustering algorithm. We used the square-euclidean distance metric over the real-valued expression data. In an attempt to avoid local minima, we repeated the clustering procedure 10 times with different starting points. The initial candidate genes for cluster centroids were obtained by randomly sampling the 16 gene sets identified in the first phase. The final expression signatures were calculated by taking a majority vote over the 3-level (+1/0/−1) discretized expression for all genes in each gene set.

### Nearest Neighbor Methods

We compared MEDUSA to a simple correlation-based method, where we predict a gene's held-out expression levels based on the “nearest regulator” to its training set expression levels. We calculated prediction accuracies for 10-fold cross validation using held-out examples and by grouping replicates in the same fold. To avoid any bias, we reported accuracies on target genes excluding the 503 regulators. As in our main experiments, we performed 10-fold cross-validation, and for each gene represented in the test set, we considered its expression profile when restricted to examples (i.e., experiments) in the training set and found the best-correlated regulator across these experiments. The discrete expression level of this regulator was then used to predict up/down expression in experiments held out for this gene. As a similarity metric, we used the normalized Hamming distance (excluding baseline examples) for discretized expression data, where the inclusion/exclusion of baseline examples was chosen in order to report the better results. In cases where multiple regulators were equally distant from a target gene, we randomly selected one amongst them as the “nearest regulator”.

### MEDUSA Software

An open source matlab implementation of the MEDUSA algorithm is freely available for academic users and downloadable from http://cbio.mskcc.org/leslielab/software/medusa.

### The MEDUSA Regulation Model

The MEDUSA algorithm models the control logic of transcriptional regulation in the form of an alternating decision tree (ADT). An ADT is a generalization of a decision tree that consists of alternating layers of decision nodes and prediction nodes. Decision nodes ask yes/no questions based on particular features. Prediction nodes contain a real-valued score contribution associated with the yes or no answer. Unlike regular decision trees, which make yes/no predictions, ADTs generate real-valued prediction scores whose sign gives the up/down prediction and whose size gives a measure of confidence in that prediction. ADTs do not necessarily correspond to a nested set of binary partitions of the example space like regulator decision trees; that is, there can be more than one decision node beneath a prediction node, and more than one of these decision node conditions can be true for a given example.

Given the promoter sequence of a gene and the expression level of the regulators in an experiment, the MEDUSA ADT predicts up/down regulation of the gene in this experiment using yes/no questions of the form, “Is motif *μ* present in the upstream region of the gene and is the state of regulator *ρ* up (or down) in that experiment?”, in the decision nodes. If the answer is “yes”, we add the associated real value score contribution to the overall prediction score for the example, and we continue down to the next decision node; for greater interpretability, we abstain if the answer to the decision node condition is “no”; that is, we contribute zero to the prediction score. To compute the prediction score for a gene-experiment example, we start at the root node and recursively check which decision nodes we can pass through by answering “yes” to the condition, working from the top to the bottom of the ADT; the final prediction score is the sum of all the score contributions in all paths in the ADT that we visit in this process.

More formally, the ADT takes the feature representation *x_ge_* of the gene-experiment pair (*g*,*e*)—namely the promoter sequence for gene *g* and the vector of expression states of regulators in experiment *e*—and computes a prediction score 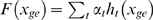, a weighted sum of *weak rules h_t_*, where *t* is an index over *paths* in the tree. If *c* is a boolean condition, then define *h*[*c*] to be the weak rule that evaluates to 1 if the *c* is true and to 0 if *c* is false, i.e., *h*[*c*](*x_ge_*) = 1(0) exactly when *c* = **T(F)** for example *x_ge_*. If the *t*-th path has length *l* and corresponds to a sequence of decision nodes with conditions *c*_1_,*c*_2_,…,*c_l_*, then the weak rule *h_t_* = *h*[*c*_1_ ∧ *c*_2_ ∧ … ∧ *c_l_*] corresponds to the *conjunction* of these conditions. The weight *α_t_* is the score contribution in the prediction node for the lowest (depth l) decision node. The sign of the prediction score *F* (*x_ge_*) yields the up/down prediction for the example.

### Learning Predictive Models

We learn the gene regulation program *F* (*x_ge_*) in two phases. In the first phase, we input discretized regulator and target gene expression data along with target gene promoter sequences to the core MEDUSA algorithm to discover DNA motifs and assemble an initial ADT model. The core algorithm is described below. In the second phase, we take the motif hits learned in the first ADT, together with discretized target and regulator expression data and ChIP chip occupancy data, to learn a stabilized ADT, as described in the next section.

To learn the ADT in the first training phase, we use a training set {*x_ge_*, *y_ge_*} of labeled examples, where *x_ge_* is the feature representation of the target gene-experiment pair (*g*,*e*) (promoter sequence of *g* and vector of expression states of regulators in experiment *e*), labeled as *y_ge_* = +1 if the gene is up-regulated in the experiment and *y_ge_* = −1 if it is down-regulated. Examples that are not significantly differentially expressed (“baseline”) are excluded from the training set. MEDUSA uses a supervised learning algorithm based on boosting to iteratively build an alternating decision tree (ADT) that represents a gene regulation model for all target genes and experimental conditions. MEDUSA learns binding site motifs from the target gene promoter sequences while building the ADT, but the same ADT learning algorithm can be run using a fixed set of motifs as an input [40],[41]. In our hypoxia experiments, the training set consisted of 13,093 differentially expressed gene-experiment instances.

Boosting is a general machine learning algorithm for binary prediction problems. The basic idea is to iteratively apply a simple discriminative learning algorithm, called the weak learner, to different weightings of the same training set. At each iteration *t* = 1…*T*, boosting selects a weak rule *h_t_* that optimizes an exponential loss function for the current weights; then weights *w_ge_* are recalculated so that examples *x_ge_* that were misclassified by *h_t_* are more highly weighted. Finally, all of the weak rules are combined into a single strong rule using a weighted majority vote. Empirically, boosting often learns to make large-margin (confident) predictions on the training set, which is theoretically linked to its ability to obtain good generalization on test data even when the feature space is very high dimensional (that is, it avoids over-fitting the training data).

Detailed pseudocode for the core MEDUSA algorithm is given in Figure 9. Briefly, each iteration *t* of boosting adds a new decision node—corresponding to a binding site motif *μ*, coupled with a regulator *ρ* whose state *s* (either up or down) helps predict up/down regulation of target genes—and a prediction node to a gene regulation model described by an ADT. Each motif is either a *k*-length sequence (“*k*-mer”), a dimer, or a PSSM. The weak rule *h_t_* defined by the decision node depends both on the motif-regulator condition that it tests and on the position at which it is placed in the ADT. We define the *precondition c*_1_ to be the conjunction of conditions in decision nodes along the path to the existing prediction node under which the new decision node is placed, and we write *c*_2_ = *c*_2_ (*μ*, *ρ*, *s*) as the condition tested in the new decision node. Then the corresponding weak rule is *h_t_* = [*c*_1_ ∧ *c*_2_], and the prediction node value *α_t_* can be computed from the weight of the correct and incorrect training predictions made by *h_t_* (see Figure 9). The motif *μ* added at iteration *t* is learned in two stages. First, the algorithm considers all deterministic motifs (*k*-mers or dimers) *μ_d_* and optimizes boosting loss over choices of preconditions *c*_1_ and new conditions *c*_2_ = *c*_2_ (*μ*, *ρ*, *s*), yielding optimal precondition 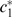, regulator 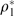 and state *s* ^*^. Second, candidate PSSMs are generated by considering the top-ranked deterministic motifs 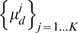 generated in the first stage and performing hierarchical agglomeration (see Figure 9). Optimizing boosting loss over candidate PSSMs and choices of thresholds for the log-odds score for each of these PSSMs yields an optimal probabilistic motif 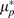 and threshold *θ* ^*^. This motif is used for the new decision and prediction nodes if its loss is better than the best deterministic motif 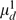.

**Figure 9:**
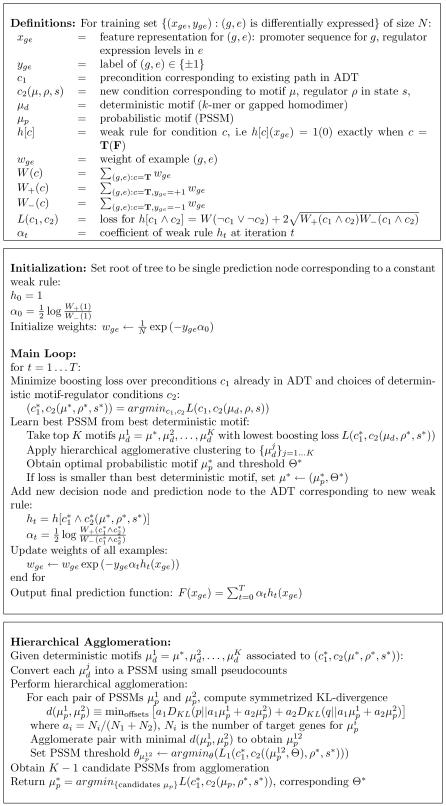
Pseudocode for the MEDUSA learning algorithm. The figure gives detailed pseudocode for the core MEDUSA algorithm which learns DNA motifs de novo from promoter sequences and assembles motifs and regulators into an alternating decision tree (ADT) for predicting up/down regulation of target genes.

We ran the core MEDUSA algorithm for 450 iterations to obtain a set of 450 PSSMs, their targets and thresholds along with an initial ADT. We decided on the stopping criterion based on the number of iterations required for the mean test-loss on cross-validated folds to plateau.

### Stabilized Predictive Models

In standard boosting, features that are correlated with the single best feature at a particular round of the algorithm are decorrelated in the next round of boosting and may fail to be captured by the model. While this possible consequence does not affect prediction accuracy, we may lose biologically important features that are correlated to the ones selected by the algorithm. To address this issue, we previously introduced a stabilized variant of boosting that can be used with ADT learning for modeling gene regulation [41]. The main idea of stabilized boosting is to allow a set of correlated features, rather than single features, to be included at nodes of the tree. We average the prediction of several weak rules in the case where the rules with smallest boosting loss are highly correlated with each other.

More precisely, at each iteration of ADT learning, we find the optimal precondition 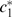 and new decision node condition 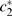, and we first decide whether to stabilize the node by looking for conditions correlated to 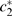. We stabilize only if the weak rule 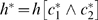 itself provides a significant advantage over random guessing, namely if
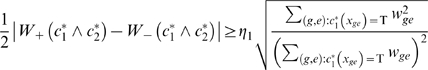
where *η*_1_ is a parameter and other notation is as defined in Figure 9. If this condition is satisfied, we look for additional conditions *c*_2_ such that the weight of the symmetric difference of the examples where conditions 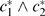 and 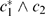 hold is sufficiently small, i.e.,
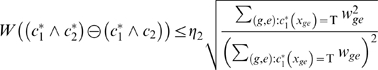
where *η*_2_ is a second parameter. We then average over the weak rules corresponding to 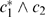 as follows. For a condition *c*, write the coefficient of the corresponding weak rule *h* as 
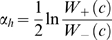
. For the set of weak rules 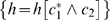, we define a new stabilized rule *h_avg_* that takes a robust majority vote over the set of weak rules as follows:
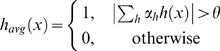
where we set 
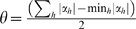
. In our experiments, we use *η*_1_ = *η*_2_ = 0.1. Theoretical motivation for the stabilized boosting equations can be found in our earlier work [41].

Stabilized boosting retains correlated features, so that in post-processing we obtain more stable ranked lists of regulator and motif features. The improved stability of the prediction tree allows us to perform detailed condition-specific post-processing of target gene sets.

For the second phase of training on the hypoxia data, we used the stabilized boosting algorithm again for 450 iterations to relearn the prediction tree using the motif hits learned in the initial MEDUSA run together with promoter occupancy data for transcription factors from ChIP-chip experiments. Here, we view a promoter sequence as either as bound by a transcription factor (TF) in the ChIP assay by thresholding on the *p*-value for the ChIP chip occupancy ratio. We note that the stabilized decision nodes in the ADT often contained a set of conditions involving a single motif paired with different regulators. This final model was used for all post-processing analysis (see Dataset S5).

### Feature Extraction and Significance

The *margin* of a gene-experiment example is given by *y_ge_F* (*x_ge_*), where *F* (*x_ge_*) is the real-valued score assigned to the example by the ADT and *y_ge_* is its binary label (+1 for up or −1 for down). The margin is positive if the ADT correctly predicts the example, and the size of the margin can be interpreted as the confidence of the prediction [79]. Motivated by theoretical work that links large margins on the training set with good generalization to test data, we developed a margin-based score to evaluate the importance of a given regulator to the overall predictive model. For a regulator *ρ*, we write *F_ρ_*_→0_ (*x_ge_*) to be the modified score that the ADT would assign a given gene-experiment example if we artificially set the regulator's expression level to baseline in the experiment. Equivalently, we could obtain the modified score for the example by eliminating all nodes containing *ρ*, and all subtrees rooted at these nodes, from the ADT, and then computing the prediction score. To assess the significance of *ρ* for a particular set of genes *G* in a particular set of experiments *E* in the training set, we computed the following margin-based score:
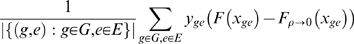

This score will again be positive if regulator *ρ* contributes on average to correct predictions, and the size of the score can be used to rank regulators by predictive importance. Rather than using a stringent threshold, we collected all regulators whose margin-based score is above 0; we reasoned that since the score only measures whether the regulator independently affects the prediction score, a higher threshold could lose more subtle regulators that act cooperatively with other factors. We also note that stabilized boosting retains multiple correlated features in the ADT nodes, which means that all statistically important regulators are identified by the margin score; without stabilization, a regulator might not be included in the tree if it is tightly correlated with another regulator that has been included. For example, if two regulators are perfectly correlated across all experiments, we expect them to occur in exactly the same nodes and therefore give the same margin score.

## Supporting Information

Dataset S1 Normalized gene expression data for all experiments (processed using RMA Express)
(2.76 MB ZIP)

Dataset S2 Discretized gene expression data for all experiments that is used in the MEDUSA learning procedure
(0.23 MB ZIP)

Dataset S3 log_2_ of fold change of gene expression data for all experiments that is used in the MEDUSA learning procedure
(1.29 MB ZIP)

Dataset S4 List of differentially expressed genes (UP - upregulated, DOWN - downregulated) in each of the conditions discussed in the paper
(0.05 MB ZIP)

Dataset S5 Properties of the alternating decision tree learned by MEDUSA. The file lists the regulators and motifs learned by MEDUSA at each iteration. It also lists nodes that precede and follow each node in the ADT.
(0.03 MB ZIP)

Figure S1 Distribution of prediction scores for +1 (red curve), 0 (blue curve), −1 (green curve) examples.
(0.18 MB TIF)

Figure S2 Scatter plot of true expression values versus prediction scores *F*(*x*). The scatter plot shows a high correlation between prediction scores (*y*-axis) and true log expression values (*y*-axis) for all examples. The red, blue, and green points represent the +1, 0, and −1 labeled examples, respectively.
(1.90 MB TIF)

Figure S3 Heat map of target genes that are anaerobically induced in *HAP1* and Δ*hap1* cells, and those that are suppressed by heme. Significant predictive regulators and sequence motifs are also shown.
(1.55 MB TIF)

Figure S4 Heat map of target genes that are anaerobically induced in *HAP1* and Δ*hap1* cells, and those that are induced by Co^2+^ ion. Significant predictive regulators and sequence motifs are also shown.
(1.51 MB TIF)

Figure S5 Heat map of target genes that are anaerobically suppressed in *HAP1* and *Δhap1* cells, and those that are suppressed by Co^2+^ ion. Significant predictive regulators and sequence motifs are also shown.
(1.66 MB TIF)

Figure S6 Conditions used in microarray expression experiments and identified target genes.
(0.59 MB TIF)

Figure S7 Venn diagrams showing the numbers of oxygen-regulated, heme-regulated, and Co^2+^-inducible genes in *HAP1* and *Δhap1* cells. (A) A Venn diagram illustrating the numbers of hypoxically suppressed (oxygen-induced) genes in *HAP1* and *Δhap1* cells, and heme-induced genes. (B) A Venn diagram illustrating the numbers of hypoxically induced (oxygen-suppressed) genes in *HAP1* and *Δhap1* cells, and heme-suppressed genes. (C) A Venn diagram illustrating the numbers of hypoxically induced (oxygen-suppressed) genes in *HAP1* cells at 1.5 or 6 hours after shifting to anaerobic growth conditions. (D) A Venn diagram illustrating the numbers of hypoxically suppressed (oxygen-induced) genes in *HAP1* cells at 1.5 or 6 hours after shifting to anaerobic growth conditions. (E) A Venn diagram illustrating the numbers of hypoxically induced (oxygen-suppressed) genes in *HAP1* and *Δhap1* cells, and Co^2+^-inducible genes.
(1.42 MB TIF)

Figure S8 The functional categorization of identified oxygen-regulated, heme-regulated, and Co^2+^-inducible genes. This figure illustrates the enriched Gene Ontology process annotations for selected sets of the differentially expressed target gene Venn diagrams of Figure S7. Each row represents a set of genes, and each column represents a GO process annotation. The set names are to the left of the color matrix. The GO annotations are shown below the color matrix. Each element of the color matrix illustrates the *p*-value of enrichment. The colorbar on the right shows the colors used for the range of *p*-values. The following naming convention is used for the gene sets. Each set represents the intersection of sets of genes that are differentially expressed in different experimental contexts. Each experimental context is represented by an identifier (e.g., Anaerobic represents the hypoxia condition) followed by up or down arrows denoting up-regulation or down-regulation of the genes in that context. The symbol ‘∼’ is the logical operation ‘NOT’, while the up and down arrows specify whether the set of genes up or downregulated in that condition. For example, Anaerobic↑Anaerobic (Δ*hap1*)↑∼Co↑ refers to the set of target genes that are hypoxically induced both in *HAP1* and Δ*hap1* cells but are not Co^2+^-inducible. The *p*-values shown are not corrected for multiple comparisons.
(1.46 MB TIF)

Figure S9 Comparison of MacIsaac et al. PSSMs to PSSMs learned by MEDUSA. MacIsaac et al. used ChIP-chip data to identify potential binding sites for 124 transcription factors. We use the symmetrized Kullback-Leibler (KL) distance to identify the best matching MEDUSA PSSM to each of these 124 PSSMs. The transcription factors are listed in ascending order by the KL distance to the best match. Column 3 shows the MacIsaac et al. PSSMs and Column 4 shows the best matching MEDUSA PSSM.
(1.99 MB TIF)

Figure S10 Positive tail of the empirical null distribution for normalized margin scores. The figure shows the normalized histogram for positive margin scores (margin score >0) for all gene sets in all the randomization trials. We normalize by dividing the frequency in each bin by the total number of data points (|margin scores >0|+|margin scores ≤0|). The highest observed margin score computed from the randomized data was 0.53. The red points are the 54 regulators with positive margin score using the true labels; if a regulator was identified for multiple gene sets, its most significant *p*-value is shown. We see that most of these points lie far into the positive tail of the distribution.
(10.19 MB TIF)

Figure S11 Empirical *p*-values for the (normalized) margin score. We calculate a *p*-value for each margin score θ as the fraction of data points in the randomization trials with margin score >θ. The 54 regulators with positive margin scores using true labels have low *p*-values. If a regulator was identified for multiple gene sets, its most significant *p*-value is shown.
(10.19 MB TIF)

Figure S12 Estimated false discovery rate for choices of *p*-value threshold for 54 identified regulators. We obtain *p*-values for all 507 regulators in each of the 12 gene sets. We then apply the step-wise Benjamini-Hochberg procedure to this set of *p*-values to obtain the FDR corresponding to each *p*-value cutoff. The figure shows the best margin score, corresponding *p*-value and FDR for the 54 regulators with positive margin score in at least one gene set. The top 16 regulators correspond to very small FDRs and include many known hypoxia regulators such as Upc2, Hap4, Mga2, Rox1, and Hap1, as well as novel regulators.
(1.34 MB TIF)

Text S1 Supplemental methods. This file contains additional supplemental information such as additional context-specific results and detailed cross-validation and prediction accuracy results and comparisons.
(3.97 MB DOC)

# Supplementary material for: A Predictive Model of the Oxygen and Heme Regulatory Network in Yeast
**Source:** PLoS Comput Biol. 2008 Nov 14;4(11):e1000224. doi: 10.1371/journal.pcbi.1000224
**Supplement:** Text S1 — Supplemental methods. This file contains additional supplemental information such as additional context-specific results and detailed cross-validation and prediction accuracy results and comparisons. (3.97 MB DOC)

**Supplemental Methods**

A Predictive Model of the Oxygen Sensing and Regulatory Network in Yeast

Anshul Kundaje1, Xiantong Xin2, Changgui Lan2, Steve Lianoglou3,4, Mei Zhou2,

Li Zhang*2, Christina Leslie*4

Columbia University

University of Texas at Dallas, Mail Stop FO31

Weill Medical College of Cornell University

Memorial Sloan-Kettering Cancer Center

*Analysis of expression signatures identifies several broad functional categories*

We performed GO functional analysis on the 16 expression signatures identified by perturbation of the oxygen regulatory network (Figure 1 in the main text) and found significant enrichment of functional terms for most signatures.

Signature 1 (sig1) consists of 70 genes that are strongly upregulated 6 hours into anaerobosis independent of Hap1 deletion. They are also upregulated in response to heme deletion, as opposed to the 267 genes in signature 3 (sig3) which are exclusively upregulated in the late hypoxia experiments. Sig1 genes are mainly involved in cell wall biogenesis (5.9e-07) and stress response (2.6e-06). The biotin biosynthesis gene cassette (BIO3/4/5) is also part of this group. 

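Of 5 biotin genes, 2 rose after 6 h without oxygen in each genotype at an adjusted p under 0.05 from limma (4 when adjusted over the list alone, n = 3), and all 5 had positive log2 fold changes in both. *BIO3* rose by 2.30 in *HAP1* cells (SE 0.53, adjusted p = 0.043) and 2.26 in *Δhap1* cells (adjusted p = 0.025), and *BIO2*, the biotin synthase gene, by 2.18 (SE 0.45, adjusted p = 0.028) and 2.42 (adjusted p = 0.0088). *BIO4* and *BIO5* had log2 fold changes of 1.57 and 1.85 in *HAP1* cells (adjusted p = 0.18 and 0.088). The median was 1.85 in *HAP1* cells (camera, adjusted p = 1.4e-05, and adjusted p = 0.22 with an estimated correlation), at 3.48, 1.63 and 0.42 in replicates 1, 2 and 3, and 1.87 in *Δhap1* cells (adjusted p = 4.1e-05, and adjusted p = 0.20 with an estimated correlation). Under heme deficiency no biotin gene passed (median 0.08, adjusted p = 0.32), and *BIO3* had a log2 fold change of 0.28. Without replicate 1 the adjusted p of *BIO3* in *HAP1* cells was 0.96, without replicate 2 it was 0.2, and with the hybridization round as the block 0.23.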

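Of 15 genes of glycogen and trehalose metabolism, 1 rose at 6 h without oxygen in *HAP1* cells, the phosphorylase gene *GPH1* (4 when adjusted over the list alone), and 2 rose in *Δhap1* cells (2 higher and 1 lower when adjusted over the list alone), the phosphoglucomutase gene *PGM2* by 1.36 on the log2 scale (SE 0.33, adjusted p = 0.027 from limma, n = 3) and *GPH1*. The list's median was 0.88 in *HAP1* cells (camera, adjusted p = 5.4e-06, and adjusted p = 0.33 with an estimated correlation) and 0.65 in *Δhap1* cells (adjusted p = 3.4e-04, and adjusted p = 0.39 with an estimated correlation). Under heme deficiency it was 0.06 (adjusted p = 0.072), with no gene past the threshold and 2 higher when adjusted over the list alone, and with cobalt it was -0.47 (adjusted p = 0.012, and adjusted p = 0.78 with an estimated correlation, 0.053 and 0.062 without replicates 1 and 2, and 1 with the hybridization round as the block). Of 15 glycolysis and fermentation genes *TDH1*, a glyceraldehyde-3-phosphate dehydrogenase gene, rose by 1.01 at 6 h in *Δhap1* cells (SE 0.27, adjusted p = 0.039; 1 when adjusted over the list alone). The median of that list was 0.03 in *HAP1* cells at 6 h (adjusted p = 0.059), 0.06 in *Δhap1* cells (adjusted p = 0.024, and adjusted p = 0.27 with an estimated correlation, 0.16 without replicate 3 and 0.2 with the round block) and 0.12 under heme deficiency (adjusted p = 0.025, and adjusted p = 0.67 with an estimated correlation). *GPH1* in *Δhap1* cells had an adjusted p of 0.093 without replicate 3, and against aerobic *Δhap1* cells *GPH1*, *PGM2* and *TDH1* had 0.12, 0.057 and 0.089.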

Sig3 on the other hand is enriched for genes involved in carbohydrate and alcohol metabolism (2.4e-07). Signature 15 (sig15) shows strong induction in late hypoxia similar to sig3. However, sig15 genes are also significantly downregulated in early hypoxia. This set is also weakly enriched for genes involved in carbohydrate metabolism (1.4e-05). Signature 2 (sig2) is enriched for several essential transcription factors (1e-14) and rRNA/ribosome processing genes (1e-14). These 207 genes are induced in early hypoxia but suppressed at the 6 hour time point independent of Hap1 deletion. These genes were also significantly downregulated in the heme deletion experiment. Signature 5 (sig5) is diametrically opposite to sig1 but functionally similar to sig2. It consists of typical stress suppressed genes involved in ribosome biogenesis (2.5e-10).

Signature 6 (sig6) consists of 160 genes several of which are involved in ATP synthesis dependent proton transport and respiration (3.1e-10). These genes are strongly suppressed in all but the *∆hap1* condition, indicating that they might not be regulated by Hap1. However, signature 16 (sig16) consists of 34 Hap1*-*dependent genes that are strongly suppressed in all conditions including the *∆hap1* experiment. These genes (such as the COX and QCR genes) are involved in aerobic respiratory processes (1.0e-14) , electron transport (4.4e-14) and heme-dependent oxidoreducatase activity (5.8e-14). 

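With the values as deposited, ATP synthase subunit genes had negative log2 fold changes in all 14 measured members at 1.5 h, at 6 h in *HAP1* and *Δhap1* cells and under heme deficiency. Heme deficiency lowered 2 of them at an adjusted p under 0.05 from limma (13 when adjusted over the list alone, n = 3), *ATP20* (-1.75, SE 0.22, adjusted p = 0.0087) and *ATP15* (-1.12, SE 0.21, adjusted p = 0.047), with a median of -1.15 (camera, adjusted p = 3.1e-09, and adjusted p = 0.45 with an estimated correlation) and -0.84 and -1.95 in the 2 hybridization rounds. At 6 h none fell in *HAP1* cells (median -0.58, adjusted p = 0.012, and adjusted p = 0.48 with an estimated correlation and 0.97 with the round block) and 1 fell in *Δhap1* cells, the gamma subunit gene *ATP3* (-1.02, with an adjusted p just under the threshold that rounds to 0.05; 1 when adjusted over the list alone, median -0.75, adjusted p = 0.013, and adjusted p = 0.43 with an estimated correlation, 0.13 without replicate 1 and 0.9 with the round block; against aerobic *Δhap1* cells none fell and the median was -0.80, adjusted p = 0.15). The median was -0.55 at 1.5 h (adjusted p = 4.0e-05, and adjusted p = 0.62 with an estimated correlation), at -0.98, -1.01 and 0.20 in replicates 1, 2 and 3. In aerobic *Δhap1* cells it was -0.06, with 6 members above 0 and 8 below (adjusted p = 0.047, and adjusted p = 0.94 with an estimated correlation, 0.29 and 0.17 without replicates 1 and 3, and 0.059 with the round block), and with cobalt 0.06 (adjusted p = 0.97). *ATP20* and *ATP15* did not pass without heme-sufficient replicate 3 (adjusted p = 0.065 and 0.21).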

Signature 8 (sig8) shows strong downregulation in *∆heme* and late hypoxia (*∆hap1)* experiments and weak suppression in the other conditions. It is mainly made up of structural constituents of ribosomes (1.4e-06) and other genes involved in protein synthesis and metabolism (5.8e-06).

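Ribosomal protein genes present in a single copy, of which 19 were measured, showed no member past limma's threshold in any of the 6 comparisons, also when adjusted over the list alone (n = 3). Their median log2 fold change was -0.08 under heme deficiency, -0.07 at 6 h in *Δhap1* cells, -0.08 at 6 h in *HAP1* cells and 0.02 at 1.5 h (camera, adjusted p = 0.40, 0.57, 0.98 and 0.42). Duplicated ribosomal protein genes were left out of this list because near-identical copies share probe signal.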

Signature 9 (sig9) and 10 (sig10) consist of genes significantly downregulated in the late hypoxia conditions. However, sig9 also shows weak induction in early hypoxia. Sig9 is made up of several cell cycle genes (5.6e-12). The histone genes (3.0e-07) are part of sig10. 

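Of 21 cell cycle genes, 10 fell at 6 h without oxygen in *Δhap1* cells at an adjusted p under 0.05 from limma (13 lower and 1 higher when adjusted over the list alone, n = 3) and none passed in *HAP1* cells (2 lower when adjusted over the list alone). Those that fell in *Δhap1* cells included the mitotic cyclin gene *CLB2* (log2 fold change -2.08, SE 0.39, adjusted p = 0.01), the polo kinase gene *CDC5* (-1.87, adjusted p = 0.0051), the transcription factor gene *SWI5* (-1.81, adjusted p = 0.0072) and the S-phase cyclin gene *CLB6* (-1.78, adjusted p = 0.0062). The list's median was -1.14 in *Δhap1* cells (camera, adjusted p = 6.8e-06, and adjusted p = 0.22 with an estimated correlation), -0.67 in *HAP1* cells (adjusted p = 0.002, and adjusted p = 0.33 with an estimated correlation, and 0.26 without replicate 2), 0.36 at 1.5 h (adjusted p = 0.12) and -0.05 under heme deficiency (adjusted p = 0.70). Of 9 histone genes, 4 fell at 6 h in *Δhap1* cells (5 when adjusted over the list alone), *HHF1* (-1.37, SE 0.28, adjusted p = 0.014), *HTB1* (-1.15, SE 0.26, adjusted p = 0.021), the linker histone gene *HHO1* (-1.10) and *HTB2* (-0.93), with a median of -0.93 (adjusted p = 0.0048, and adjusted p = 0.27 with an estimated correlation). *HTB1* and *HTB2* are near-identical copies and are uncertain as single genes. In *HAP1* cells the histone median was -0.36 (adjusted p = 0.078), at 1.5 h -0.01 (adjusted p = 0.51) and under heme deficiency -0.25 over the 4 measured genes (adjusted p = 0.32), with no gene past the threshold over all genes and 1 lower under heme deficiency when adjusted over the list alone. In *Δhap1* cells *CLB2* and *HHF1* had an adjusted p of 0.2 and 0.28 without replicate 1, and without replicate 3 *HHF1* had 0.13 and *HTB2* 0.12; without replicate 2 *HTB1* and *HTB2* had 0.071 and 0.082, and *HHO1* had 0.058 against aerobic *Δhap1* cells.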

Genes in signature 11 (sig11) and signature 14 (sig14) appear to be strongly regulated by heme. Sig11 genes are exclusively induced by heme deletion whereas sig14 genes are suppressed in the same experiment. The ergosterol biosynthesis genes which are part of sig14 are known to be heme regulated. Sig11 is an intriguing set of genes made up of 500 genes of which 354 are functionally uncharacterized (3.2e-13). These could be an important class of heme-regulated genes. Signature 13 (sig13) consists of 276 genes many of which are transcription factors (3.15e-14) and signal transduction factors (7.23e-08). These genes are exclusively induced in early hypoxia and seem to represent an early regulatory response.

MEDUSA achieves high prediction accuracy for the three-class (up/down/baseline) prediction problem

MEDUSA uses only the up/down-regulated examples for training and testing, constituting 12% of the gene expression data in our study. However, it is possible to make three-class predictions (up, down, or baseline) by thresholding MEDUSA’s prediction scores, and in this way we can report 3-class cross-validation accuracy across all examples, including those that are labeled baseline.

The output of the learning algorithm is a real-valued prediction function for all genes and experiments in the form of an alternating decision tree. The sign of the prediction score gives the predicted label and the absolute value represents a confidence level for the prediction. We can make 3-class predictions by thresholding on the confidence levels of up and down predictions, that is, we predict examples to be up- or down-regulated if or , and to be baseline if where .

We reexamined our 10-fold cross-validation results using held-out examples to evaluate three-class prediction performance, where baseline examples were randomly divided among the 10 folds for the purpose of reporting results. Figure S1 shows the distribution of the prediction scores for the three classes, and Figure S2 shows a scatterplot of the true log2 expression values versus prediction scores for all examples. In both figures, we see a good separation between classes, and in the scatterplot, we see a significant correlation between true expression level and real-valued prediction score.

| 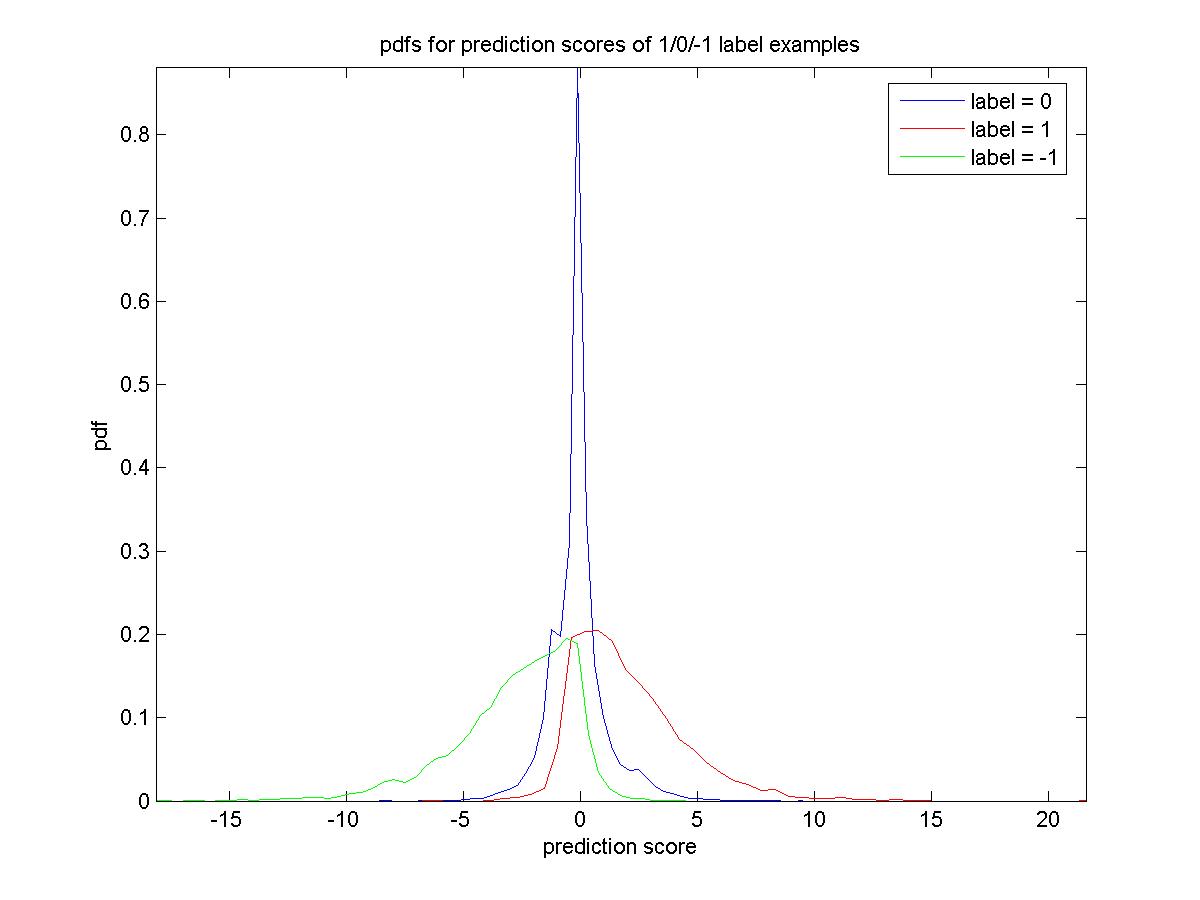Figure S1. Distribution of prediction scores for +1 (red curve), 0 (blue curve), -1 (green curve) examples. |
| --- |
|  |

| Figure S2. Scatter plot of true expression values versus prediction scores F(x). The scatter plot shows a high correlation between prediction scores (y-axis) and true log expression values (y-axis) for all examples. The red, blue and green points represent the +1, 0 and -1 labeled examples respectively.  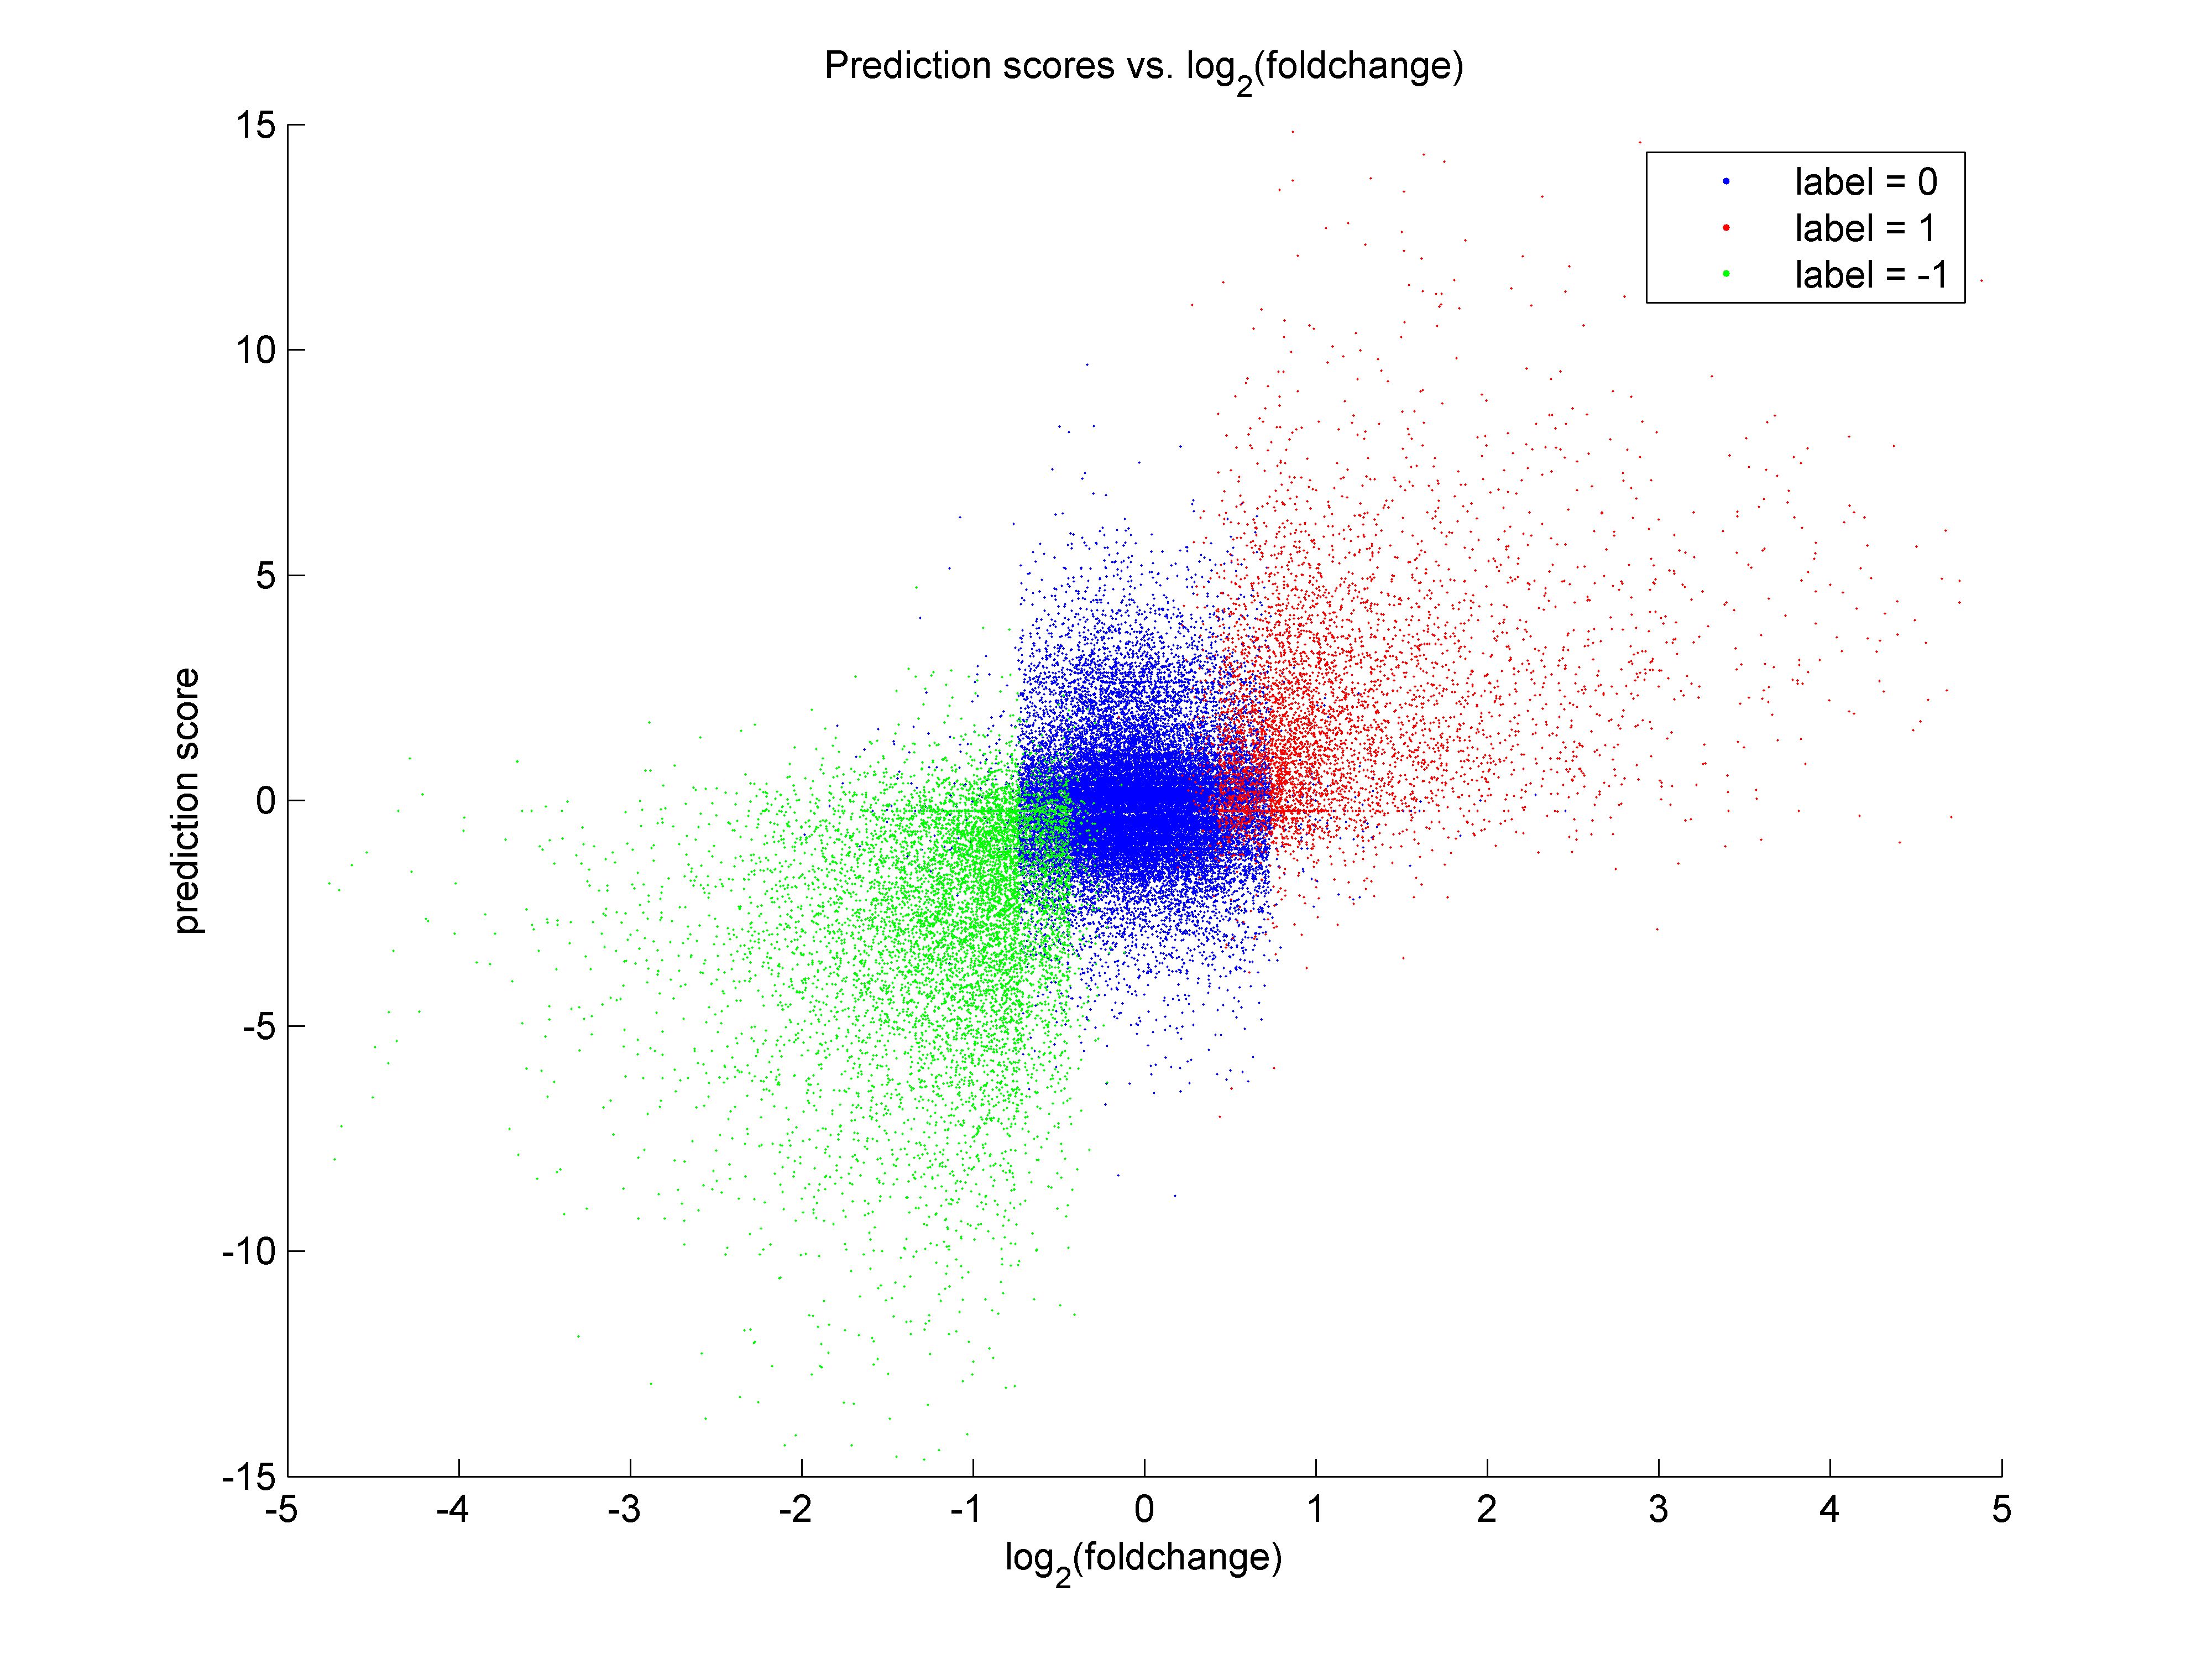 |
| --- |
|  |

We chose the confidence thresholds and so as to optimize the mean balanced accuracy (average accuracy over the three classes) over the 10 folds. We found the minimum balanced accuracy to be 70.1% for and. Performance of a random classifier would yield a balanced accuracy of 33.3%. While it would be more correct to choose the thresholds based on a separate cross-validation scheme, we observed that the balanced error was fairly stable across folds, suggesting that our choice would not lead to overrated performance. For these thresholds, we obtained the confusion matrix shown in Table 1, demonstrating strong diagonal entries and reasonable accuracy on the baseline examples, despite the fact that these examples were omitted from training.

Supplementary Table 1. Truth and predictions for all genes in the held-out experiments, including those expressed at baseline levels. Examples are binned by assigning thresholds a = 0.49 and –b = -1.21 for prediction of positive and negative labels, respectively.

|  | | | Predicted labels |  |
| --- | --- | --- | --- | --- |
| True label |  | +1 | 0 | -1 |
| +1 | 71.6% | 26.5% | 2.0% |
| 0 | 18.3% | 69.9% | 11.8% |
| -1 | 3.3% | 27.8% | 68.9% |

Supplementary Table 2. Dependence of results on sequence features

| Sequence features provided to MEDUSA | 10-fold c.v. accuracy  (450 boosting iterations) |
| --- | --- |
| 500 bp promoters + ChIP chip data | 92% |
| 1000 bp promoters + ChIP chip data | 92% |
| ChIP chip data only | 74% |

*Properties of the Alternating Decision Tree learned by MEDUSA*

We ran MEDUSA for 440 iterations. The resulting alternating decision tree (ADT) is shown in additional file 8. The tree consists of 440 nodes. Each node consists of a set of regulators in combination with a set of PSSMs and/or ChIP chip occupancy profiles. The PSSMs learned by MEDUSA dominate the tree. The earliest ChIP chip feature is observed at iteration 121. It is the ChIP chip occupancy profile of the Hap1 transcription factor. The ADT is at most 3 levels deep. There are 351 single node paths, 87 paths consisting of 2 nodes and only 2 paths consisting of 3 nodes.

*MEDUSA achieves high prediction accuracy when using different promoter sequence lengths but lower accuracy when using ChIP chip data alone*

To evaluate the dependence of our results on promoter sequence length, we tested the MEDUSA using promoter sequences of length 500 bp and 1000 bp in 10-fold cross validation experiments on randomly held out examples, and we found no significance in accuracy. However, when we reran the MEDUSA experiments using only ChIP chip transcription factor occupancies as sequence features, accuracy was significantly poorer. These results indicate that the sequence motif features discovered by MEDUSA are more useful for predicting target gene expression than ChIP chip data. All prediction accuracies were reported for target genes excluding the 503 regulators, which are also used as training examples. Evaluation of the accuracies over all target genes including regulators did not change the results.

*MEDUSA identifies significant condition-specific regulators for induced and suppressed target genes in multiple conditions*

Figures S3, S4 and S5 illustrate the statistically significant regulators for sets of target genes under different conditions of study. Figure S3 presents target genes that are anaerobically induced in *HAP1* and *Δhap1* cells, and those that are suppressed by heme. Figure S4 shows regulation of target genes that are anaerobically induced in *HAP1* and *Δhap1* cells, and those that are induced by Cobalt. Figure S5 shows regulation of target genes that are anaerobically suppressed in *HAP1* and *Δhap1* cells, and those that are suppressed by Cobalt.

In each of the figures, Part (A) shows Venn diagrams illustrating the regulators involved in controlling target genes in the three experimental conditions shown in the figure. For each experiment, the statistically significant regulators associated with the set of target genes are determined by use of a margin-based score (see Methods). Part (B) shows patterns of up (red), down (green), and baseline (black) expression levels for the statistically significant regulators controlling target genes across the three experimental conditions. At the left of each row, the number of target genes affected by the regulator in these experiments is given. Part (C) illustrates the top-ranked sequence features learned by MEDUSA, as determined by a margin-based score, and their hits across the set of target gene promoters. The PSSMs learned by MEDUSA are represented by their consensus patterns. ChIP-chip occupancy features also occur in the list of most significant features. For example in Figure 3, HAP1-CH refers to ChIP chip occupancy by the transcription factor Hap1. At the bottom of each column, the number of target genes containing the motif or feature is given. Part (D) of the figure shows discretized gene expression levels for the differentially regulated target gene list from each of the three experimental conditions.

**Figure S3.** Heat map of target genes that are anaerobically induced in *HAP1* and *Δhap1* cells, and those that are suppressed by heme. Significant predictive regulators and sequence motifs are also shown.

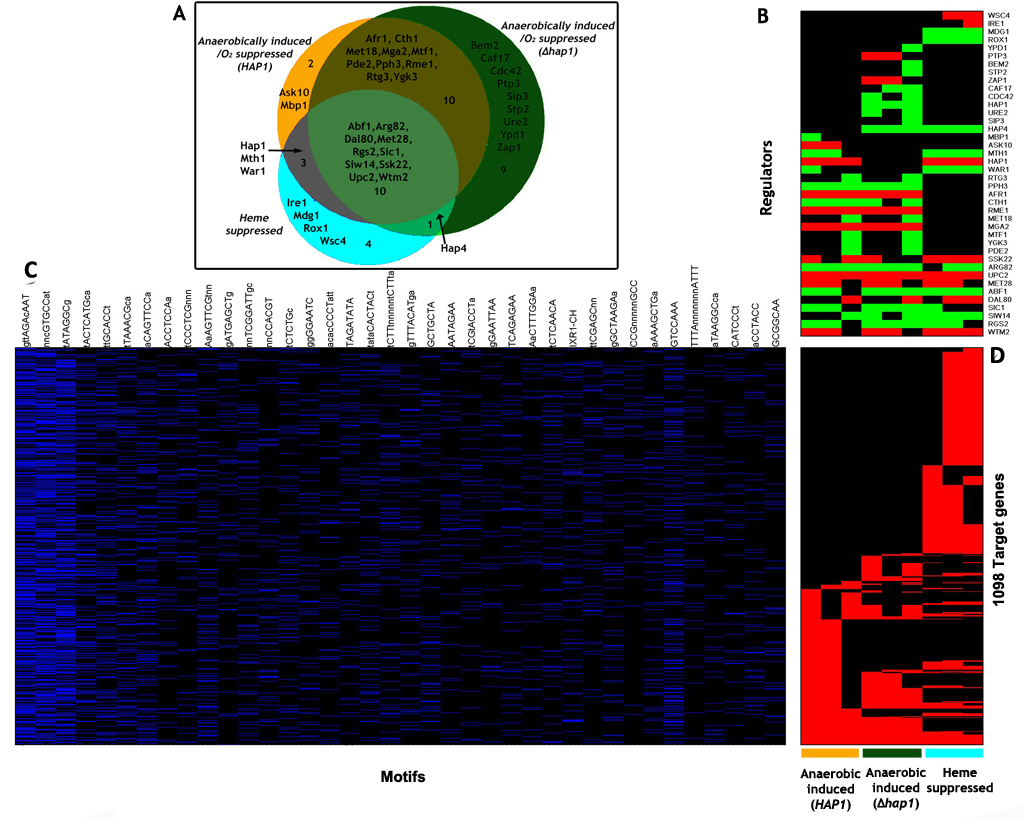

**Figure S4.** Heat map of target genes that are anaerobically induced in *HAP1* and *Δhap1* cells, and those that are induced by Cobalt ion. Significant predictive regulators and sequence motifs are also shown.

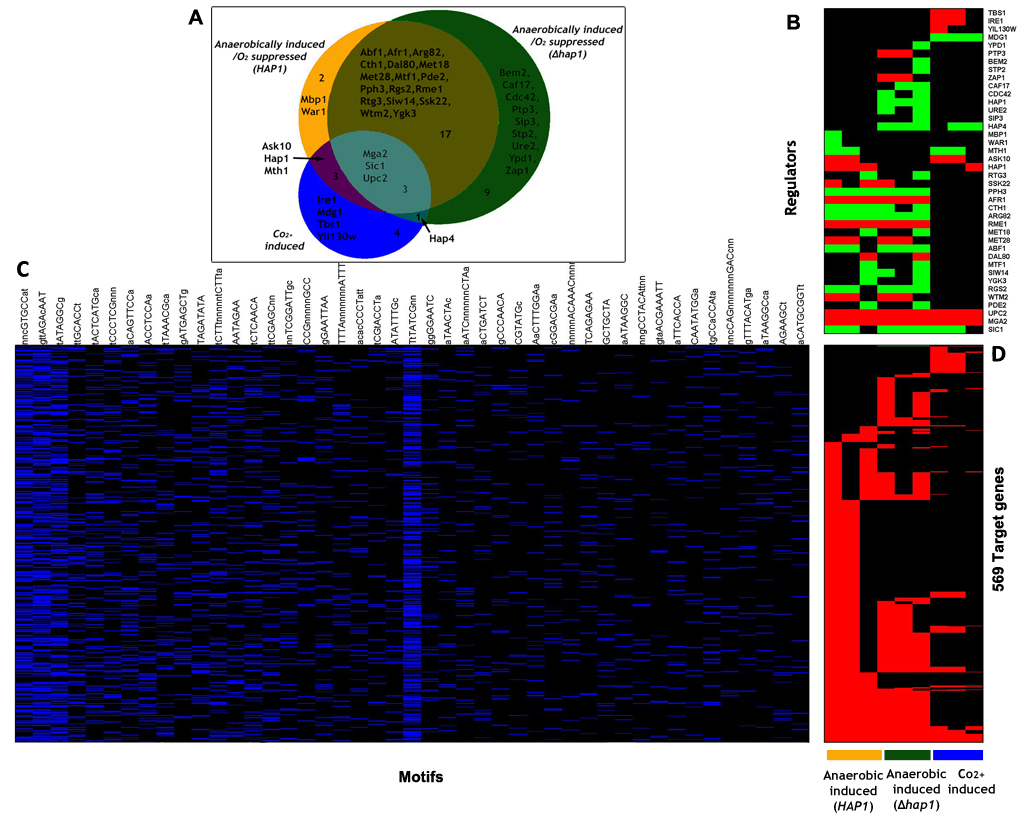

**Figure S5.** Heat map of target genes that are anaerobically suppressed in *HAP1* and *Δhap1* cells, and those that are suppressed by Cobalt ion. Significant predictive regulators and sequence motifs are also shown.

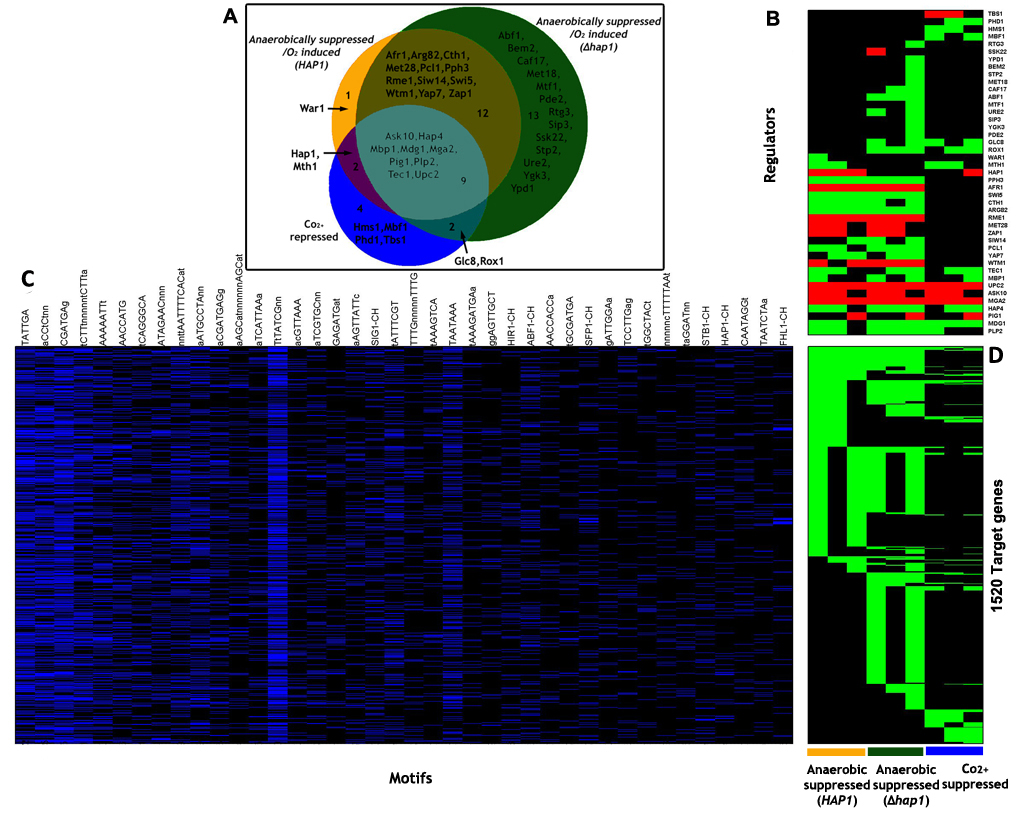

**Figure S6.** Conditions used in microarray expression experiments and identified target genes.

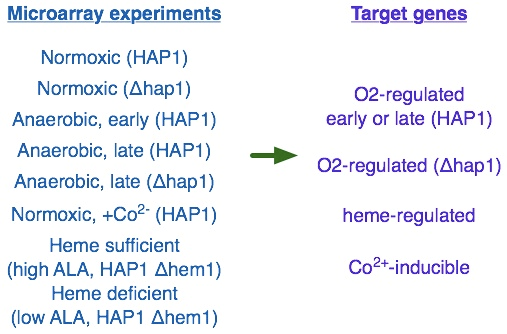

**Figure S7.** Venn diagrams showing the numbers of oxygen-regulated, heme-regulated, and Co2+-inducible genes in *HAP1* and ∆*hap1* cells. (A) A Venn diagram illustrating the numbers of hypoxically suppressed (oxygen-induced) genes in *HAP1* and ∆*hap1* cells, and heme-induced genes. (B) A Venn diagram illustrating the numbers of hypoxically induced (oxygen-suppressed) genes in *HAP1* and ∆*hap1* cells, and heme-suppressed genes. (C) A Venn diagram illustrating the numbers of hypoxically induced (oxygen-suppressed) genes in *HAP1* cells at 1.5 or 6 hours after shifting to anaerobic growth conditions. (D) A Venn diagram illustrating the numbers of hypoxically suppressed (oxygen-induced) genes in *HAP1* cells at 1.5 or 6 hours after shifting to anaerobic growth conditions. (E) A Venn diagram illustrating the numbers of hypoxically induced (oxygen-suppressed) genes in *HAP1* and ∆*hap1* cells, and Co2+-inducible genes.

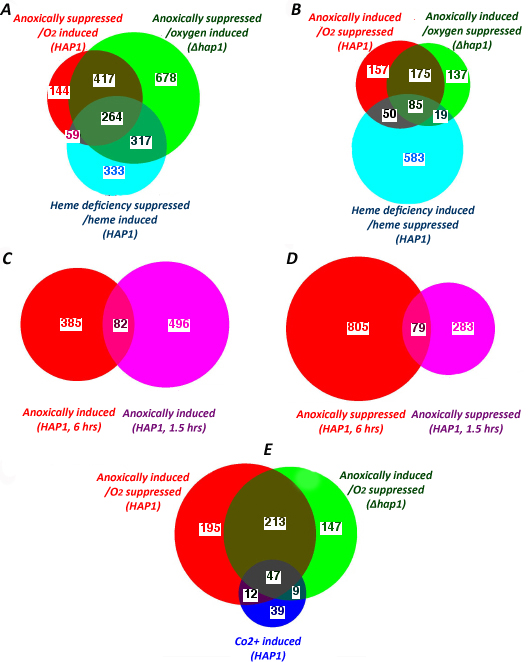

**Figure S8.** The functional categorization of identified oxygen-regulated, heme-regulated, and Co2+-inducible genes. This figure illustrates the enriched Gene Ontology process annotations for selected sets of the differentially expressed target gene Venn diagrams of Figure S7. Each row represents a set of genes and each column represents a GO process annotation. The set names are to the left of the color matrix. The GO annotations are shown below the color matrix. Each element of the color matrix illustrates the p-value of enrichment. The colorbar on the right shows the colors used for the range of p-values. The following naming convention is used for the gene sets. Each set represents the intersection of sets of genes that are differentially expressed in different experimental contexts. Each experimental context is represented by an identifier (e.g. Anaerobic represents the hypoxia condition) followed by up or down arrows denoting up-regulation or down-regulation of the genes in that context. The symbol “~” is the logical operations “NOT”, while the up and down arrows specify whether the set of genes up or downregulated in that condition. For example, AnaerobicAnaerobic (*hap1*) ~Co refers to the set of target genes that are hypoxically induced both in HAP1 and *∆hap1* cells but are not Co2+-inducible. The p-values shown are not corrected for multiple
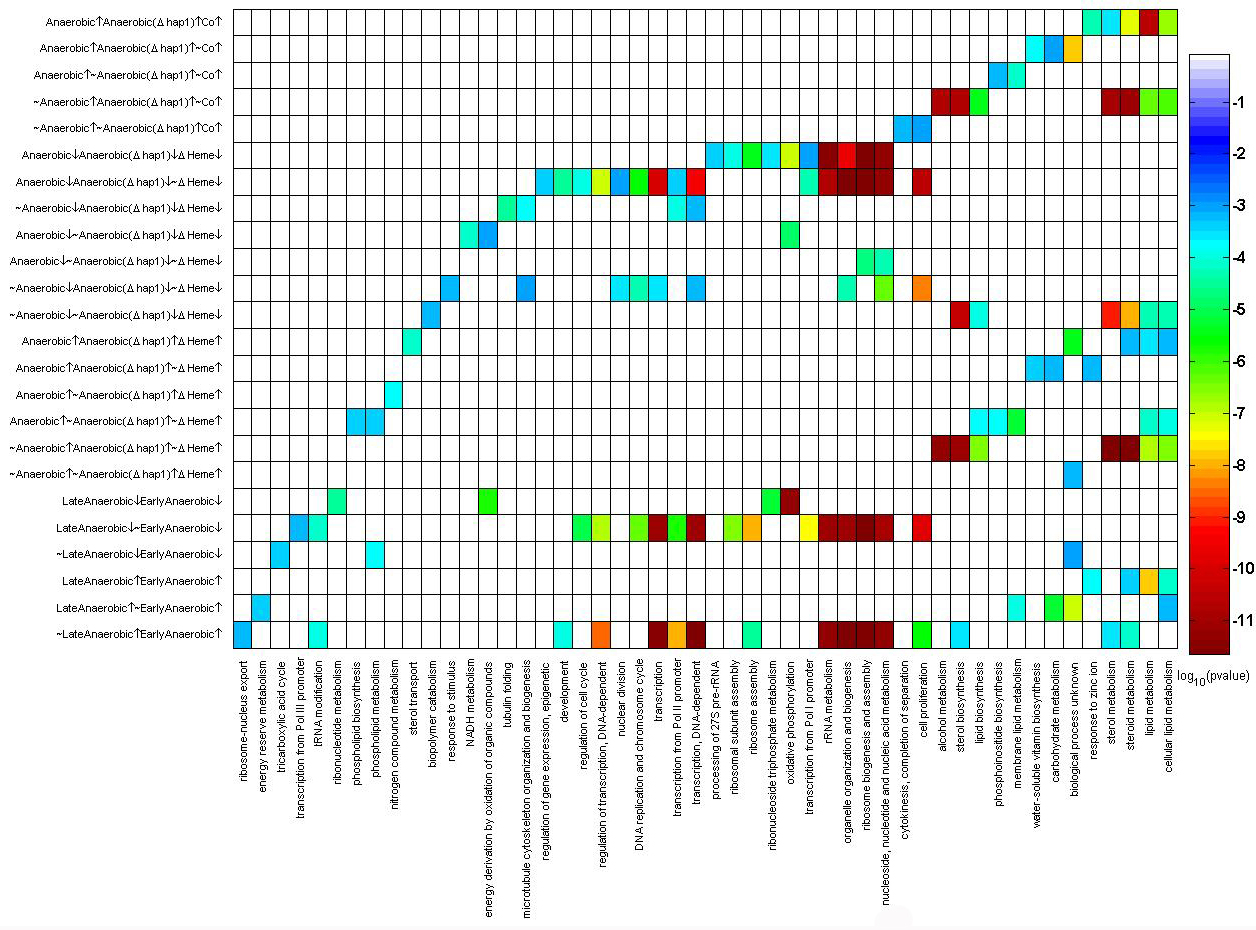
comparisons.

**Figure S9.** Comparison of MacIsaac *et al.* [1] PSSMs to PSSMs learned by MEDUSA. MacIsaac *et al.* [1] used ChIP-chip data to identify potential binding sites for 124 transcription factors. We use the symmetrized Kullback-Leibler (KL) distance to identify the best matching MEDUSA PSSM to each of these 124 PSSMs. The transcription factors are listed in ascending order by the KL distance to the best match. Column 3 shows the MacIsaac *et al.* PSSMs and Column 4 shows the best matching MEDUSA PSSM.

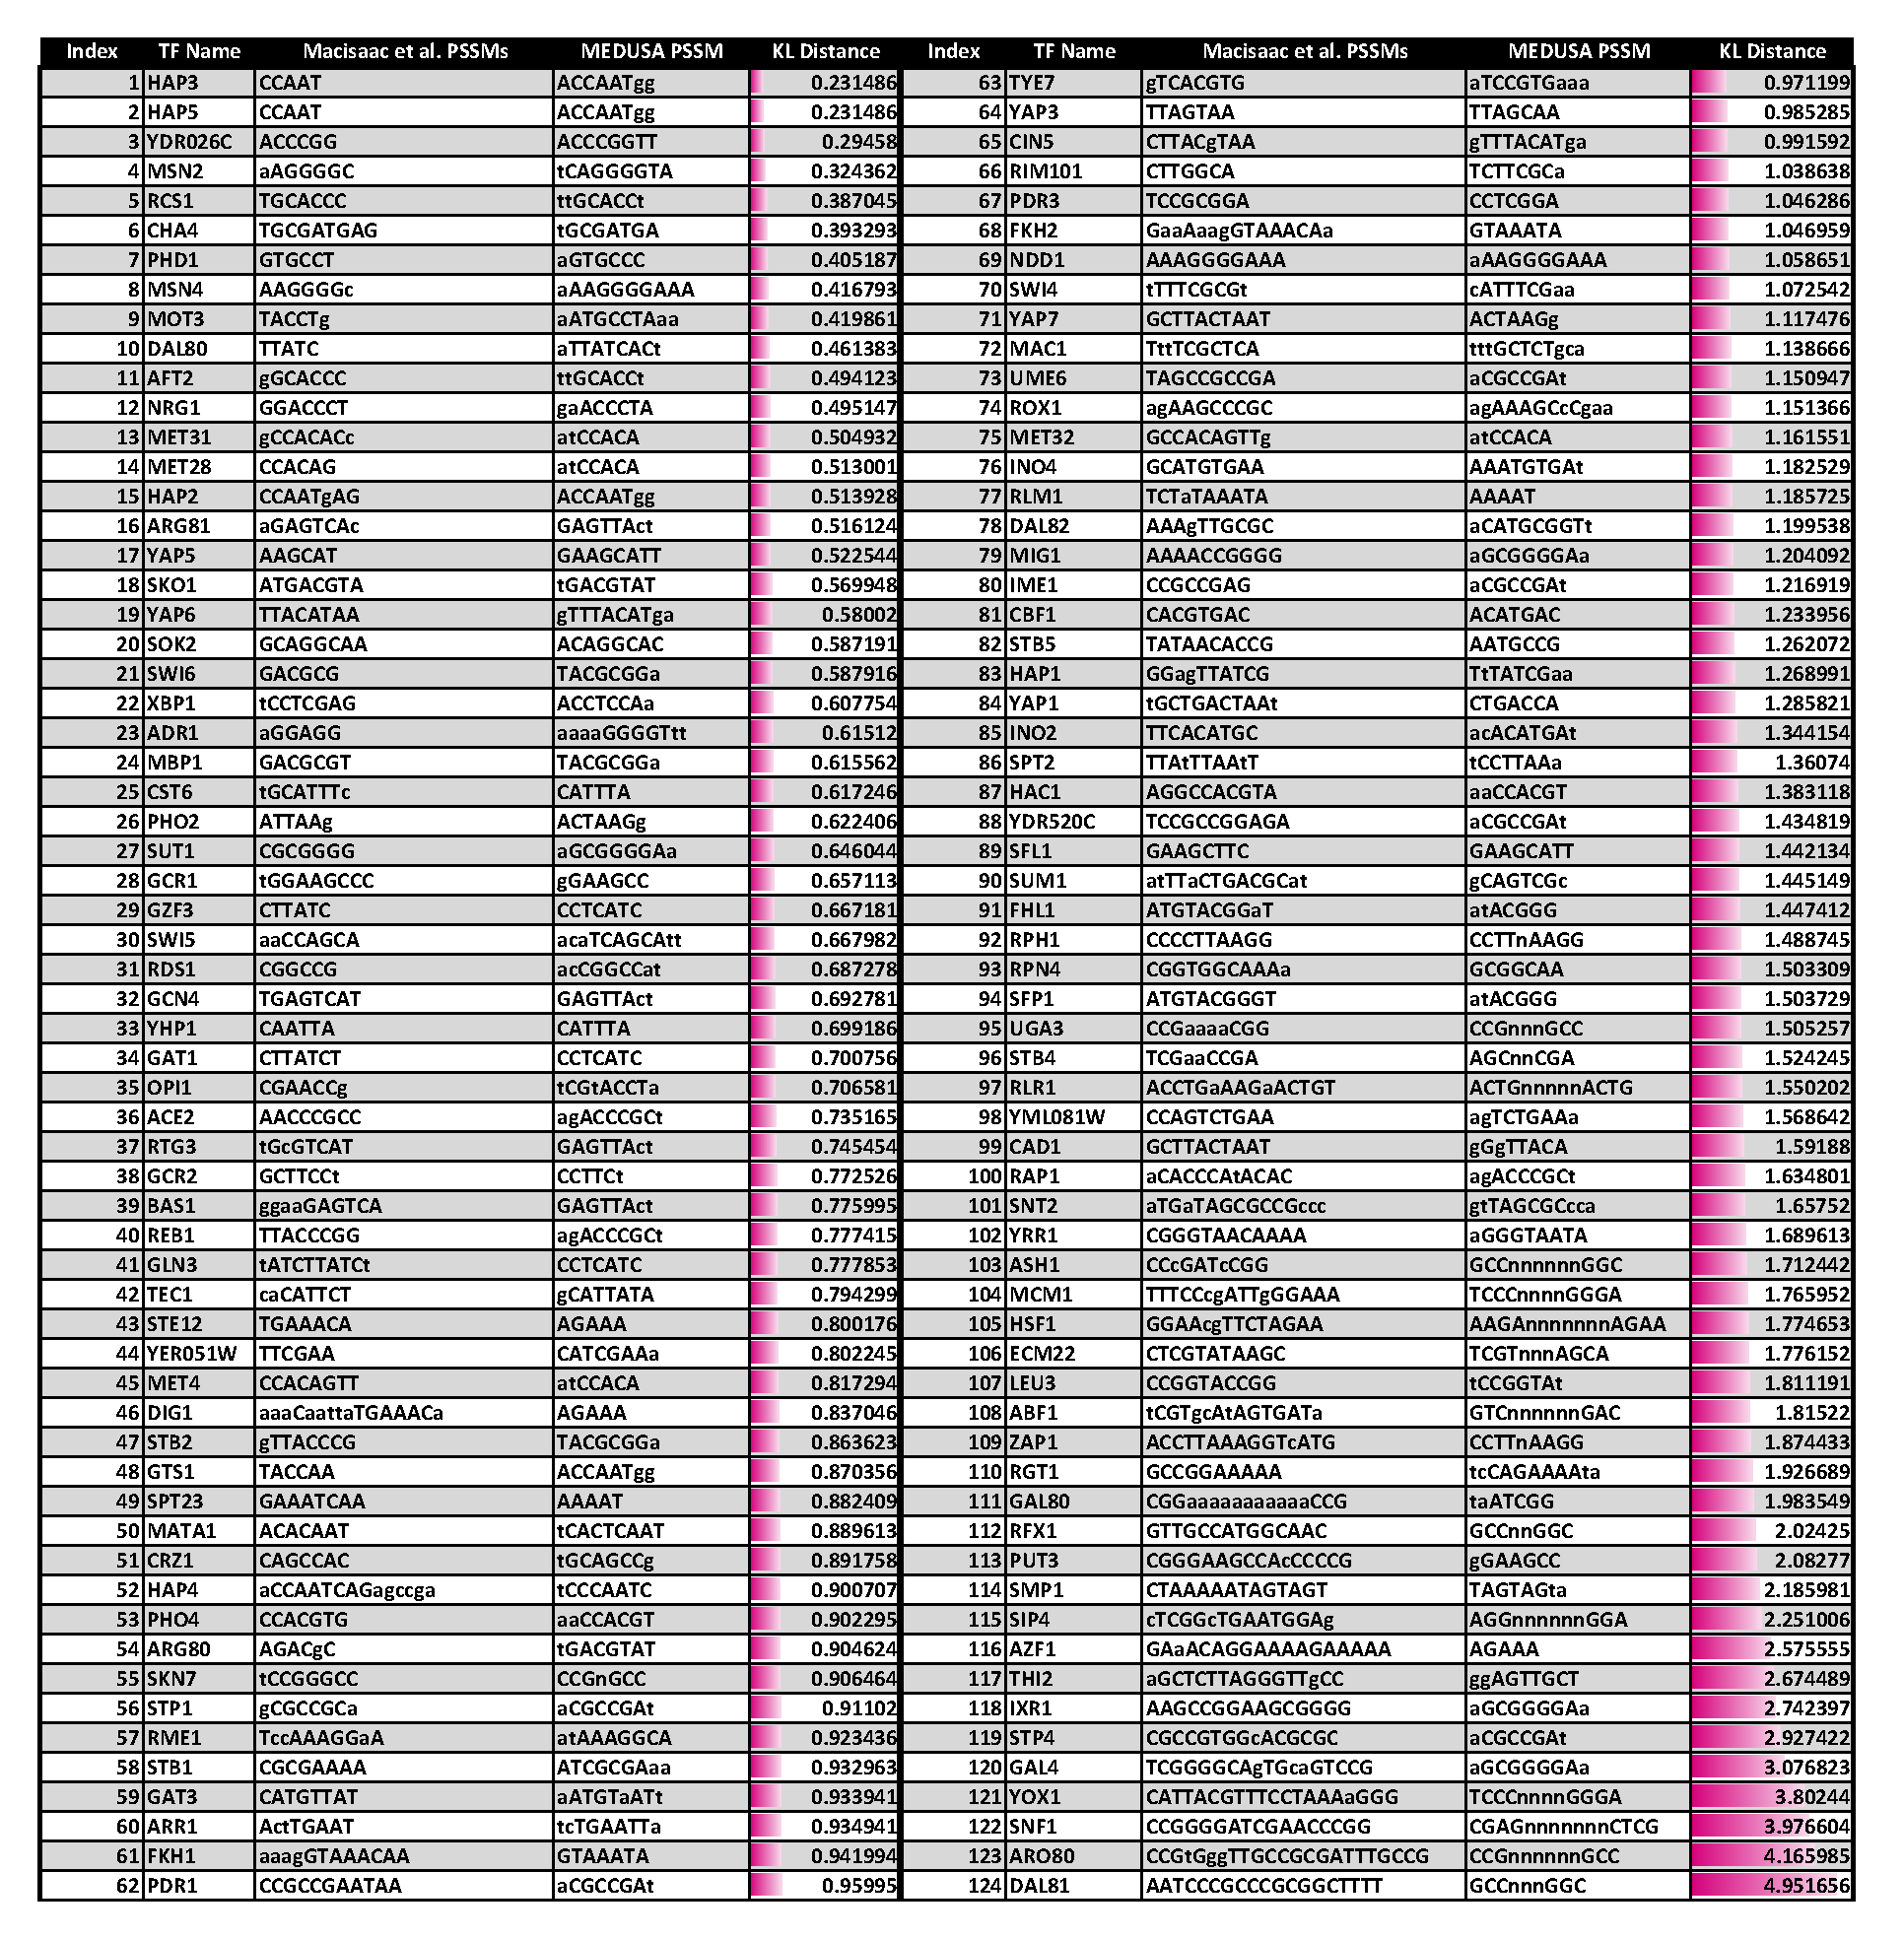

*False discovery rate (FDR) for margin scores*

By applying margin-based scoring to the full list of 506 potential regulators for the up- and downregulated target genes in each experimental condition, we identified 54 regulators (margin score > 0) in the oxygen regulatory network. We use the same sets of up-regulated and down-regulated genes in each experimental condition to estimate the false discovery rates (FDR) for positive margin scores. For each gene set, we randomize the labels of all examples in the gene set based on the class bias of the dataset. We then recalculate the margin score for each regulator. We repeat this procedure 100 times.

**Figure S10.** Positive tail of the empirical null distribution for normalized margin scores. The figure shows the normalized histogram for positive margin scores (margin score > 0) for all gene sets in all the randomization trials. We normalize by dividing the frequency in each bin by the total number of data points (|margin scores > 0| + |margin scores ≤ 0|). The highest observed margin score computed from the randomized data was 0.53. The red points are the 54 regulators with positive margin score using the true labels; if a regulator was identified for multiple gene sets, its most significant *p*-value is shown. We see that most of these points lie far into the positive tail of the distribution.

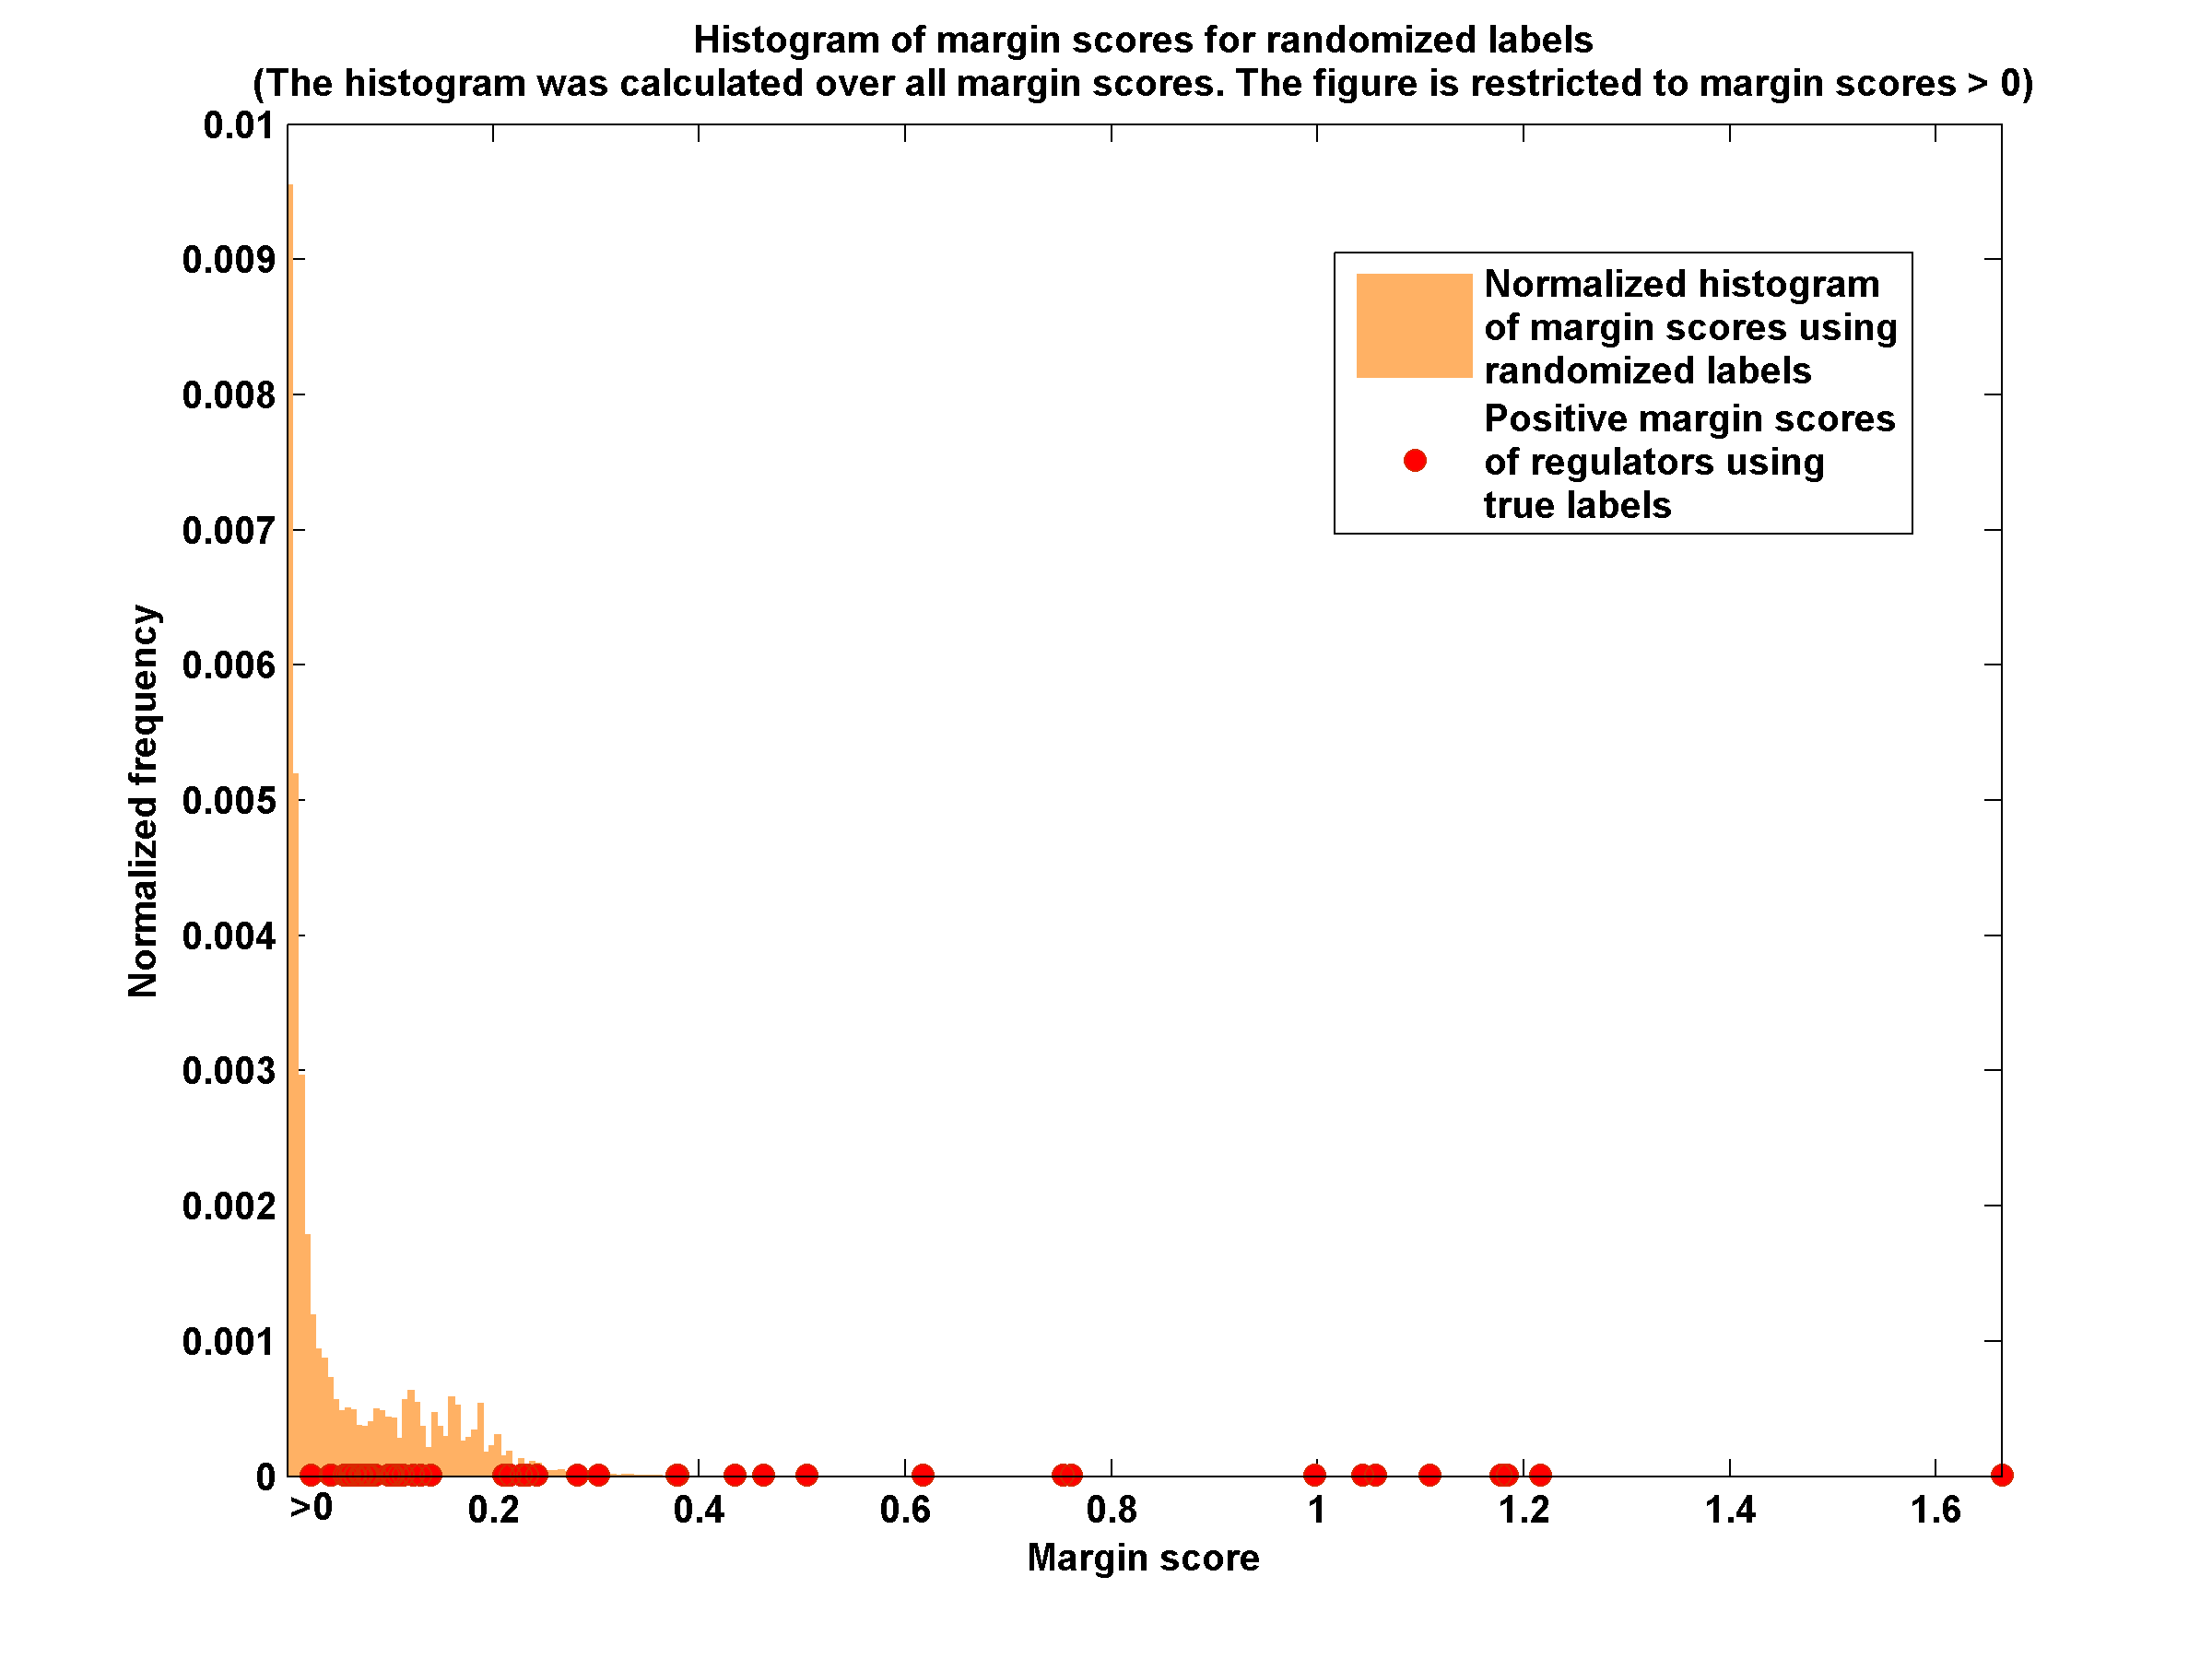

**Figure S11.** Empirical *p*-values for the (normalized) margin score. We calculate a *p*-value for each margin score θ as the fraction of data points in the randomization trials with margin score > θ. The 54 regulators with positive margin scores using true labels have low *p*-values. If a regulator was identified for multiple gene sets, its most significant *p-*value is shown.

**
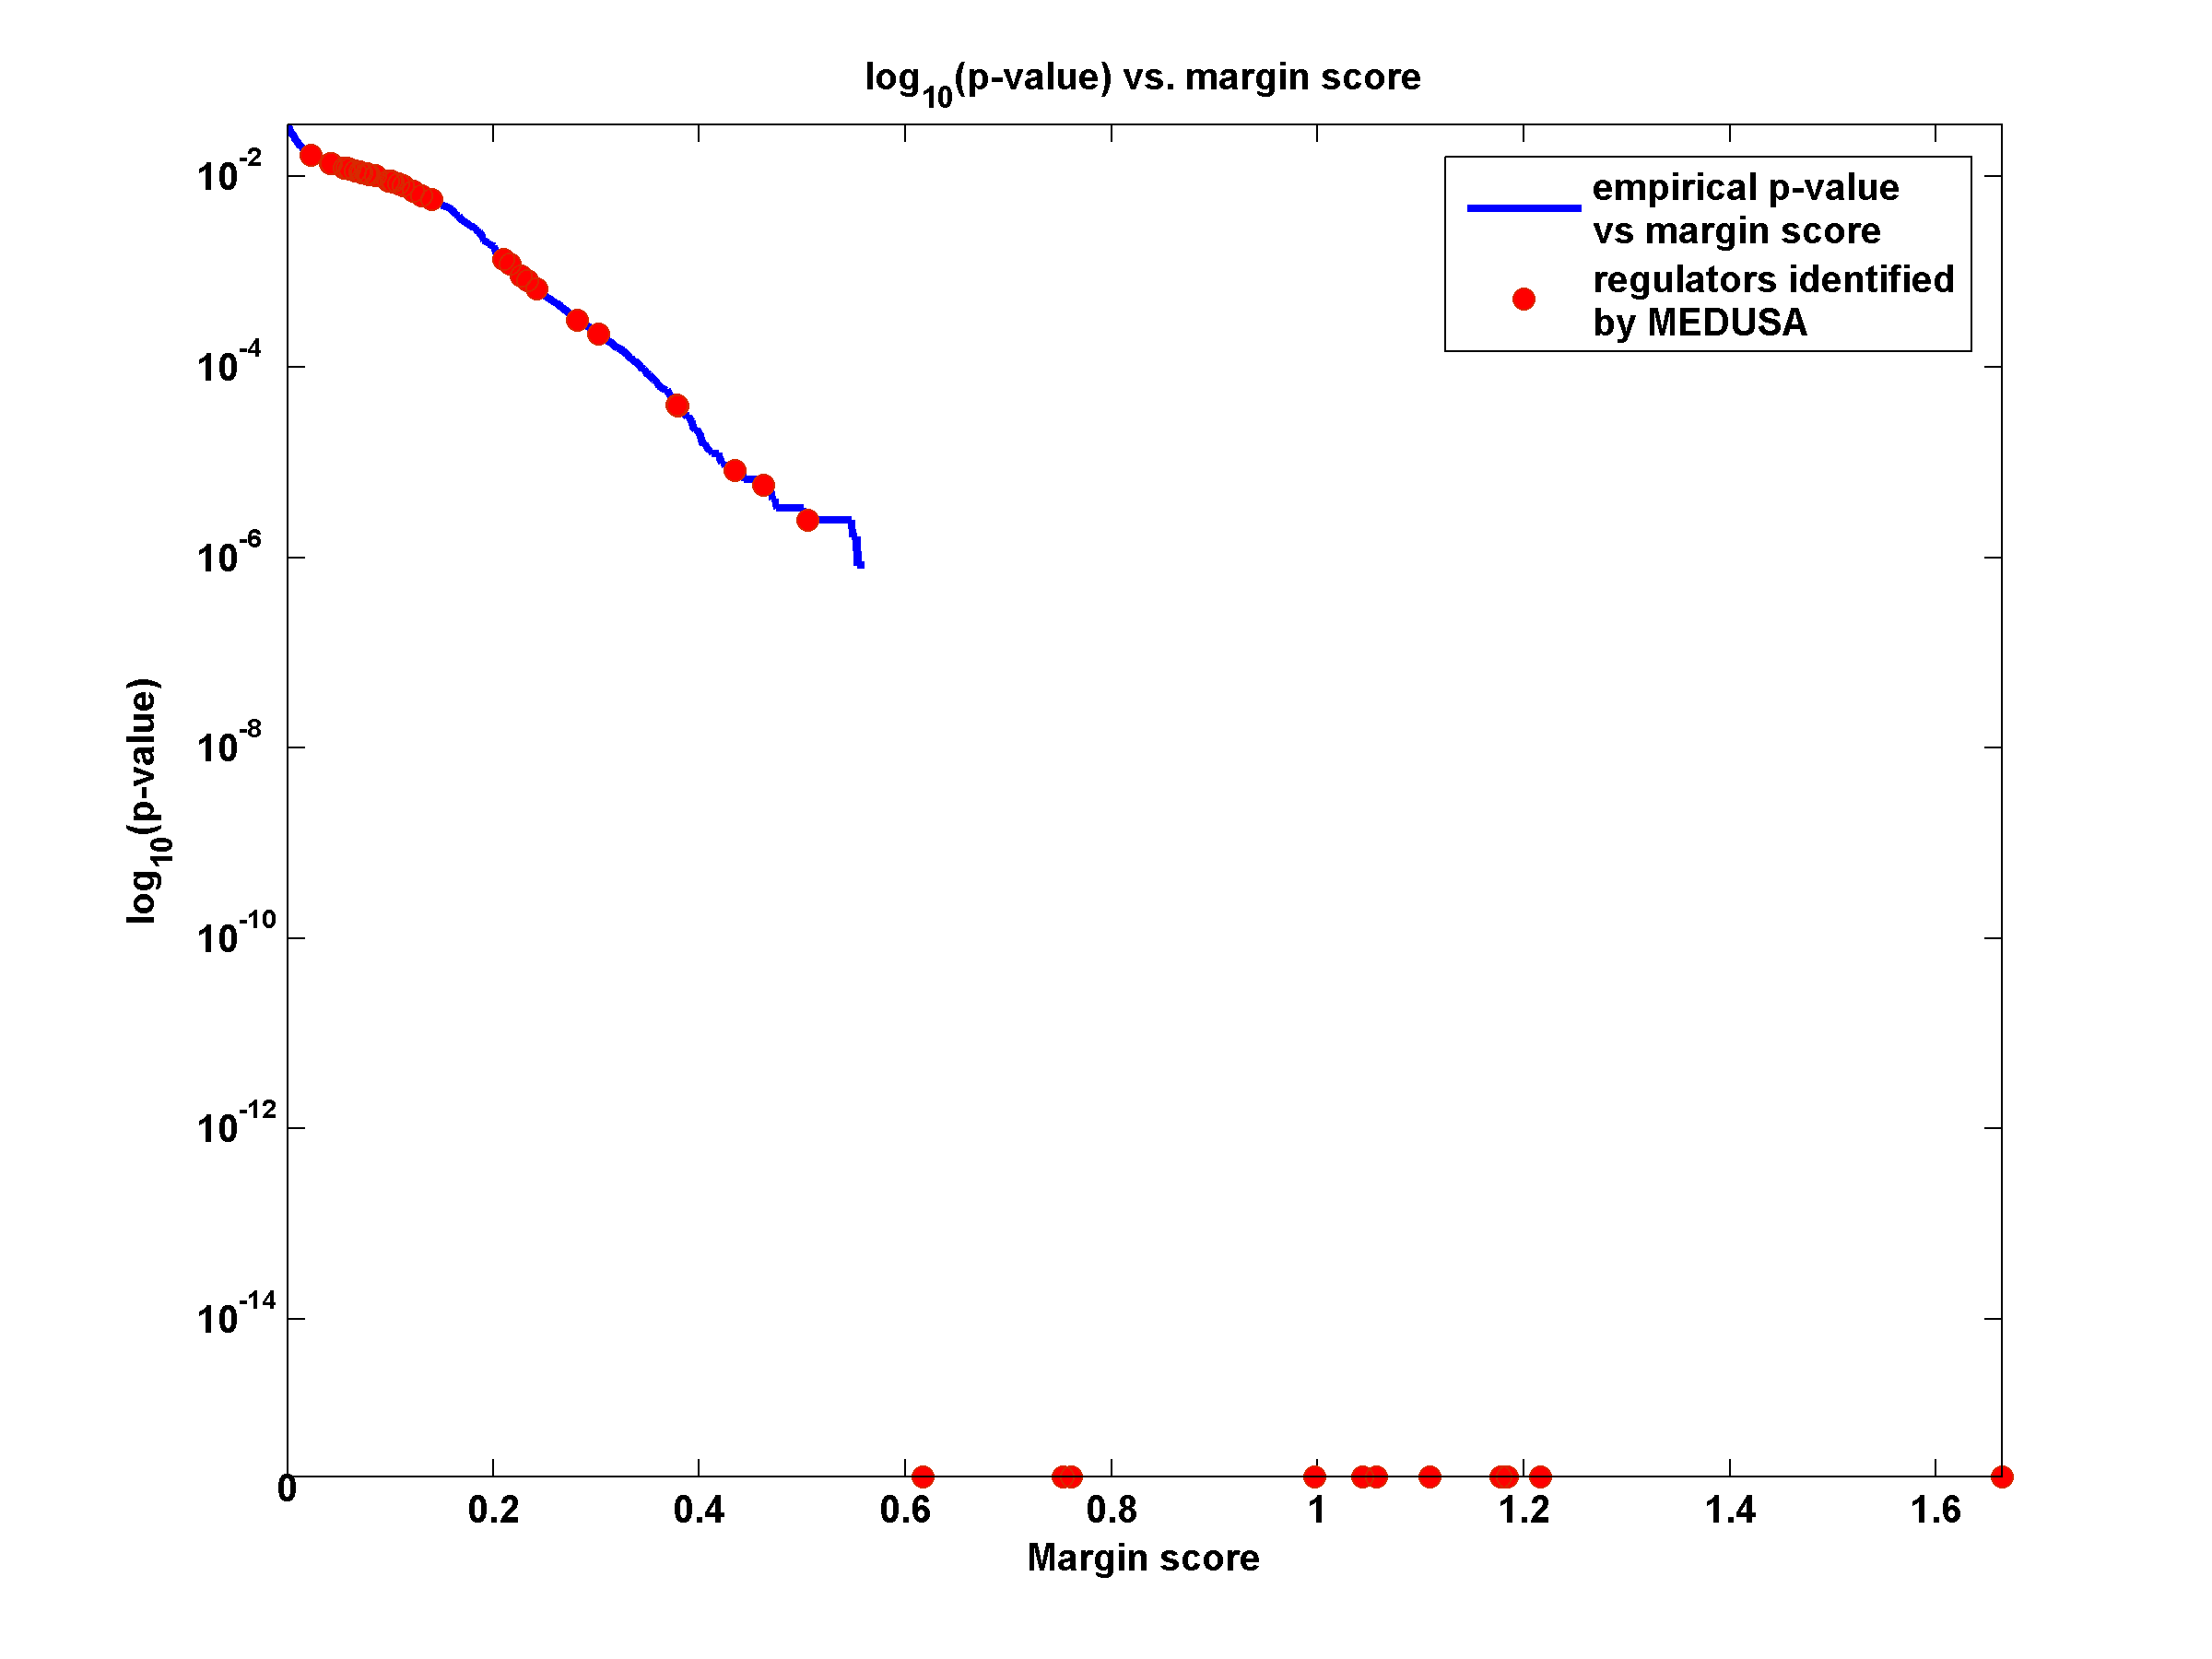
**

**Figure S12.** Estimated false discovery rate for choices of *p*-value threshold for 54 identified regulators. We obtain *p*-values for all 507 regulators in each of the 12 gene sets. We then apply the step-wise Benjamini-Hochberg procedure [2] to this set of *p*-values to obtain the FDR corresponding to each *p*-value cutoff. The figure shows the best margin score, corresponding *p*-value and FDR for the 54 regulators with positive margin score in at least one gene set. The top 16 regulators correspond to very small FDRs and include many known hypoxia regulators such as Upc2, Hap4, Mga2, Rox1 and Hap1, as well as novel regulators.

| **Index** | **Regulator** | **Margin score** | **p-value** | **FDR** |  | **Index** | **Regulator** | **Margin score** | **p-value** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | NRG1 | 1.6636 | 0 | 0 |  | 28 | CDC42 | 0.1084 | 0.008374 | 0.03701 |
| 2 | RME1 | 1.2162 | 0 | 0 |  | 29 | CAF17 | 0.1026 | 0.008785 | 0.03701 |
| 3 | HAP4 | 1.1839 | 0 | 0 |  | 30 | SSK22 | 0.1008 | 0.008944 | 0.03701 |
| 4 | ABF1 | 1.1778 | 0 | 0 |  | 31 | ASK10 | 0.0982 | 0.009083 | 0.03701 |
| 5 | TBS1 | 1.1089 | 0 | 0 |  | 32 | PIG1 | 0.0855 | 0.010242 | 0.03701 |
| 6 | UPC2 | 1.0565 | 0 | 0 |  | 33 | RGS2 | 0.0796 | 0.010656 | 0.03701 |
| 7 | SWI5 | 1.0436 | 0 | 0 |  | 34 | CTH1 | 0.0781 | 0.010736 | 0.03701 |
| 8 | MET28 | 0.9972 | 0 | 0 |  | 35 | URE2 | 0.077 | 0.010791 | 0.03701 |
| 9 | ROX1 | 0.7607 | 0 | 0 |  | 36 | PLP2 | 0.0726 | 0.011124 | 0.03701 |
| 10 | MBF1 | 0.7527 | 0 | 0 |  | 37 | WTM1 | 0.071 | 0.011236 | 0.03701 |
| 11 | MGA2 | 0.6167 | 0 | 0 |  | 38 | PTP3 | 0.0665 | 0.011622 | 0.03701 |
| 12 | AFR1 | 0.5048 | 2.47E-06 | 0.00091 |  | 39 | WSC4 | 0.0657 | 0.011677 | 0.03701 |
| 13 | DAL80 | 0.462 | 5.75E-06 | 0.00189 |  | 40 | SIC1 | 0.061 | 0.012025 | 0.03701 |
| 14 | ARG82 | 0.4347 | 8.22E-06 | 0.00263 |  | 41 | TEC1 | 0.0609 | 0.01203 | 0.03701 |
| 15 | MTH1 | 0.3794 | 3.94E-05 | 0.01167 |  | 42 | PCL1 | 0.0581 | 0.012313 | 0.03701 |
| 16 | HAP1 | 0.3783 | 4.03E-05 | 0.01167 |  | 43 | FUS3 | 0.0557 | 0.012493 | 0.03701 |
| 17 | MDG1 | 0.3026 | 0.00022 | 0.03701 |  | 44 | YAP7 | 0.0431 | 0.013765 | 0.03701 |
| 18 | WTM2 | 0.2818 | 0.00031 | 0.03701 |  | 45 | WAR1 | 0.0424 | 0.013858 | 0.03701 |
| 19 | HMS1 | 0.2427 | 0.00067 | 0.03701 |  | 46 | RTG3 | 0.0237 | 0.016957 | 0.03701 |
| 20 | SIW14 | 0.2336 | 0.00081 | 0.03701 |  | 47 | YPD1 | 0.0237 | 0.016957 | 0.03701 |
| 21 | ZAP1 | 0.227 | 0.00091 | 0.03701 |  | 48 | BEM2 | 0.0237 | 0.016957 | 0.03701 |
| 22 | GLC8 | 0.2164 | 0.00121 | 0.03701 |  | 49 | STP2 | 0.0237 | 0.016957 | 0.03701 |
| 23 | PHD1 | 0.2098 | 0.00137 | 0.03701 |  | 50 | MET18 | 0.0237 | 0.016957 | 0.03701 |
| 24 | PPH3 | 0.14 | 0.00584 | 0.03701 |  | 51 | MTF1 | 0.0237 | 0.016957 | 0.03701 |
| 25 | IRE1 | 0.1302 | 0.00636 | 0.03701 |  | 52 | SIP3 | 0.0237 | 0.016957 | 0.03701 |
| 26 | MBP1 | 0.1225 | 0.00705 | 0.03701 |  | 53 | YGK3 | 0.0237 | 0.016957 | 0.03701 |
| 27 | YIL130W | 0.1125 | 0.00815 | 0.03701 |  | 54 | PDE2 | 0.0237 | 0.016957 | 0.03701 |

**REFERENCES**

1. MacIsaac KD, Wang T, Gordon DB, Gifford DK, Stormo GD, et al. (2006) An improved map of conserved regulatory sites for Saccharomyces cerevisiae. BMC Bioinformatics 7: 113.

2. Benjamini Y, Hochberg Y (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. Journal of the Royal Statistical Society Series B (Methodological) 57: 289-300.

How the deposited data were processed for this re-analysis (not part of the article)

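The data are Affymetrix arrays of 2 *S. cerevisiae* strains. Strain L51 gave 18 arrays, 3 for each of 6 conditions: *HAP1* cells in air, at 1.5 and 6 h without oxygen and with cobalt, and *Δhap1* cells in air and at 6 h without oxygen. Strain MHY100 gave 6 arrays, 3 heme-deficient and 3 heme-sufficient. The authors converted the array images with GCOS and computed each intensity with RMA, and the values they deposited are linear. The sample notes give no version for either program, and the paper gives one for GCOS. The 2 sets of arrays are of different types and were normalized separately, so every test stays within 1 set. No column of the deposited tables was left unused.

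For the analysis here the log2 of each intensity was taken. Probe sets were named by the array annotation, which can be old, and 12 symbols were brought up to date. On the L51 arrays 3683 of 10928 probe sets had no gene name, 1746 were for other organisms and 1 named several genes, and 5498 remained. On the MHY100 arrays 2503 of 9335 had no name and 328 named several genes, and 6504 remained. Where several probe sets named a gene (47 and 315 genes), the one with the highest mean stood for it. Near-identical copies, such as the *PAU* genes, share probe signal and are uncertain as single genes.

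Differences were tested with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. The L51 arrays were fitted together with the condition and the replicate number as a block. The study's table of fold changes sets each array against the aerobic *HAP1* array of the same number (a median absolute difference of at most 0.003 from that difference taken here, against at least 0.12 with any other aerobic array, 15 arrays), and same-numbered arrays were hybridized on the same day. Their deviations from the condition means had a median correlation of 0.56, 0.71 and 0.25 for the 3 numbers, with a lowest pair of -0.09, -0.38 and -0.44, each between the cobalt and the 1.5 h array. The heme arrays were fitted without a block, since 1 of them carries 2 replicate numbers, although the study's fold changes also set same-numbered heme arrays against each other. Comparisons were made with aerobic *HAP1* cells, and for *Δhap1* cells at 6 h also with aerobic *Δhap1* cells. The difference between *Δhap1* and *HAP1* cells in the 6 h change and the difference between 6 and 1.5 h were tested within the same fit. Gene lists were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation, and each member was also adjusted over its list alone. Overlaps were set beside the number expected of independent lists. Where the comparisons share aerobic arrays, they were also set beside 20 simulations without any effect. These simulations account for the shared aerobic arrays and not for arrays that shared a hybridization round. All 10 splits of each 3 against 3 arrays were counted.

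The lists were respiratory complexes, ATP synthase, the tricarboxylic acid cycle, ergosterol, anaerobic mannoproteins, hypoxic genes, heme biosynthesis, ribosome biogenesis, single-copy ribosomal proteins, histones, cell cycle, biotin, general stress targets and regulators, heat shock proteins, glycogen and trehalose, glycolysis, fatty acids, the iron, copper and zinc regulons, the paper's regulators, mating-type genes and strain markers. The list of respiratory complexes also held *CYC1*, which encodes cytochrome *c*. All lists were fixed before the data were examined, from general knowledge of yeast and from the paper. So were the samples' conditions, the comparisons and the alternatives other than the 3 named below. The paper had reported some of these groups, such as the biotin, ergosterol, histone and cell cycle genes, from the same arrays. A shift of such a list is therefore not independent evidence. Named genes are those the paper names as targets or regulators in its results. They also include the 5 largest rises and 5 largest falls per comparison among genes past the threshold with the same direction in all 3 replicates. From each list up to 4 members past the threshold are named, and *HAP1*, *HEM1* and the strain markers are given throughout. Parts of the paper's data tables had been open when the rule was written.

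The alternatives were no replicate block, or a block for the heme arrays, a fit of only the groups compared, quantile scaling over *S. cerevisiae* probe sets or cyclic loess, an offset of 50, leaving out dim probe sets (5165 and 4419 genes kept), the mean of a gene's probe sets, array weights, an intensity trend with robust variance, a required 2-fold change, leaving out each replicate, and a noise model after the study's methods. Added after the data were seen were the fit without the replicate 3 arrays of 1.5 h, cobalt and 6 h *HAP1* cells, the hybridization round as the block (for heme without heme-deficient replicate 3, for which no round is known here), and leaving out the *Δhap1* 6 h array of replicate 3 alone. With the round as the block, 6 h and aerobic L51 arrays are compared only through the 1.5 h and cobalt arrays, since they share no round. The limma procedure was tested on simulated data with known changes in 50 genes per fold. At a 4-fold change between 45 and 50 of 50 were found in the 6 comparisons, and at a 2-fold change between 17 and 26, with 4 to 11 false calls per comparison. Apart from a small shift per replicate number, the simulated noise was independent and of equal size on every array, unlike that of the real arrays. These shares therefore do not give the power reached here. In aerobic *Δhap1* cells all 50 genes planted at 8-fold were found, whereas *CYC1* (-3.69) did not pass limma in the real data (adjusted p = 0.71). Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared the tables and figures. The MEDUSA models were not analysed here.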

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

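The tests of explanations, the counts over other splits of the arrays, the hybridization round block, the fit without 3 arrays and the fit without the *Δhap1* 6 h array of replicate 3 alone were chosen after the results were seen. The other settings named in this part (scaling, leaving out a replicate, fitting only the groups compared, no replicate block, array weights, the noise model and a reference of the same genotype) and the tests of differences between times and genotypes were planned. Each result named first below stands out because 2 times or 2 genotypes differed in a test of the difference itself. Between 6 and 1.5 h without oxygen in *HAP1* cells 832 genes differed. In the same comparison these lists shifted, with medians on opposite sides of 0 at the 2 times: ribosome biogenesis (adjusted p = 3.4e-13), general stress response (2.3e-09), glycogen and trehalose metabolism (1.1e-07), the tricarboxylic acid cycle (3.3e-04, median 0.53), cell cycle (3.3e-04), alpha-specific genes (0.0043, median 0.71) and glycolysis (0.017, median 0.02). With an estimated correlation their adjusted p was between 0.28 and 0.40.

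The 6 h change of *Δhap1* cells, each against aerobic cells of its own genotype, differed from that of *HAP1* cells for these lists: ergosterol biosynthesis (adjusted p = 7.0e-16, median difference 0.44, 22 of 24 genes above 0), cytochrome *bc1* and *c* oxidase (8.3e-10, median 0.76, 17 of 18 above 0), the iron regulon (9.1e-04, median 0.21), copper uptake (0.0074, median 0.68) and histones (0.015, median -0.60). Without the 3 arrays the histone shift (adjusted p = 0.36) and the glycolysis shift between the times (0.28) no longer passed. With an estimated correlation the adjusted p of the 5 lists was between 0.15 and 0.40, and no gene passed limma in this comparison (95 at an unadjusted p under 0.05, 51 genes past the threshold with array weights).

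The replicate 3 array labelled 1.5 h anaerobic showed little of the change seen in replicates 1 and 2 (a median share of -0.05 over 33 genes), and the replicate 3 array labelled cobalt had *ANB1* at 12.22, *CYC1* at 9.41 and *CYT1* at 9.37, far from cobalt replicate 1 (9.64, 13.51 and 12.39) and replicate 2 (9.49, 13.46 and 11.94). Over all genes cobalt replicate 2 stood furthest from its aerobic array, with 958 genes 4-fold apart, against 14 in replicate 1 and 23 in replicate 3. That aerobic array had the highest value on the first principal component (67.9), and cobalt replicate 2 (-28.3) lay near cobalt replicate 1 (-30.6). A 1.5 h array hybridized in the round of the aerobic arrays need not look aerobic, since replicate 1 shared that round too and had 51 genes 4-fold apart from its aerobic array, against 7 in replicate 3. An exchange of the 2 labels stays open: the array labelled cobalt reached 0.35 of the 1.5 h change, but cobalt replicates 1 and 2 reached 0.26 and 0.48, its *CYC1* lay far from 1.5 h replicates 1 and 2 as well (12.58 and 13.15), and over 4 genes, too few to decide whether the array labelled 1.5 h holds cobalt-treated cells, that array reached 0.28 of the cobalt change and the array labelled cobalt 0.45. Over all genes, as deviations from each gene's mean, the array labelled 1.5 h had a Pearson's r of 0.64 and 0.75 with cobalt replicates 1 and 2. With 1.5 h replicates 1 and 2 it had 0.33 and -0.51, and with aerobic *HAP1* replicates 1, 2 and 3 0.68, -0.55 and 0.59. It was thus close both to cobalt arrays and to aerobic replicates 1 and 3, which does not decide between them. A weaker exposure of the replicate 3 cells, a biological explanation, would not move *ANB1*, *CYC1* and *CYT1* further from air in the array labelled cobalt than in cobalt replicates 1 and 2, but these genes were picked because they stand out, and over the 33 genes its share (0.35) lay between theirs, so that explanation stays open for both arrays; the paper states that oxygen in the chamber was monitored and that a *CYC1* reporter was used to check Hap1 and oxygen, in a passage that names no replicate. For another strain in 1 replicate number the largest log2 gap of any gene was 0.35, which leaves that question open.

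In *Δhap1* cells at 6 h more genes were lower than higher: 34.6% of the called genes were higher, and 20.6% against aerobic *Δhap1* cells. Scaling over *S. cerevisiae* probe sets alone gave 56.3%, but it moves the median gene from -0.16 to -0.01 by its construction, so whether the scaling brought the imbalance stays open. Without the dimmest array, that of replicate 3 at 6 h in *Δhap1* cells, 54.4% of 57 called genes were higher, and without all arrays of replicate 3 62.9% of 205, so that array may account for it, whereas without replicate 2 only 15% were higher. With the scaling and that array kept, 60% were higher with only the groups compared, 50% without the replicate block and 71.6% with the noise model, but 44.4% with the round block, 37% without 3 arrays, 35.9% with a required 2-fold change and 25.9% with array weights, so the balance also depends on how the spread was estimated. No biological explanation was tested.

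In aerobic *Δhap1* cells *HAP1* alone passed. Without the 3 replicate 3 arrays, which belong to other conditions, 8 genes passed, so their spread may have raised the error shared by all comparisons. Fitting the 2 groups alone, another test of the shared estimate of the spread, gave 3 genes and leaves that open. *ANB1*, *CYC1* and *DAN1*, which prompted the choice of the 3 arrays, are among the 8 genes, so their calls there are not independent evidence. The other calls there rest on the same choice of arrays. *CYC1* and *ANB1*, both among the 8 genes, differed by -3.69 and 3.11, in the same direction in each replicate, so a small size of the changes does not explain why they did not pass, and whether few genes respond to *HAP1* loss in air, a biological explanation, was not tested.

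For each comparison of 3 against 3 arrays there are 10 splits, too few for a share under 0.05. The real split called 117 genes at 6 h in *HAP1* cells (highest other split 0), 384 in *Δhap1* cells (119), 593 against aerobic *Δhap1* cells (0), 832 between 6 and 1.5 h (156), 8 with cobalt (0), 93 under heme deficiency (0) and 1 in aerobic *Δhap1* cells (0), and in each of these 1 split, the real one, reached its count. At 1.5 h 2 splits reached the real count of 2, and the other called 117 genes, which points to a structure of the arrays. That split, like the one with 119, sets same-numbered arrays in the same group, and among the 4 splits that part all 3 numbers, as the real one does, the highest other was 156 between 6 and 1.5 h and 0 in each other comparison of strain L51. In the test of the difference between genotypes all 10 splits called 0 genes with limma (95 at an unadjusted p under 0.05 in the real split).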

How the results depend on the processing

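The fit without the replicate 3 arrays of 1.5 h, cobalt and 6 h *HAP1* cells (below, without 3 arrays), the hybridization round block and leaving out the *Δhap1* 6 h array of replicate 3 alone were chosen after the results were seen, and the other alternatives were planned. Leaving out dim probe sets and averaging probe sets kept each count below within 1.5 times, as did cyclic loess for heme deficiency and the named genes, and a required 2-fold change for the 9 comparisons, the only counts for which these 2 were run. In *HAP1* cells at 6 h the count of 117 was 9 without a replicate block, 0 with only the groups compared, 2193 with array weights, 0 with the round block, 388 without 3 arrays, 72 with the noise model and 0 to 316 leaving out 1 replicate. In *Δhap1* cells at 6 h the count of 384 was 72 without a replicate block, 80 with only the groups compared, 2145 with array weights, 27 with the round block, 610 without 3 arrays, 81 with the noise model, 57 without the *Δhap1* 6 h array of replicate 3 alone and 0 to 680 leaving out 1 replicate. Against aerobic *Δhap1* cells the count of 593 was 47 without a replicate block, 1030 with only the groups compared, 2278 with array weights, 36 with the round block, 770 without 3 arrays and 0 to 746 leaving out 1 replicate. At 1.5 h the count of 2 was 0 without a replicate block, 0 with only the groups compared, 9 with quantile scaling, 1934 with array weights, 0 with the round block, 462 without 3 arrays, 26 with the noise model and 0 to 343 leaving out 1 replicate. With cobalt the count of 8 was 0 without a replicate block, 0 with only the groups compared, 3 with quantile scaling, 42 with array weights, 5 with an intensity trend, 0 with the round block, 4 without 3 arrays, 3 with the noise model and 0 to 4 leaving out 1 replicate. In aerobic *Δhap1* cells the count of 1 was 3 with only the groups compared, 76 with array weights, 8 without 3 arrays, 8 with the noise model and 0 to 3 leaving out 1 replicate. Between 6 and 1.5 h the count of 832 was 0 without a replicate block, 0 with only the groups compared, 526 with quantile scaling, 2800 with array weights, 168 with the round block, 1451 without 3 arrays and 0 to 1410 leaving out 1 replicate. For the difference between genotypes the count of 0 was 51 with array weights, 6 without 3 arrays and 0 to 0 leaving out 1 replicate (limma, 95 at an unadjusted p under 0.05). Under heme deficiency the count of 93 was 408 with a replicate block, 50 with an offset of 50, 168 with array weights, 981 with the round block (5 arrays, 67 on these without a block), 669 with the noise model and 18 to 132 leaving out 1 array.

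Genes changed in at least 1 comparison (435) numbered 144 without a replicate block, 653 with a replicate block for heme, 1027 without 3 arrays and 88 to 734 leaving out 1 replicate. Genes shared by both genotypes at 6 h (108) numbered 8 without a replicate block, 312 without 3 arrays and 0 to 177 leaving out 1 replicate. Those shared by 6 h in *HAP1* cells and heme deficiency (15) numbered 2 without a replicate block, 42 with a replicate block for heme, 41 without 3 arrays and 0 to 34 leaving out 1 replicate, those shared by 1.5 and 6 h (2) numbered 0 without a replicate block, 59 without 3 arrays and 0 to 63, and those shared by 6 h and cobalt (4) numbered 0 without a replicate block, 2 without 3 arrays and 0 to 2. Of gene list shifts 68 passed, 0 with an estimated correlation and 52 to 73 leaving out 1 replicate. Of named gene results 130 passed, 60 without a replicate block, 47 with the round block, 156 without 3 arrays and 31 to 134 leaving out 1 replicate. The shifts by cobalt of the ribosome biogenesis and the glycogen and trehalose lists changed sign with the round block (adjusted p = 0.026 and 1). Among single genes and lists, 4189 alternative values kept direction and side of the threshold, 576 no longer passed, 144 newly passed and 2 changed sign. No list shift that passed changed sign in its median with quantile scaling or cyclic loess. Apart from fewer arrays, the causes were not tested. A block by hybridization day equals the replicate block for strain L51 and was not run. The 5 heme arrays with a known day were hybridized on 1 day, so that block was not run either. Deviations of same-numbered heme arrays correlated at 0.45, 0.43 and -0.03. Their numbers were not taken as pairs because 1 array carries 2 replicate numbers, although the study's fold changes pair them and numbers 1 and 2 each shared a round. Where leaving out a replicate left a comparison with 2 arrays, the spread came from all groups. The signal over background of each array limits what can be seen of dim genes.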

Differences from the paper's values

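The fit without 3 arrays and the hybridization round block were chosen after the results were seen; the other settings below were set before the data were examined. The paper's lists are from its supplementary tables and rest on a noise model at p 0.05 per replicate, without an adjustment over genes, whereas the values here are counts at an adjusted p under 0.05, so the thresholds differ. The paper's values come first in each case. At 1.5 h it lists 569 higher and 361 lower genes, against 2 and 0 here. At 6 h in *HAP1* cells it lists 460 higher and 872 lower, against 72 and 45. At 6 h in *Δhap1* cells it lists 413 higher and 1664 lower, against 133 and 251 from aerobic *HAP1* cells and 122 and 471 from aerobic *Δhap1* cells. This list fits a reference of aerobic *Δhap1* cells: of its measured members 0 of 391 higher and 2 of 1618 lower genes had the opposite sign here with that reference, against 7 and 55 with aerobic *HAP1* cells, and it holds neither *HAP1* nor *CYC1*, although the study's table of fold changes takes aerobic *HAP1* cells for these arrays. Under heme deficiency it lists 725 higher and 961 lower, against 23 and 70. With cobalt it lists 107 higher and 277 lower, against 1 and 7. In aerobic *Δhap1* cells it lists 50 higher and 48 lower, against 0 and 1. Its text gives 3482 genes changed in at least 1 condition and 12% of gene and experiment pairs, against 435 genes and 1.8% here, while the lists in its Dataset S4 hold 3706 distinct genes. With array weights the count here falls within 1.5 times the paper's for the higher genes at 6 h in *HAP1* cells (686), for higher and lower genes at 6 h in *Δhap1* cells (555 and 1590, and 490 and 1788 from aerobic *Δhap1* cells) and in aerobic *Δhap1* cells (44 and 32). No other planned setting does so for these counts, the noise model after the study's methods included (4.5% of pairs), and array weights do not for the remaining lists. That noise model is not an exact repeat of the study's procedure. It used 1 probe set per gene and a rule of 2 labels that the paper does not state. The total over conditions and the share of pairs were not computed with array weights.

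Of 145 pairs of a named gene and a comparison that the paper's lists hold and that were measured here, 49 passed. The sign here was the other way in 5 pairs: *HAP1* under heme deficiency (paper higher, here -0.01, adjusted p = 0.98), *COX4* with cobalt (paper lower, here 0.18, adjusted p = 0.93) and in aerobic *Δhap1* cells (paper lower, here 0.03), *MET28* at 6 h in *Δhap1* cells (paper lower, here 0.47 from aerobic *HAP1* cells, but -0.57 from aerobic *Δhap1* cells, which the list fits) and *RME1* at 1.5 h (paper higher, here -0.06). At least 1 other setting called 42 of the pairs that did not pass. Other settings lost calls: 26 without the replicate block, 36 without replicate 1 and 27 without replicate 2, and these 3 settings called no further pair. Leaving out 1 heme array lost up to 9. Leaving out replicate 3 called 24 more and lost 1, among them *HAP1*, *ANB1*, *DAN1*, *OLE1* and *UPC2* at 1.5 h and *CYC1* in aerobic *Δhap1* cells, a replicate block for heme called 7 more (*ROX1*, *UPC2*, *CYC7* and *COX5B* among them), an intensity trend and quantile scaling each called 4 more, and the mean of probe sets and cyclic loess 1 each. The fit without 3 arrays, chosen after seeing the values, called 29 more and dropped none, and the hybridization round block, also chosen after, called 8 more and dropped 34. Array weights were read for counts alone.

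The paper's main text states that genes of ribosome synthesis are induced without oxygen and under heme deficiency, whereas its Text S1 describes ribosome processing genes as raised early without oxygen and lowered later and under heme deficiency. Here the median of the ribosome biogenesis list was 0.52 at 1.5 h (no member past the threshold, and the shift lost without replicate 2, adjusted p = 0.95, and with the round block, 0.59), -0.76 and -0.93 at 6 h in *HAP1* and *Δhap1* cells and -0.32 under heme deficiency, and with an estimated correlation none of these 4 shifts passed (adjusted p = 0.65, 0.33, 0.33 and 0.67). The paper states that all of 5 regulators but Mdg1 are raised by hypoxia. Here *UPC2* rose, while *MET28* (0.63), *PIG1* (0.31) and *RME1* (1.63) did not pass at 6 h in *HAP1* cells (adjusted p = 0.49, 0.6 and 0.092), *RME1* passing with quantile scaling and *MET28* without replicate 3. The paper lists *CYC7* among lower genes at 6 h, and here its log2 fold change was -1.52 (adjusted p = 0.45) in *HAP1* cells.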

Other observations

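The hybridization round block was chosen after the results were seen, and the other tests in this part were planned. Of 9 zinc regulon genes, 2 rose at 6 h without oxygen in each genotype at an adjusted p under 0.05 from limma (4 in *HAP1* and 3 in *Δhap1* cells when adjusted over the list alone). *IZH4* rose by 2.70 and *IZH2* by 1.76 in *HAP1* cells (adjusted p = 0.014 and 0.036), with a median of 0.86 (adjusted p = 6.7e-07, and adjusted p = 0.089 with an estimated correlation), and the median was 0.65 in *Δhap1* cells (adjusted p = 2.7e-05, and adjusted p = 0.15 with an estimated correlation). Under heme deficiency *ZPS1* rose by 1.46 (adjusted p = 0.03, and 0.18 without heme-sufficient replicate 3; list median 0.33, adjusted p = 0.041, and adjusted p = 0.67 with an estimated correlation). Of 18 iron regulon genes 3 fell in each genotype at 6 h (5 in *HAP1* and 4 in *Δhap1* cells when adjusted over the list alone), *FET3*, *HMX1* and *FRE1* in *HAP1* cells. The iron median was -0.23 in *HAP1* cells (adjusted p = 0.035, and adjusted p = 0.40 with an estimated correlation, 0.57 without replicate 2), -0.39 in *Δhap1* cells (adjusted p = 0.064), and 0.18 under heme deficiency, where 2 fell (adjusted p = 0.32). Shifts of the iron list also passed camera in aerobic *Δhap1* cells and at 1.5 h (adjusted p = 6.9e-07 and 6.4e-04). With an estimated correlation no list shift passed. In heme biosynthesis *HEM14* rose in both genotypes at 6 h (1.21 and 1.2 against aerobic *HAP1* cells, adjusted p = 0.023 and 0.011), and *HEM13* rose by 2.05 at 6 h in *Δhap1* cells and by 1.73 under heme deficiency (adjusted p = 0.038 and 0.016, the latter 0.11 without heme-sufficient replicate 3). Against aerobic *Δhap1* cells *HEM13* and *HEM14* did not pass at 6 h in *Δhap1* cells (1.11 and 0.51, adjusted p = 0.18 and 0.15), nor did the list (median 0.15, adjusted p = 0.15). The list's median was 0.36, 0.42 and 0.20 in *HAP1* cells and *Δhap1* cells at 6 h and under heme deficiency (adjusted p = 0.027, 0.021 and 0.018, and adjusted p = 0.22, 0.20 and 0.67 with an estimated correlation). In *HAP1* cells that shift had an adjusted p of 0.055 without replicate 1, 0.058 without replicate 2 and 0.072 with the round block, and in *Δhap1* cells 0.064 with the round block, and the iron shift in *HAP1* cells had 0.39 with the round block. Without replicate 1 no strain L51 gene passed limma in any comparison, and with the round block the adjusted p of *IZH4* at 6 h in *HAP1* cells was 0.13.

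Of 10 fatty acid genes *FAA1* fell in both genotypes at 6 h (-2.71 and -2.90), with a list median of 0.28 in *HAP1* cells (adjusted p = 0.048, and adjusted p = 0.33 with an estimated correlation) and 0.41 in *Δhap1* cells (adjusted p = 0.031, and adjusted p = 0.32 with an estimated correlation). Tricarboxylic acid cycle genes had a median of -0.32 at 1.5 h with no gene past the threshold (adjusted p = 0.0012, and adjusted p = 0.62 with an estimated correlation) and 0.14 at 6 h in *HAP1* cells (adjusted p = 0.14), and *SDH4* and *SDH1* were higher at 6 h than at 1.5 h (1.84 and 1.29, adjusted p = 0.038 and 0.042). Of 5 a-specific genes *BAR1* and *MFA1* fell at 6 h in *Δhap1* cells (-1.92 and -1.46, adjusted p = 0.0057 and 0.0098, list median -0.65, adjusted p = 0.0019, and adjusted p = 0.15 with an estimated correlation). Of 4 alpha-specific genes *SAG1* was higher at 6 h than at 1.5 h (0.85, adjusted p = 0.041), and the median was -0.40 at 1.5 h (adjusted p = 0.0076, and adjusted p = 0.41 with an estimated correlation). Among strain markers *LEU2* stood at 11.97 ± 0.54 and 12.34 ± 0.29 in aerobic *HAP1* and *Δhap1* cells, *ADE1* fell by 0.74 at 6 h in *Δhap1* cells (adjusted p = 0.022), *URA3* fell by 1.06 under heme deficiency (adjusted p = 0.034, and 0.19 without heme-sufficient replicate 3) and *TRP1* had a value of 0.24 there (adjusted p = 0.49). The marker list in aerobic *Δhap1* cells, *HAP1* included, had a median of -0.01 (adjusted p = 0.0037, and adjusted p = 0.16 with an estimated correlation). Leaving out replicate 1, 2 or 3 gave the fatty acid shift an adjusted p of 0.074, 0.067 and 0.21 in *HAP1* cells and 0.064, 0.061 and 0.12 in *Δhap1* cells. Without replicate 2 the shift of the alpha-specific genes at 1.5 h had 0.065 and that of the markers 0.057.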
